# Multiscale profiling of protease activity in cancer

**DOI:** 10.1038/s41467-022-32988-5

**Published:** 2022-10-03

**Authors:** Ava P. Amini, Jesse D. Kirkpatrick, Cathy S. Wang, Alex M. Jaeger, Susan Su, Santiago Naranjo, Qian Zhong, Christina M. Cabana, Tyler Jacks, Sangeeta N. Bhatia

**Keywords:** Sensors and probes, Cancer microenvironment, Enzymes, Proteases, Cancer imaging

## Abstract

Diverse processes in cancer are mediated by enzymes, which most proximally exert their function through their activity. High-fidelity methods to profile enzyme activity are therefore critical to understanding and targeting the pathological roles of enzymes in cancer. Here, we present an integrated set of methods for measuring specific protease activities across scales, and deploy these methods to study treatment response in an autochthonous model of *Alk*-mutant lung cancer. We leverage multiplexed nanosensors and machine learning to analyze in vivo protease activity dynamics in lung cancer, identifying significant dysregulation that includes enhanced cleavage of a peptide, S1, which rapidly returns to healthy levels with targeted therapy. Through direct on-tissue localization of protease activity, we pinpoint S1 cleavage to the tumor vasculature. To link protease activity to cellular function, we design a high-throughput method to isolate and characterize proteolytically active cells, uncovering a pro-angiogenic phenotype in S1-cleaving cells. These methods provide a framework for functional, multiscale characterization of protease dysregulation in cancer.

## Abstract (web summary)

The activity of multiple enzymes is dysregulated in cancer, but this cannot always be measured through enzyme expression. Here, the authors develop methods to measure protease activity across the organism, tissue, and single cell scales, and identify protease dysregulation in lung cancer and its response to targeted therapy.

## Introduction

Diverse processes in tumor progression rely on changes in not only the abundance, but also the activity of biomolecules^1,2^. Methods to quantitatively track protein activity within the cellular, tissue, and organismic contexts are therefore critical to advance understanding of cancer biology and to design next-generation precision cancer medicines. While the omics revolution has enabled high-throughput assays of the genome, epigenome, transcriptome, and proteome^3^, it has largely stopped short of queries at the protein activity level—a distinct axis of regulation that is often most proximal to actuated biological function. Although single-cell transcriptomics has enabled characterization of intratumoral heterogeneity^4–6^, and techniques to localize proteins^7,8^ and nucleic acid sequences^9–11^ in situ are starting to enable study of tumors in a spatial context^12^, analogous techniques for single-cell and spatial profiling of enzyme activity have been largely undeveloped.

Methods to analyze enzyme activity at the organism, tissue, and cellular scales could yield new biological insights and open diagnostic and therapeutic avenues in cancer. Recent years have seen a push to develop biosensors that measure biomolecular activity in vivo to generate synthetic signals that can be read out noninvasively^13–19^. For example, in vivo nanoparticle and molecular sensors of enzyme activity have enabled noninvasive detection of cancer^13,14,20–23^, while active glucose uptake has been used for functional imaging of cancer metabolism^24^. However, such in vivo readouts largely treat the body as a black box, sacrificing information on spatial localization within the tumor microenvironment (TME), precluding dissection of phenotypic heterogeneity at the single-cell level, and thus reducing biological interpretation. Therefore, there remains a need for methods capable of generating and unifying molecular activity measurements across biological scales.

In this work, we present an integrated set of methods to profile protease activity in cancer across the organism, tissue, and cellular scales (Fig. 1). In the in vivo setting, we leverage multiplexed protease-responsive nanosensors together with machine learning to noninvasively detect and longitudinally monitor disease progression in preclinical mouse models. To explore tissue-level organization within the TME, we establish a multiplexed assay for on-tissue spatial localization of protease activity against target peptide substrates. Finally, to link protease activity to other measurement modalities at the cellular scale, we design a single-cell method, termed activity-based cell sorting, that uses peptide probes and flow cytometry to sort individual cells based on their associated enzymatic activity.

**Fig. 1:**
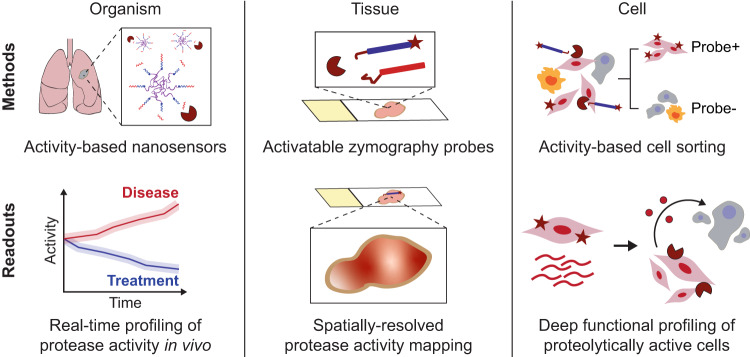
Multiscale profiling of protease activity in cancer. (Top) Methods for profiling protease activity across the organism, tissue, and cellular scales. Noninvasive activity-based nanosensors can be translated into activatable probes for in situ zymography and activity-based cell sorting. (Bottom) Method readouts enable noninvasive, real-time monitoring of in vivo protease activity over tumor progression and treatment response; spatially-resolved activity mapping of the TME; and single-cell isolation and multimodal characterization of proteolytically active cells.

We unify these methods into a hierarchical framework (Fig. 1) and apply it to study tumor progression and early drug response in an autochthonous mouse model of *Alk*-mutant non-small-cell lung cancer (NSCLC)^25^. We uncover significant shifts in protease activity that occur after targeted therapy with the ALK inhibitor alectinib. Spatial and single-cell profiling link a treatment-responsive activity signature to pericytes and endothelial cells of the angiogenic tumor vasculature, suggesting dynamic cross-talk between cancer cells and cells of the TME. We envision that these methods to detect protease activity across scales could yield rich functional data about the tumor microenvironment and translate to cancer diagnostics and therapeutics.

## Results

### Profiling protease activity in vivo to monitor tumor progression and treatment response

We first sought to establish the ability of our activity-based profiling framework to noninvasively detect and monitor disease over tumor progression and treatment response. We utilized an autochthonous mouse model of ALK^+^ NSCLC as a model system, in which intrapulmonary administration of an adenovirus encoding two guide RNAs and Cas9 resulted in oncogenic rearrangement of the *Eml4* and *Alk* genes (Fig. 2a), leading to the formation of lung tumors that histologically resembled human lung adenocarcinoma^25^. Hereafter, we refer to this *Eml4-Alk* driven model of NSCLC as the Eml4-Alk model. We queried a bulk RNA sequencing (RNA-seq) dataset of Eml4-Alk lungs^26^ and identified several proteases overexpressed in Eml4-Alk mice (Fig. S1). To noninvasively monitor protease activity in the Eml4-Alk model, we engineered a multiplexed panel of activity-based nanosensors that can be selectively activated by dysregulated proteases within the TME to release mass-barcoded peptide reporters that clear into the urine (Fig. 2b)^22^. Critically, these nanosensors (Table S1) use peptide substrates that can be recognized in vitro by a range of metallo-, serine, and aspartic proteases^22^ and that require substrate cleavage for activation and release of the mass-barcoded urinary reporters. Beginning at 3.5 weeks after tumor induction, when tumors are at an early stage of progression^25^, we intratracheally administered the nanosensor panel into Eml4-Alk and healthy control mice, and observed that several nanosensors were differentially cleaved by proteases in the pulmonary microenvironment (Fig. 2c), enabling differentiation of tumor-bearing and healthy mice at an early stage of tumor progression (Fig. 2d).

**Fig. 2:**
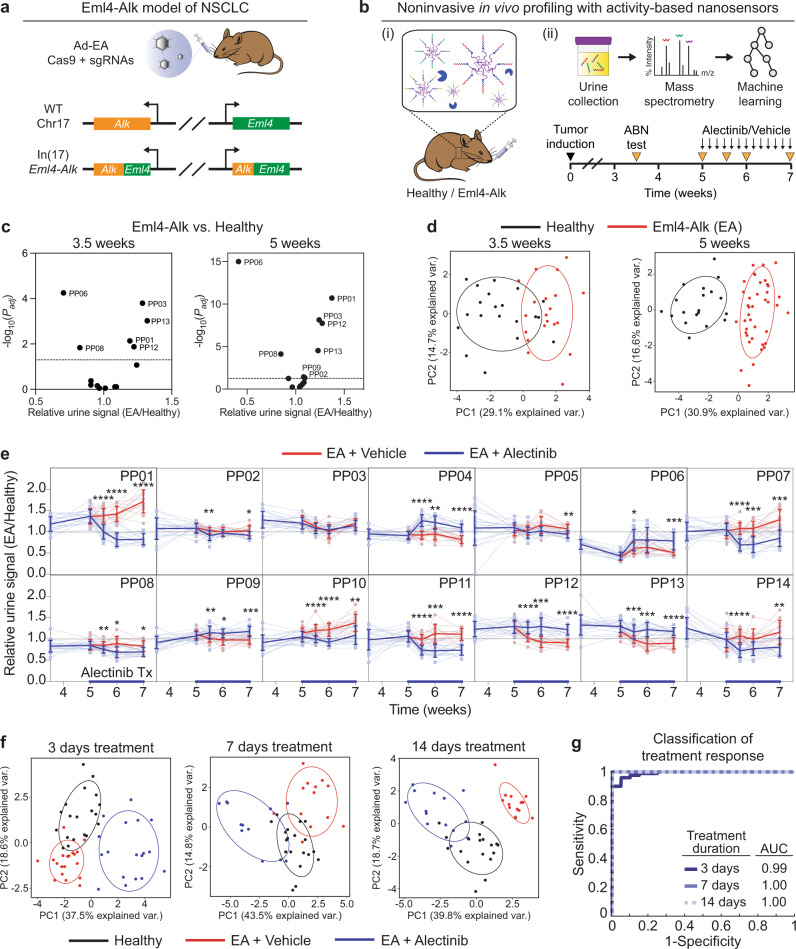
Activity-based nanosensors measure in vivo enzyme activity dynamics over tumor progression and treatment response. **a** Disease induction in the Eml4-Alk model. **b** Schematic of approach. (i) Activity-based nanosensors were administered to Eml4-Alk and healthy mice. (ii) Tumor-bearing Eml4-Alk mice were administered either alectinib or vehicle control and subject to in vivo protease activity profiling (ABN test) over disease progression. **c** Comparison of urinary reporter concentrations in Eml4-Alk (EA) and healthy (Healthy) mice at 3.5 weeks (*n* = 20 per group; left) and 5 weeks (EA, *n* = 40; Healthy, *n* = 19; right) after tumor induction. Significance was calculated by two-sided *t* test with Holm-Sidak correction. Dotted line is at *P*_*adj*_ = 0.05. **d** Principal component analysis (PCA) of urinary reporter output of Eml4-Alk (EA) mice and healthy controls at 3.5 weeks (*n* = 20 per group; left) and 5 weeks (EA, *n* = 40; Healthy, *n* = 19; right) after tumor induction. **e** Healthy control-normalized urinary reporter signal for each of the 14 activity-based nanosensors. Transparent lines show trajectories of each mouse over time; opaque lines are averages over all mice per group. Red lines represent Eml4-Alk mice treated with vehicle (EA + Vehicle; *n* = 20, 19, 13, and 14 for 5, 5.5, 6, and 7 weeks, respectively), and blue lines represent Eml4-Alk mice treated with alectinib (EA + Alectinib; *n* = 20, 19, 12, and 14 for 5, 5.5, 6, and 7 weeks, respectively), with *n* = 20 at 3.5 weeks (mean ± s.d; multiple two-sided *t* tests with Holm-Sidak correction; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). **f** PCA of urinary reporter output of healthy (Healthy), vehicle-treated Eml4-Alk (EA + Vehicle), and alectinib-treated Eml4-Alk (EA + Alectinib) mice at 3, 7, and 14 days post treatment induction. **g** Receiver operating characteristic (ROC) curve showing performance of a random forest classifier in treatment response classification in an independent test cohort at the designated post-treatment time points (*n* = 10 independent trials). Source data are provided in a source data file.

We then assessed whether activity-based nanosensors could rapidly and quantitatively monitor the dynamics of tumor progression and regression. We treated Eml4-Alk mice with the first-line clinical ALK inhibitor alectinib^27^ and monitored changes in pulmonary protease activity over a two-week treatment course that resulted in rapid and robust tumor regression (Fig. 2b, Fig. S2a, b). Strikingly, we observed that alectinib treatment significantly altered pulmonary protease activity within just 3 days of treatment initiation, with 12 of 14 reporters exhibiting differential enrichment in the urine of vehicle- versus alectinib-treated mice (Fig. 2e). Signal trajectories for each of the individual nanosensors revealed distinct patterns in their dynamics (Fig. 2e). Notably, cleavage of a subset of nanosensors (e.g., PP01, PP07, PP10) increased over time in vehicle-treated mice as tumors progressed but rapidly regressed following alectinib treatment, while the cleavage of other nanosensors (e.g., PP04) transiently increased upon initiation of alectinib treatment and then returned towards baseline levels. Principal component analysis (PCA) revealed that protease activity in vehicle-treated Eml4-Alk mice grew more divergent from healthy controls over the course of tumor progression, whereas that of alectinib-treated mice became more similar to healthy controls (Fig. 2f). As such, a random forest classifier trained on urinary reporter signatures from a subset of Eml4-Alk mice achieved highly accurate classification of therapeutic response to ALK inhibition (Fig. 2g, Table S2).

### Multiplexed spatial localization of protease activity

We next sought to investigate the biological drivers of the observed protease activity dysregulation in Eml4-Alk mice. To this end, we reasoned that tissue-level spatial localization of protease activity against target peptide substrates could facilitate biological interpretation. For instance, understanding where in the tumor microenvironment PP01 is cleaved would point us toward proteolytically active cells that may play important roles in tumorigenesis and thus represent potential diagnostic or therapeutic targets. Because our in vivo nanosensors use peptide cleavage as their mechanism of release and measurement, we translated their substrates into in situ activatable zymography probes (AZPs) that also rely on substrate-specific proteolytic cleavage for activation^28^. Within an AZP, a protease-cleavable substrate links a fluorophore-tagged, positively-charged domain (polyR) with a negatively-charged domain (polyE); this structure remains complexed in the absence of proteolytic activation. When AZPs are applied to fresh-frozen tissue sections in a manner analogous to immunofluorescence staining, substrate cleavage by tissue-resident enzymes liberates the tagged polyR to electrostatically interact with and bind the tissue, enabling localization of protease activity by microscopy.

We thus leveraged AZPs for on-tissue spatial localization of protease activity against target peptide substrates nominated from in vivo profiling (Fig. 2). We selected three nanosensors whose signals tracked with tumor progression and alectinib treatment response (PP01, PP07, PP10; Fig. 2e), and incorporated them into individual AZPs with orthogonal fluorophores (Z1, Z7, Z10, respectively; Fig. 3a). We applied these three AZPs to consecutive sections of lung tissue from Eml4-Alk mice 7 weeks after tumor induction (Fig. 3b) and observed protease-mediated, tumor-specific labeling of Z1 and Z7, but not Z10 (Fig. S3a–c). Intriguingly, we observed that the Z1 staining pattern appeared to follow a spindle-like pattern, distinct from the more diffuse Z7 staining pattern. Thus, we sought to multiplex the three AZPs on a single slide and assess any differences in staining pattern. Once again, we detected protease-mediated, tumor-specific labeling of Z1 and Z7 (Fig. 3c). We also observed fluorescence signal in the Z10 (FITC) channel (Fig. S3d), which we presumed to be due to spectral overlap from the Z7 (TRITC) channel given the results of the single color stain (Fig. S3c). This multiplexed in situ labeling revealed a distinct pattern of spatial localization for Z1 relative to Z7 (Fig. 3c). Qualitatively, while Z7 exhibited broad, diffuse staining throughout Eml4-Alk tumor tissue, Z1 exhibited a prominent spindle-like pattern, suggesting different cells of origin for the proteases cleaving the two probes (Fig. 3c). Tissue labeling of both Z1 and Z7 was significantly abrogated by addition of a cocktail of protease inhibitors (*P* < 0.0001; Fig. 3d, e).

**Fig. 3:**
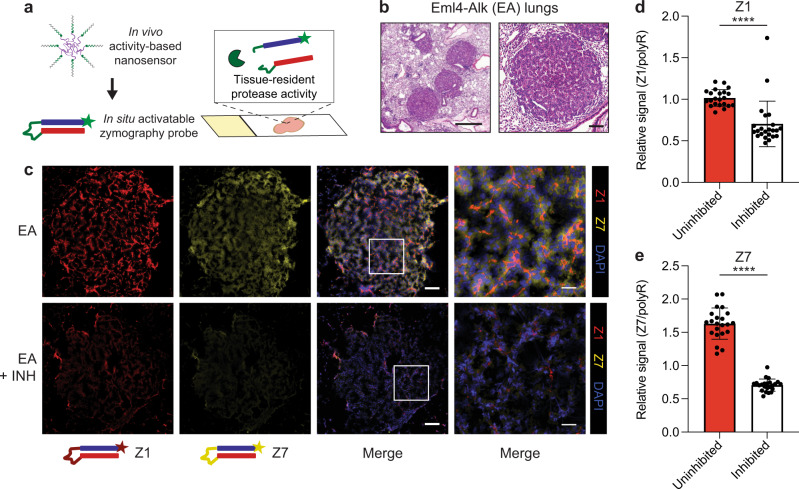
Multiplexed AZPs reveal spatially distinct protease activity patterns. **a** Substrates nominated from in vivo profiling were translated into in situ AZPs to measure and spatially localize tissue-resident enzyme activity in frozen tissue sections. **b** AZPs were applied to fresh-frozen lung tissue sections from Eml4-Alk (EA) tumor-bearing mice. Haematoxylin and eosin (H*&*E) stains of representative Eml4-Alk tumors. Scale bars = 500 μm (left), 100 μm (right). **c** Application of a multiplexed AZP cocktail of Z1 (red) and Z7 (yellow), either uninhibited (EA) or with broad-spectrum protease inhibitors (EA + INH), to Eml4-Alk lung tissue sections. Scale bars = 100 μm. Higher magnification images of boxed regions show localization patterns from multiplexed AZP labeling. Scale bars = 25 μm. Quantification of relative Z1 (**d**) and Z7 (**e**) intensity, normalized to polyR binding control signal on a per-cell basis across Eml4-Alk tumors, either in the absence of protease inhibitors (Uninhibited; *n* = 22 tumors) or in the presence of a broad-spectrum cocktail of protease inhibitors (Inhibited; *n* = 23 tumors) (mean ± s.d.; unpaired two-sided *t* test, ****P < 0.0001). Source data are provided in a source data file.

### Delineating protease class- and cell type-specific activity with AZPs

Having demonstrated that orthogonal AZPs could be simultaneously multiplexed, we next endeavored to show that they could be used to identify protease families and cell compartments contributing to their cleavage. Due to its prominent in situ localization pattern and the significant in vivo correlation of PP01 with tumor progression, we nominated Z1 for further investigation and sought to understand the processes driving cleavage of this peptide (“S1” for cleavage motif; Table S3). Whereas healthy lungs exhibited undetectable Z1 staining (Fig. S4a), Eml4-Alk tumors exhibited strong, spindle-like staining that was distinct from the uniform staining pattern of a free polyR binding control (Fig. 4a, Fig. S4b). Furthermore, lungs from alectinib-treated Eml4-Alk mice exhibited fewer regions of Z1 staining (Fig. S4c). To further verify that the Z1 localization pattern truly reflected specific protease expression by the labeled cells, rather than nonspecific labeling (i.e., due to non-uniform distribution of charge), we precleaved Z1 in vitro with recombinant fibroblast activation protein (FAP; Fig. S5) and compared its tissue labeling to that of intact Z1 activated by tissue-resident enzymes (Fig. S6a, b). While intact Z1 maintained its spindle-like spatial pattern (Fig. S6a), precleaved Z1 exhibited diffuse, uniform labeling that mirrored that of a free polyR (Fig. S6b), verifying that probe localization depended on local in situ activation.

**Fig. 4:**
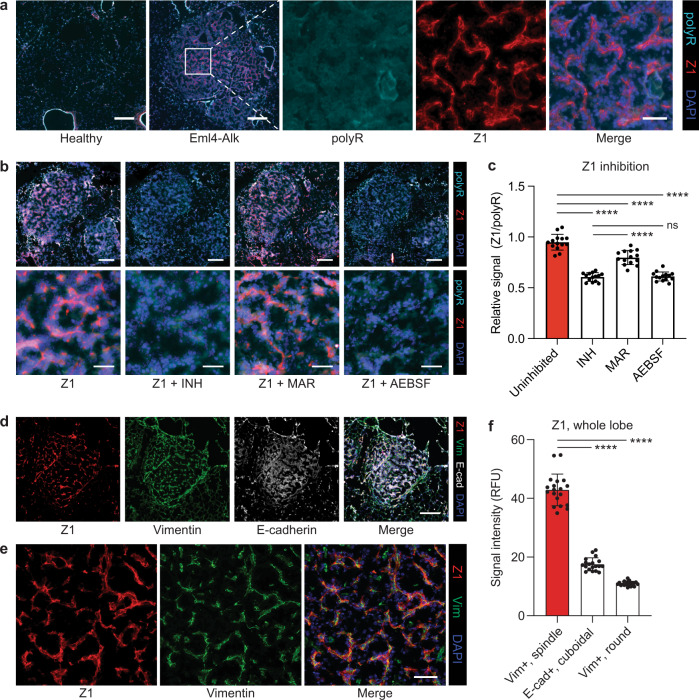
AZPs identify mechanistic class- and cell type-specific protease activity. **a** Staining of lung tissue sections from healthy control and Eml4-Alk mice with Z1 (red), polyR (cyan), and DAPI counterstain (blue). Higher magnification images show staining in a representative Eml4-Alk tumor region. Scale bars = 200 μm, 50 μm (lower and higher magnification, respectively). **b** Application of Z1 to Eml4-Alk lung tissue sections, either alone (Z1) or in the presence of inhibitors: a broad-spectrum cocktail of protease inhibitors (Z1 + INH), the MMP inhibitor marimastat (Z1 + MAR), or the serine protease inhibitor AEBSF (Z1 + AEBSF). Sections were stained with a polyR binding control (cyan) and counterstained with DAPI (blue). Scale bars = 200 μm (top), 50 μm (bottom). **c** Quantification of relative Z1 intensity, normalized to polyR signal, from Eml4-Alk tumors, either in the absence of protease inhibitors (Uninhibited), or in the presence of INH, MAR, or AEBSF (*n* = 14 tumors; mean ± s.d.; unpaired two-sided *t* test, ****P < 0.0001, ^ns^*P* = 0.7127). **d** Application of Z1 (red) to Eml4-Alk lung tissues sections with co-staining for vimentin (green) and E-cadherin (white). Scale bar = 200 μm. **e** Higher-magnification images of a second tumor region, independent of that shown in (**d**), showing Z1 and vimentin stains. Scale bar = 50 μm. **f** Quantification of Z1 staining intensity for per-tumor cell populations, across an entire lung lobe (*n* = 19 tumors, with intensities averaged across all cells in a tumor; mean ± s.d.; paired two-sided *t* test, ****P < 0.0001). Source data are provided in a source data file.

To determine class-specific contributions to its cleavage, we applied Z1, whose substrate can be recognized by both matrix metalloproteinases (MMPs) and serine proteases^15,22,29^, to Eml4-Alk lung tissue sections in the absence of protease inhibitors, with a broad-spectrum cocktail of protease inhibitors, with the MMP inhibitor marimastat, or with the serine protease inhibitor 4-(2-aminoethyl)benzenesulfonyl fluoride hydrochloride (AEBSF; Fig. 4b). As expected, incubation with broad-spectrum protease inhibitors significantly abrogated Z1 labeling (*P* < 0.0001; Fig. 4c). Qualitatively, Z1 signal was largely preserved in sections incubated with marimastat (Fig. 4b). While marimastat did reduce Z1 signal, it remained significantly increased relative to the broad-spectrum inhibitor condition (*P* < 0.0001; Fig. 4c). In contrast, incubation with AEBSF completely abrogated Z1 tissue labeling to the level of broad-spectrum inhibition (*P* < 0.0001 uninhibited vs. AEBSF, *P* = 0.7127 broad-spectrum inhibition vs. AEBSF; Fig. 4c), suggesting that serine proteases are primarily responsible for cleaving Z1 in Eml4-Alk tumors.

Though Eml4-Alk tumors are adenocarcinomas and thus consist primarily of epithelial cells, the distinct spindle-like labeling pattern of Z1 raised the possibility that Z1 might be cleaved by proteases expressed by non-epithelial cells of the TME. To this end, we applied Z1 to Eml4-Alk lung tissue sections and simultaneously stained for both E-cadherin, an epithelial cell marker, and vimentin, the intermediate filament of mesenchymal cells (Fig. 4d, e, Fig. S7a, b). We observed an overlap between Z1 and vimentin in Eml4-Alk tissue (Fig. 4e), confirmed by staining for the aforementioned two markers alone (Fig. S8a). In contrast, Eml4-Alk tumor regions exhibited distinct localization of Z1 relative to epithelial cells marked by E-cadherin (Fig. S8b), while there was diminished Z1 labeling in healthy lungs altogether (Fig. S8c, d). Quantitatively, vimentin-positive, spindle-like cells exhibited increased Z1 intensity relative to E-cadherin-positive cells or vimentin-positive, rounded cells (likely tumor-associated macrophages) (*P* < 0.0001, see Methods for details; Fig. 4f). These results suggest that vimentin-positive, spindle-like cells are associated with the serine protease activity cleaving Z1 and, more broadly, that AZPs can delineate class-specific and cell type-associated activity patterns.

### Multimodal spatial profiling to functionally query the TME

Next, we sought to further investigate the cell type(s) responsible for Z1 cleavage, as their protease activity suggested aberration and potential contribution to tumor progression. The distinct spatial pattern of Z1 staining led us to hypothesize that this probe could be labeling cells of the tumor vasculature, rather than cells of immune or other mesenchymal compartments. We thus applied Z1 to Eml4-Alk and healthy lungs and co-stained for the endothelial cell marker CD31 (PECAM-1; Fig. S9a). Qualitatively, while both Eml4-Alk and healthy lungs exhibited an abundance of endothelial cells as evidenced by CD31-positivity, Z1 labeling was enriched in Eml4-Alk tumors relative to healthy lungs and tended to colocalize with CD31-positive cells (Fig. 5a). Cell-by-cell quantification of Z1 and CD31 staining intensities across entire lung tissue sections identified a strong positive correlation in Eml4-Alk tissue (*R*^2^ = 0.67; Fig. S9b). Indeed, Z1 staining was significantly increased in CD31-high cells in Eml4-Alk lung tissue sections relative to CD31-high cells in healthy lungs, as well as relative to CD31-low cells in both Eml4-Alk and healthy tissue (*P* < 0.0001; Fig. 5b), suggesting specific activity associated with the Eml4-Alk tumor endothelium. Furthermore, immunostaining for VE-cadherin, a strictly endothelial-specific adhesion molecule^30^, revealed a spindle-like pattern of expression within Eml4-Alk tumors that mimicked Z1 staining (Fig. S10).

**Fig. 5:**
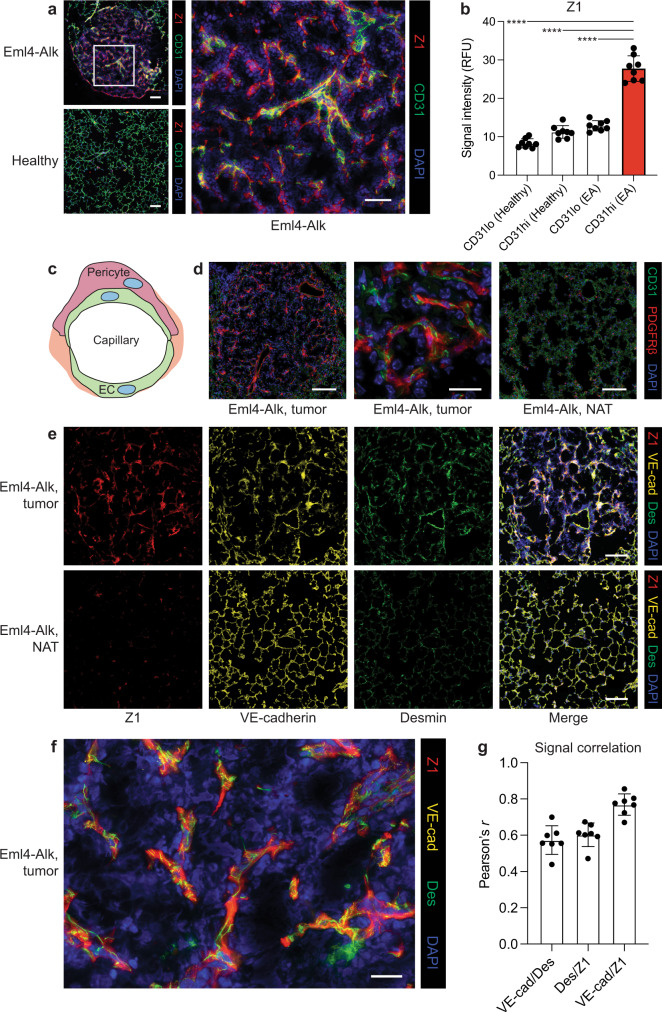
Z1 localizes to pericyte-invested vasculature in Eml4-Alk tumors. **a** Application of Z1 (red) to Eml4-Alk and healthy lung tissue sections with co-staining for CD31 (green). Scale bars = 100 μm, 50 μm (lower and higher magnification, respectively). **b** Quantification of Z1 staining intensity in CD31-low (CD31lo) and CD31-high (CD31hi) cells (*n* = 8 regions per condition; mean ± s.d.; one-way ANOVA with Tukey correction for multiple comparisons, ****P < 0.0001). **c** Capillary vessels are lined by endothelial cells (EC); pericytes support and wrap around endothelial cells. **d** Staining for endothelial cells (CD31; green) and pericytes (PDGFR*β*; red) in formalin-fixed, paraffin-embedded Eml4-Alk lung tissue sections, with images from representative tumor (left, middle) and normal adjacent tissue (NAT; right) regions shown. Scale bars = 100 μm, 20 μm (lower and higher magnification, respectively). **e** Application of Z1 (red) to Eml4-Alk lung tissues with co-staining for VE-cadherin (VE-cad; yellow) and desmin (Des; green). Scale bars = 100 μm. **f** Higher magnification image of representative Eml4-Alk tumor region showing localization of Z1, VE-cadherin, and desmin. Scale bar = 20 μm. **g** Pearson's correlation of pixel-wise signal intensities for each pairwise combination of Z1, VE-cadherin, and desmin (*n* = 7 tumors; mean ± s.d.). Source data are provided in a source data file.

In addition to endothelial cells, the vasculature also contains contractile vascular smooth muscle cells that line the vessel walls. Capillaries and microvessels, such as those within the lungs, contain a mural, periendothelial mesenchymal cell population known as pericytes (Fig. 5c), which help regulate vascular function and can be actively recruited into the vasculature during angiogenesis^1,31,32^. Eml4-Alk tumors stained positively for *α*-smooth muscle actin (*α*SMA; Fig. S11a), a canonical vascular smooth muscle cell marker that can be expressed by tumor pericytes but is often absent in quiescent pericytes in normal tissues^31,32^. Indeed, normal adjacent tissue (NAT) showed reduced *α*SMA expression (Fig. S11a). To further corroborate the likely presence of pericytes within the tumor vasculature, we stained Eml4-Alk and healthy lungs for CD31 and a second pericyte marker, the muscular intermediate filament desmin^31^, and observed desmin-positive cells surrounding CD31-positive endothelial cells within Eml4-Alk tumors but not in NAT (Fig. S11b) nor healthy tissue (Fig. S11d). Finally, we stained Eml4-Alk and healthy lung tissue sections for the pericyte-associated marker PDGFR*β*. The PDGF-B/PDGFR*β* signaling pathway is a key axis of interaction between endothelial cells and pericytes, wherein PDGF-B released from angiogenic endothelial cells binds to PDGFR*β* on the surface of pericytes, facilitating their recruitment^31,33^. Eml4-Alk tumors stained positively for both CD31 and PDGFR*β*, while NAT from Eml4-Alk lungs (Fig. 5d, Fig. S11c) and healthy tissue from healthy lungs (Fig. S11e) did not express PDGFR*β* despite abundant CD31 expression. Within the tumor vasculature specifically, PDGFR*β*-positive cells wrapped around CD31-positive cells, consistent with the expected localization and function of pericytes (Fig. 5d, Fig. S11c).

To assess its localization with respect to cells of the tumor vasculature, we applied Z1 to Eml4-Alk lung tissue sections with concurrent staining for both the endothelial marker VE-cadherin and the pericyte marker desmin. We observed robust Z1 labeling together with VE-cadherin and desmin expression within Eml4-Alk tumors (Fig. 5e). However, NAT displayed decreased Z1 and desmin staining despite maintaining VE-cadherin positivity. Closer inspection of Z1 labeling within Eml4-Alk tumors revealed an association between all three stains (Fig. 5f). Colocalization analysis demonstrated a correlation between desmin and VE-cadherin staining, consistent with the close proximity of both cell types within capillaries, and additionally showed that both desmin and VE-cadherin correlated with Z1 labeling (Fig. 5g). Through coupling of AZPs with other spatial measurements, these results suggest that the sensor S1 reads out specific functional (i.e., serine protease activity) and compositional (i.e., increased pericyte coverage) changes within the Eml4-Alk TME.

### Complementing protease activity measurements with single-cell transcriptomics to characterize the Eml4-Alk TME

We next sought to characterize further the phenotypes of the identified S1-associated, tumor vasculature cell populations and to understand potential mechanisms for the dysregulation of these cells. To complement our in vivo and in situ activity measurements, we performed single-cell RNA sequencing (scRNA-seq) to obtain an unbiased view of the cellular and transcriptomic landscape of Eml4-Alk lungs (Fig. 6a, Figs. S12a–d, S13). Graph-based clustering of uniform manifold approximation and projection (UMAP) captured the transcriptomic landscape of Eml4-Alk lungs (Fig. S14a, b), where we annotated eight significant groups of cell types based on expression of previously reported marker genes^34,35^ (Fig. 6b, Table S4). Given that S1 cleavage in situ localized to cells of the tumor vasculature, we defined marker gene modules for both endothelial and pericyte populations and computed their expression scores across all cells in Eml4-Alk lungs (Fig. 6c). The identified population of endothelial cells expressed several markers within a module of 28 genes canonically associated with angiogenesis (Figs. S15a, b, S16).

**Fig. 6:**
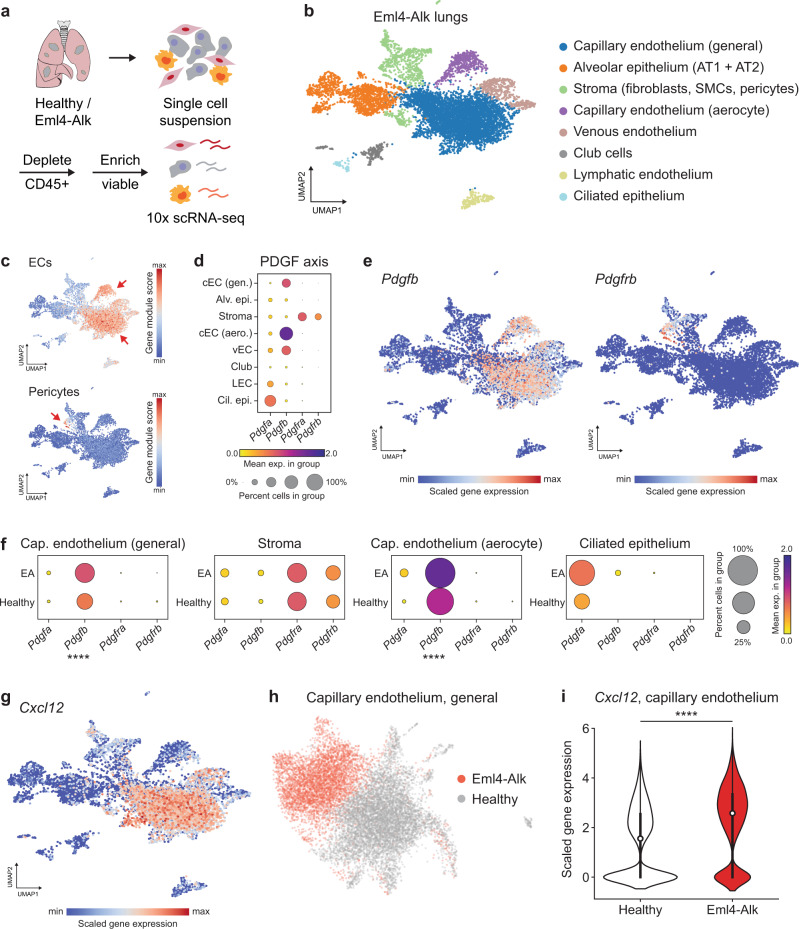
Single-cell transcriptomics of Eml4-Alk tumors reveals dysregulation of the PDGF-CXCL12 signaling axis involved in pericyte recruitment to the angiogenic vasculature. **a** Schematic of workflow. **b** UMAP of scRNA-seq dataset from Eml4-Alk lungs (pooled sample from *N* = 3 mice; *n* = 8127 cells). Cell types were inferred based on expression of canonical marker genes (Table S4). AT1 alveolar type 1, AT2 alveolar type 2, SMC smooth muscle cell. **c** Feature plots of gene expression module scores for endothelial cell (EC) and pericyte marker genes mapped onto the UMAP of cells from Eml4-Alk lungs. **d** Relative expression levels of PDGF and PDGFR genes across cell types in Eml4-Alk lungs. Individual dots represent mean expression values across all cells in a cluster, are colored by expression level, and are sized by the percentage of cells in the cluster expressing that gene. Cluster abbreviations refer to the cell types annotated in (**b**). **e** Expression levels of *Pdgfb* and *Pdgfrb* against the UMAP of cells from Eml4-Alk lungs. **f** Relative expression levels of PDGF and PDGFR genes in cells from Eml4-Alk (EA) and healthy (Healthy) lungs withinin each of the capillary endothelium (general), stromal, capillary endothelium (aerocyte), and ciliated epithelium populations (Wilcoxon rank-sum two-sided test with Benjamini-Hochberg correction, ****P_*adj*_ < 0.0001). **g** Expression levels of *Cxcl12* against the UMAP of cells from Eml4-Alk lungs. **h** UMAP of integrated dataset of cells from capillary endothelium (general) populations in Eml4-Alk and healthy lungs (pooled samples of *N* = 3 mice per condition; *n* = 12,183 cells total with n_*EA*_ = 4766 and *n*_*H*_ = 7447 cells from Eml4-Alk and healthy lungs, respectively). **i** *Cxcl12* expression in capillary endothelial cells from Eml4-Alk and healthy lungs (pooled samples of *N* = 3 mice per condition; *n* = 12,183 cells total with *n*_*EA*_ = 4766 and *n*_*H*_ = 7447 cells from Eml4-Alk and healthy lungs, respectively; Wilcoxon rank-sum two-sided test with Benjamini-Hochberg correction, $${\log }_{2}\,{{\mbox{FC}}}\,=1.453{,}{*\ast*\ast }{P}_{adj}\, < \,0.0001$$; white dot, median; thick bar, interquartile range; thin line, minimum to maximum). Source data are provided on GEO under accession number GSE191079.

Spatial profiling had indicated the presence of cells positive for each of *α*SMA, desmin, and PDGFR*β* within Eml4-Alk tumors but not within NAT or healthy lung tissue (Fig. S11, Fig. 5), raising the question of whether pericytes were specifically recruited into the TME. We first generated scRNA-seq data from healthy mouse lungs (Fig. S17a–d). Marker gene analysis revealed a small population of pericytes within the larger Eml4-Alk stromal cluster (Fig. 6c, Fig. S18a, b), as well as a small population of cells exhibiting this signature in healthy lungs (Fig. S18c, d), in line with pericyte identification reported in previous transcriptomic cell atlas studies in human^35^ and mouse^34^ lungs. PDGF signaling has been shown to facilitate recruitment of pericytes into the tumor vasculature as a means to stabilize vessels and promote the establishment of an angiogenic, reactive TME^36,37^. We therefore queried expression of both PDGF ligands (*Pdgfa*, *Pdgfb*) and receptors (*Pdgfra*, *Pdgfrb*) in the Eml4-Alk scRNA-seq dataset and found that expression of *Pdgfra* and *Pdgfrb* was exclusive to the stromal cluster (Fig. 6d). This analysis also revealed robust and specific expression of *Pdgfb* in endothelial cell populations (Fig. 6d). Visualization via UMAP corroborated that expression levels of *Pdgfb* and *Pdgfrb* matched the distributions of endothelial cell and pericyte populations, respectively (Fig. 6e).

These results raised the possibility of paracrine PDGF signaling between endothelial cells and PDGFR-positive stromal cells in Eml4-Alk tumors. To investigate whether this axis was transcriptionally dysregulated, we conducted an integrative analysis of scRNA-seq data from Eml4-Alk and healthy lungs (Fig. S19a–d). Differential gene expression analysis across this integrated dataset showed that *Pdgfb* was overexpressed in cells from both capillary endothelial cell compartments in the TME relative to healthy lungs (*P*_*adj*_ < 0.0001; Fig. 6f, Table S5). However, expression of the PDGF receptors *Pdgfra* and *Pdgfrb* remained consistent between the total stromal populations from both conditions (Fig. 6f, Table S5).

These observations motivated the hypothesis that altered ligand expression by endothelial cells in the Eml4-Alk TME could be implicated in the association of pericytes to the tumor vasculature. In addition to *Pdgfb*, the chemokine *Cxcl12*, shown to play functional roles in angiogenesis and vascular recruitment of stromal cells^38^, was robustly expressed in endothelial cells from Eml4-Alk lungs (Fig. 6g). Endothelial cells from Eml4-Alk and healthy lungs exhibited differential transcriptional landscapes (Fig. 6h), with *Cxcl12* expression significantly increased in endothelial cells from Eml4-Alk lungs relative to those from healthy controls ($${\log }_{2}\,{{\mbox{FC}}}\,=1.453,\;{P}_{adj}\, < \,0.0001$$; Fig. 6i, Table S5). Intriguingly, previous reports have shown that overexpression of PDGF-B can increase tumor pericyte content via induction of CXCL12 expression by endothelial cells within the TME^38^.

Finally, the rapid and profound reduction in PP01 signal (in vivo) and Z1 staining (in situ) after treatment with alectinib, which theoretically should only induce apoptosis in ALK+ cancer cells, led us to investigate the role that *Alk*-mutant cancer cells themselves play in regulating the angiogenic TME. To this end, we established tumor organoids in vitro by inducing Eml4-Alk fusions in alveolar type 2 (AT2) organoids via CRISPR-Cas9^39^. Transcriptomic analysis of Eml4-Alk-mutant organoids revealed enrichment of genes associated with angiogenesis, including *Pdgfb* (Fig. S20a–c), suggesting that *Alk*-mutant cancer cells themselves may contribute directly to endothelial cell and pericyte recruitment. These results also suggest a potential mechanism by which alectinib treatment may indirectly impact the tumor vasculature and its associated protease activity.

### Activity-based cell sorting enables multimodal phenotypic characterization of Eml4-Alk lung cancer

Our results thus far suggested that alectinib, a therapy targeted toward ALK+ cancer cells, induced rapid and dramatic changes in the proteolytic activity of presumably ALK- vascular cells within the TME. Follow-up transcriptomic profiling unearthed a potential mechanism of communication, mediated by PDGF and CXCL12, between ALK+ cancer cells, endothelial cells, and pericytes. However, as the protease profiling and transcriptomic methods were decoupled, it is impossible to prove that the cells analyzed in the transcriptomic experiments were equivalent to the proteolytically active cells identified in our in situ experiments. We therefore sought to establish a method to isolate individual cells on the basis of their protease activity. We hypothesized that AZPs containing fluorophore-quencher pairs could function as activatable cellular tags in vivo to label cells with membrane-bound or proximal protease activity, such that tagged cells could be subsequently sorted via flow cytometry (Fig. 7a). In this design, following systemic administration, degradation of the protease-cleavable linker activates fluorescence and liberates the fluorophore-tagged polyR such that it can bind and tag nearby cells, functioning analogously to a cell penetrating peptide^28,40,41^. Thus, we reasoned that probe labeling after proteolytic activation (e.g., by cell-surface or proximal proteases) would facilitate isolation of tagged cells via fluorescence-activated cell sorting (FACS) and enable downstream phenotypic characterization (Fig. 7a).

**Fig. 7:**
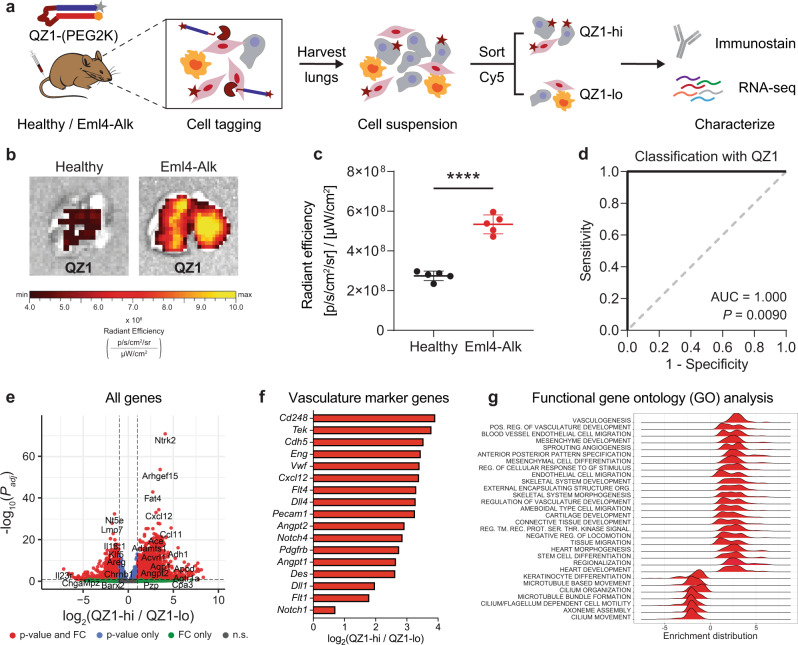
Activity-based cell sorting enables multimodal phenotypic characterization of proteolytically active cells of the tumor microenvironment. **a** The quenched probe QZ1-(PEG2K), consisting of a Cy5-tagged polyR (gray star + blue rectangle) and quencher-tagged polyE (orange hexagon + red rectangle), was administered intravenously into age-matched healthy and Eml4-Alk mice. Lungs were excised, imaged, and dissociated into single cell suspension. Cells were sorted on Cy5 fluorescence and then characterized via immunostaining and bulk RNA-seq. **b** Images of representative lungs from healthy and Eml4-Alk mice 2 h after QZ1-(PEG2K) administration. **c** Quantification of epifluorescence radiant efficiency from experiment in (b) (*n* = 5 mice per group; mean ± s.d.; unpaired two-sided *t* test, ****P < 0.0001). **d** ROC curve showing performance of QZ1-(PEG2K) signal in discriminating healthy from Eml4-Alk lung explants (AUC = 1.000, 95% confidence interval 1.000–1.000; *P* = 0.0090 from random classifier shown in dashed line). **e** Differential expression analysis of RNA-seq data from sorted QZ1-hi and QZ1-lo cells. Each point represents one gene and is colored according to the significance level for that gene. Significance was calculated by Wald test followed by adjustment for multiple hypotheses using the Benjamini-Hochberg correction. Dotted line is at *P*_*adj*_ = 0.05. **f** Identification of vasculature marker genes significantly overexpressed (*P*_*adj*_ < 0.05) in the QZ1-hi population. **g** Enrichment distributions for gene ontology modules up- and downregulated in QZ1-hi relative to QZ1-lo cells. Source data are provided on GEO under accession number GSE191079 and in a source data file.

We applied this activity-based cell sorting assay to directly isolate and then phenotypically characterize the Eml4-Alk cell compartment associated with S1 cleavage (Fig. 7a). We designed a fluorescent quenched probe, QZ1, that incorporated S1 as a protease-cleavable linker. Cy5-labeled QZ1 was PEGylated to improve stability and drive tissue accumulation^28,40^, and administered intravenously into age-matched Eml4-Alk and healthy mice. Eml4-Alk mice were assessed at 12 weeks post tumor induction, at which point the lungs contain multiple lung adenocarcinoma lesions^25^. Two hours post-injection, significantly increased Cy5 fluorescence was found in explanted Eml4-Alk lungs relative to healthy lungs (*P* < 0.0001; Fig. 7b, c), enabling perfect discrimination of Eml4-Alk and healthy mice (AUC = 1.000; Fig. 7d).

Following imaging, single-cell suspensions were prepared from dissociated Eml4-Alk lungs, and fluorescence-activated cell sorting (FACS) was used to sort all live, non-hematopoietic nucleated cells by QZ1 signal, demonstrating the feasibility of the activity-based cell sorting method (Fig. 7a, Fig. S21a–b). We also performed co-immunostaining for markers associated with mesenchymal cell lineages. Intriguingly, whereas Eml4-Alk lungs exhibited increased QZ1 staining across cells positive for the mesenchymal cell markers (Fig. S22a–c), in a separate experiment healthy lungs exhibited a more variable pattern (Fig. S23a–c). Bulk RNA-seq on sorted QZ1-high (QZ1-hi) and QZ1-low (QZ1-lo) populations from Eml4-Alk lungs was used to characterize gene expression differences between the two compartments (Fig. 7e, Fig. S24). 

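The RNA-seq data come from lungs of C57BL/6 Eml4-Alk mice, in which an adenovirus carrying Cas9 and guide RNAs had rearranged the Eml4 and Alk genes. The paper's results give the time as 12 weeks after tumor induction, its methods on probe injection and the sample labels as 11 to 12 weeks, and its methods on lung suspensions as 10 to 12 weeks. The mice received 4.5 nmol of QZ1-(PEG2K), the PEGylated probe whose Cy5 signal appears when its S1 linker is cleaved, and the lungs were taken 2 h later. Live cells negative for CD45 and CD11b were separated by QZ1 signal gated against EpCAM (Fig. S21), with about 100000 cells per population. The authors prepared stranded total RNA libraries with a SMARTer kit, sequenced them on a NextSeq500 and counted reads on genes with Rsubread. The deposited values are raw counts, without normalization, for 27179 genes in 4 QZ1-hi and 4 QZ1-lo libraries. The paper's text does not name the aligner, the genome build, the annotation or the strand setting of the counting. Neither the paper nor the labels link a QZ1-hi library to a QZ1-lo library of the same mouse, so the populations were compared without pairing. Total counts per library ranged from 18380918 to 26847938, with a median of 23479460 in QZ1-hi and 23269913.5 in QZ1-lo (exact permutation test, two-sided p = 0.943). Mitochondrial ribosomal RNA took up 50.1% ± 8.76 (SD, n = 4 libraries) of the counts in QZ1-hi and 37.3% ± 7.50 (SD, n = 4) in QZ1-lo (exact permutation test, two-sided p = 0.0857). Outside mitochondrial genes and ribosomal RNA, each library held between 8749446 and 16389316 counts. The smallest level a library can show, set at 3 counts, was between 0.0894 and 0.179 CPM (counts scaled by library size in edgeR), which covers counting error only. Counts were scaled with edgeR's TMM method (factors from 0.660 to 1.35). The edgeR filterByExpr filter retained 15583 genes, which were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CPM values below are TMM-scaled, log2 fold changes are QZ1-hi relative to QZ1-lo, and each standard error (SE) is the size of the log2 fold change divided by the square root of the F statistic. Gene symbols were matched to the Entrez Gene identifiers in the counts, and sequence shared between genes was measured on GRCm38.p6 with the GENCODE M21 annotation. Chromosomal positions are left out because the build used for counting is not named.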

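At an adjusted p under 0.05, 1540 genes were higher and 1280 genes were lower in the QZ1-hi population, of which 1110 and 755 changed by over 1 log2 unit. At an unadjusted p under 0.05, 2403 genes were higher and 2106 were lower. The 4 QZ1-hi and 4 QZ1-lo libraries did not overlap in CPM for 3515 genes, or 22.6% of the genes tested, where a random assignment of the labels gives 2.86%. Scaling by library size only moved these counts the most, to 882 genes higher and 2509 genes lower, and moved the median log2 fold change of all genes tested from 0.02 to -0.44. Of the genes labeled in Fig. 7e, Ntrk2 (Entrez Gene 18212) had the smallest p of all genes tested, with 45.01 ± 4.71 CPM (SD, n = 4) in QZ1-hi and 2.59 ± 0.730 CPM (SD, n = 4) in QZ1-lo. Its log2 fold change was 4.11 (SE 0.22, adjusted p = 1.21e-05, edgeR). Arhgef15 and Fat4 followed, with log2 fold changes of 3.54 (SE 0.21) and 2.73 (SE 0.17). Among the genes that fell, Nt5e went from 103 ± 5.80 CPM (SD, n = 4) in QZ1-lo to 35.8 ± 2.75 CPM (SD, n = 4) in QZ1-hi, a larger distance than any between replicates of either population. Il18r1, Klf5 and Areg were also lower, with log2 fold changes of -1.48, -1.33 and -1.32. Of the 5 genes with the largest increase, Pcdhb16 was at least 21-fold higher, AW551984 at least 18-fold, Epha3 at least 21-fold and Apod at least 25-fold, each against QZ1-lo libraries with no more than 3 counts. The remaining gene of the 5, C1qtnf2, had a log2 fold change of 6.48 (SE 1.07) and counts of 0 in QZ1-lo except for 4 counts in library 4596. Of the 5 genes with the largest decrease, Il23r was at least 8.7-fold lower, Tmprss7 at least 4.5-fold, Cnn1 at least 3.3-fold, Fndc5 at least 7.6-fold and Smim31 at least 8.9-fold. Each of these 5 genes had a summed count under 10 over the QZ1-hi libraries.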

Several canonical markers of endothelial cells (*Cdh5*, *Eng*, *Vwf*, *Pecam1*), pericytes (*Cd248*, *Pdgfrb*, *Des*), as well as vascularization and angiogenesis were among the most upregulated genes in the QZ1-hi population (Fig. 7f). 

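All 17 vasculature markers of Fig. 7f were higher in the QZ1-hi population, with a largest adjusted p of 0.0258 (edgeR). The number was also 17 with the adjustment made over these genes alone, although the list was drawn by the paper from these same data. For each marker, every QZ1-hi library was above every QZ1-lo library (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow). The endothelial marker Cdh5 (Entrez Gene 12562) had 353 ± 169 CPM (SD, n = 4) in QZ1-hi and 30.4 ± 23.0 CPM (SD, n = 4) in QZ1-lo, a log2 fold change of 3.54 (SE 0.50, adjusted p = 0.000837, edgeR). Vwf (Entrez Gene 22371) rose from 28.4 ± 15.2 to 303 ± 110 CPM (SD, n = 4 each), a log2 fold change of 3.41 (SE 0.38). For Eng (Entrez Gene 13805) and Pecam1 (Entrez Gene 18613), the log2 fold changes were 3.45 (SE 0.41) and 3.27 (SE 0.52). Exons of Eng overlap Fpgs on the opposite strand, so its counts depend on a strand setting that is not stated. Of the pericyte markers, Cd248 (Entrez Gene 70445) had 75.6 ± 38.0 CPM (SD, n = 4) in QZ1-hi and 5.02 ± 4.48 CPM (SD, n = 4) in QZ1-lo, a log2 fold change of 3.91 (SE 0.73, adjusted p = 0.00357, edgeR). Des (Entrez Gene 13346), which also overlaps another gene on the opposite strand, had a log2 fold change of 2.64 (SE 0.44). Ordered by log2 fold change among all genes tested, Cd248 ranked 71, Tek 85, Cdh5 138, Eng 157, Vwf 175, Pecam1 228, Pdgfrb 458 and Des 504. In total, 2 of the 17 markers were among the first 100 genes and 13 among the first 500, while Flt1 ranked 914 and Notch1 2313. QZ1-lo library 4596 had the highest level of Cdh5 and Pecam1 among the QZ1-lo libraries, and without it their log2 fold changes were 4.20 and 4.05. The requirement of at least 10 counts in every library moved the number of markers called the most, to 14, because Cd248, Angpt1 and Angpt2 were then not tested.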

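Cell types were also compared between the populations as gene sets. Marker genes were taken from the paper's own cell type table (Table S4) and joined into an endothelial, a pericyte, a stromal, an epithelial and a ciliated set. Genes were ranked by edgeR log2 fold change and each set was tested with fgsea, which gives a normalized enrichment score (NES) and an adjusted p. The mean log2 CPM of each set per library was compared by an exact permutation test, which gave a two-sided p of 0.0286 for each of these sets, with no overlap between the populations. The endothelial set had an NES of 1.98 (adjusted p = 6.04e-06), and all 17 of its genes were higher in QZ1-hi, 14 of them at an adjusted p under 0.05. Its mean log2 CPM was 5.46 ± 0.42 (SD, n = 4) in QZ1-hi and 2.74 ± 0.67 (SD, n = 4) in QZ1-lo. QZ1-lo library 4596 had the highest endothelial mean of the QZ1-lo libraries, 3.55. The pericyte set had an NES of 1.62 (adjusted p = 0.00387), and 7 of 7 genes were higher, 4 of them called by edgeR. Its mean was 3.82 ± 0.18 (SD, n = 4) in QZ1-hi and 1.53 ± 0.51 (SD, n = 4) in QZ1-lo. The stromal set had an NES of 1.92 (adjusted p = 5.06e-05), with 23 of 25 genes higher and 2 lower. Its matrix fibroblast, mesothelial and adventitial fibroblast lists differed by 3.03, 2.825 and 2.76 in mean log2 CPM, without overlap (exact permutation test, two-sided p = 0.0286 each). The pericyte list differed by 2.29, so the rise was not limited to vascular cells. Not every stromal list differed: the smooth muscle list changed by 0.28 (exact permutation test, two-sided p = 0.371) and the myofibroblast list by 1.46 (exact permutation test, two-sided p = 0.0857). The alveolar fibroblast list, with 1 gene tested, changed by 1.58 with overlap (exact permutation test, two-sided p = 0.2). The epithelial set had an NES of -1.88 (adjusted p = 0.000741), with 13 genes lower and 4 higher. The ciliated set had an NES of -1.72 (adjusted p = 0.000741), with 5 of 5 genes lower. It lies within the epithelial set, as the pericyte set lies within the stromal set, so the 5 sets are not independent results. Cdh1 and Epcam are in the ciliated list and in every other epithelial list of Table S4. Of the 35 ways to split the 8 libraries into 4 and 4, 13 gave 5 called sets, the real split included, and the splits with 2 QZ1-hi libraries on each side gave at most 4. The direction and the call of each set held under every alternative tried, library size only included.

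**Figure D1:**
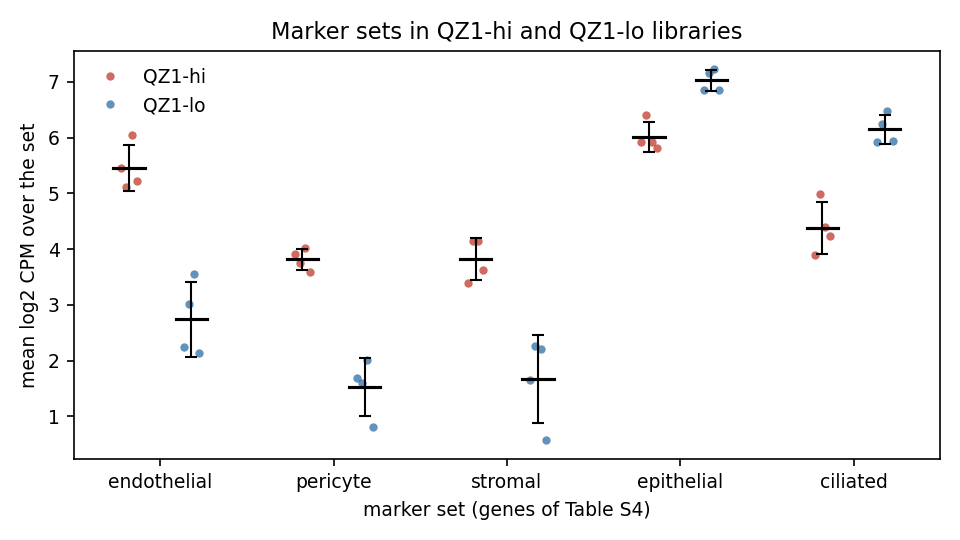
Mean log2 CPM of the genes of each marker set (vertical axis) in each of the 8 libraries. Points are libraries and bars show the mean ± SD over 4 libraries. The endothelial points of QZ1-hi lie around a mean of 5.46 and those of QZ1-lo around 2.74, while the ciliated points lie around 4.38 and 6.15.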

Gene set enrichment analysis corroborated that the dominant cell types associated with QZ1 labeling were endothelial and mesenchymal cell types, including pericytes, while gene sets associated with epithelial cells were significantly downregulated (Fig. S25a). *Cxcl12* and *Pdgfrb* were overexpressed in the QZ1-hi compartment, as were markers of additional angiogenesis signaling axes, including the VEGF (*Flt1/4*), Notch (*Notch1/4*, *Dll1/4*), and Tie (*Tek*, *Angpt1/2*) pathways (Fig. 7f). Indeed, the QZ1-hi compartment was significantly enriched for functional modules associated with vasculogenesis, vascular development, endothelial cell migration, and mesenchymal recruitment (Fig. 7g, Fig. S25b). These results provide further evidence that S1 is cleaved by proteases associated with the angiogenic tumor vasculature. 

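Cxcl12 (Entrez Gene 20315) had 155 ± 44.1 CPM (SD, n = 4) in QZ1-hi and 14.7 ± 4.97 CPM (SD, n = 4) in QZ1-lo, a log2 fold change of 3.399 (SE 0.28, adjusted p = 0.000144, edgeR). Pdgfrb (Entrez Gene 18596) had 27.9 ± 10.4 CPM (SD, n = 4) and 4.13 ± 3.07 CPM (SD, n = 4), a log2 fold change of 2.75 (SE 0.54, adjusted p = 0.00459, edgeR). Both differences were wider than the range of CPM within either population. Of the other PDGF genes, Pdgfra rose by 3.38 (SE 0.49) on the log2 scale. The ligand genes did not pass the threshold in edgeR: Pdgfa had a log2 fold change of -0.69 (SE 0.24, adjusted p = 0.0720, edgeR) and Pdgfb of -0.04 (SE 0.25, adjusted p = 0.941, edgeR). Pdgfa was called lower with DESeq2 (adjusted p = 0.0353), limma-voom (adjusted p = 0.0269), library size only (adjusted p = 0.0203) and without QZ1-hi library 4591 (adjusted p = 0.00306). The sign of the Pdgfb value changed with limma-voom, to 0.0254. In the VEGF pathway, Flt1 (Entrez Gene 14254) went from 44.8 ± 5.01 to 157 ± 30.2 CPM (SD, n = 4 each), a log2 fold change of 1.81 (SE 0.16), and Flt4 (Entrez Gene 14257) had a log2 fold change of 3.303 (SE 0.44). In the Notch pathway, the log2 fold changes were 3.29 (SE 0.44) for Dll4, 2.86 (SE 0.69) for Notch4 and 1.99 (SE 0.40) for Dll1. Notch4 was at 20.66 CPM in QZ1-lo library 4596, against 2.06 to 3.11 CPM in the other QZ1-lo libraries. Without each library in turn, the log2 fold change of Notch4 ranged from 2.55 to 4.30. Notch1 (Entrez Gene 18128) changed least of the Fig. 7f genes, by 0.72 (SE 0.20), from 56.4 ± 7.27 to 92.8 ± 28.1 CPM (SD, n = 4 each). Its call was lost with library size only (0.31, adjusted p = 0.436) and in 4 of the 8 fits that each left out one library, and the call of Notch4 was lost with robust shrinkage (adjusted p = 0.0618). In the Tie pathway, Tek had a log2 fold change of 3.79 (SE 0.43). Angpt2 and Angpt1 were near 5 CPM in QZ1-hi, at 5.24 ± 2.24 and 5.02 ± 2.25 CPM (SD, n = 4 each), and had log2 fold changes of 2.93 (SE 0.49) and 2.65 (SE 0.59). For Angpt1, QZ1-hi library 4595 stood above the other QZ1-hi libraries at 8.38 CPM. Exons of Dll1, Dll4, Notch1, Angpt1, Pdgfra and Pdgfa overlap another gene on the opposite strand.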

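The gene ontology modules of Fig. 7g were not used here. Mouse Reactome pathways of 15 to 500 genes were tested in their place, ranked by edgeR log2 fold change with fgsea. Of 694 pathways, 37 were enriched among genes higher in QZ1-hi and 4 among genes lower in QZ1-hi at an adjusted p under 0.05. Of the 35 ways to split the 8 libraries into 4 and 4, 4 gave at least as many pathways, the real split included, and the splits with 2 QZ1-hi libraries on each side gave at most 9. Extracellular matrix organization had an NES of 2.29 (adjusted p = 4.02e-17), with 81 of its 203 genes called higher and 21 called lower. Collagen formation had an NES of 2.00 (adjusted p = 0.000105). Signaling by PDGF had an NES of 1.73 (adjusted p = 0.000874), with 33 of its 144 genes called higher and 17 called lower. Hemostasis (NES 1.69, adjusted p = 1.26e-05) and eNOS activation and regulation (NES 1.77, adjusted p = 0.0218) also passed. So did Platelet activation, signaling and aggregation (NES 1.85, adjusted p = 3.27e-05). Platelet marker genes were also higher in QZ1-hi, so Hemostasis cannot be read as a sign of vessel cells alone. The 4 pathways taken here as nearest to vascular development did not pass the threshold. Signaling by VEGF had an NES of 1.34 (adjusted p = 0.318), Signaling by NOTCH 1.29 (adjusted p = 0.467), Tie2 Signaling 1.52 (adjusted p = 0.282) and Cell surface interactions at the vascular wall 1.48 (adjusted p = 0.122). The last of these had an adjusted p of 0.0276 to 0.390 over the alternatives. The mean log2 CPM of the genes of each of these 4 pathways was nevertheless higher in all 4 QZ1-hi libraries than in any QZ1-lo library (exact permutation test, two-sided p = 0.0286), by 0.30 for VEGF, 0.25 for NOTCH, 0.52 for Tie2 and 0.44 for the vascular wall. In the other direction, Intraflagellar transport had an NES of -2.06 (adjusted p = 0.00168). Assembly of the primary cilium had an NES of -1.63 (adjusted p = 0.00418), and its mean log2 CPM differed by -0.25 with overlap between the populations (exact permutation test, two-sided p = 0.0571).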

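The populations were also separated as a whole. Across genes, the Pearson correlation of log2 CPM was 0.912 to 0.953 between libraries of the same population and 0.813 to 0.887 between libraries of different populations, where genes are not independent replicates. Nes, a pericyte gene of Table S4, had 155 ± 57.1 CPM (SD, n = 4) in QZ1-hi and 21.1 ± 12.3 CPM (SD, n = 4) in QZ1-lo, a log2 fold change of 2.87 (SE 0.37, adjusted p = 0.000552, edgeR). Of the genes whose proteins were stained for the sort, Epcam (Entrez Gene 17075) was lower in QZ1-hi, with 58.7 ± 16.3 CPM (SD, n = 4) against 132 ± 17.4 CPM (SD, n = 4) in QZ1-lo, and Ly6a had a log2 fold change of 1.38 (SE 0.28). Ly6a shares 19.0% of its 50-base stretches with other genes, most of all Ly6c1. Cd44 did not pass the threshold (log2 fold change -0.35, SE 0.15, adjusted p = 0.139, edgeR). It passed with limma-voom (-0.40, adjusted p = 0.0403), with library size only (-0.86, adjusted p = 0.0146) and without QZ1-hi library 4597 (-0.48, adjusted p = 0.0189). By flow cytometry, the paper reports more QZ1 signal in Eml4-Alk lung cells positive for CD44, CD105 or Ly-6A/E. The Cd44 value here has the opposite direction, but it is RNA of sorted pools and not protein on cells. Eng, which encodes CD105, was higher in QZ1-hi, as given above. Ptprc, which encodes CD45, and Itgam, which encodes CD11b, had log2 fold changes of 0.06 (SE 0.30) and -0.15 (SE 0.17). The sign for Ptprc changed with limma-voom (-0.12) and library size only (-0.49), and 66.3% of the 50-base stretches of Itgam are shared with other genes. From the endothelial and pericyte markers, the angiogenesis signaling genes and the vascular modules of the QZ1-hi compartment, the paper reasons that there is further evidence for cleavage of S1 by proteases associated with the angiogenic tumor vasculature.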

More broadly, they validate that activity-based cell sorting can be used to isolate cells on the basis of their protease activity, enabling deep phenotypic characterization.

## Discussion

Our results establish a workflow for profiling protease activity across multiple scales–at the organism, tissue, and cellular levels–and demonstrate the utility of our methods for noninvasive monitoring and functional characterization of tumor progression and treatment response, showcased in the context of *Alk*-mutant lung cancer treated with targeted therapy (Fig. 1). We first demonstrated that multiplexed panels of protease-responsive nanosensors can quantitatively track disease dynamics in vivo to yield activity-based biomarkers of tumor progression and response to targeted therapy. We directly translated substrates nominated from in vivo profiling into in situ protease activity probes (AZPs). We thus identified a tumor-specific serine protease activity signal that increased with tumor progression, rapidly decayed after therapy, and localized specifically to the pericyte-invested tumor vasculature. We complemented our activity measurements with single-cell transcriptomic analysis, which identified overexpression of paracrine signaling factors in endothelial cells from tumor-bearing lungs and suggested a possible mechanism for endothelial cell-pericyte cross-talk within the TME. Finally, we designed a high-throughput method to isolate cells based on their protease activity and leveraged it to discover a population of proteolytically active, vasculature-associated cells harboring pro-angiogenic transcriptional programs. Together, these methods revealed that the functionally aberrant tumor vasculature rapidly responds to targeted inhibition of oncogenic signaling in cancer cells and demonstrated that protease activity serves as an informative proxy for this process.

Our work establishes a multiplexed in situ activity assay that enables direct on-tissue comparison of spatial localization patterns of distinct proteases. However, by relying on fluorescence readouts, the current AZP design is limited in its multiplexing capacity. Expanded multiplexing capacity, for example through epitope tagging or DNA barcoding, could enable high-throughput screens on murine or human tissue to discover protease activity sensors with desired properties, such as colocalization with specific cell types. We also demonstrate that AZPs can be used to delineate protease class-specific activity signatures through targeted inhibitor ablations. Given that our results indicate that serine proteases cleave S1 in the Eml4-Alk model (Fig. 4b, c), additional molecular profiling will be necessary to identify which protease(s) are responsible. The angiogenesis-associated proteases *Plat* (tPA) and *Dpp4* (DPP4), as well as the membrane serine protease *Fap* (FAP or seprase), which can be selectively expressed by tumor pericytes^42,43^, were amongst the serine proteases overexpressed in the QZ1-hi population (Fig. S24). 

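Plat (Entrez Gene 18791) had 42.0 ± 17.3 CPM (SD, n = 4) in the QZ1-hi population and 4.77 ± 2.14 CPM (SD, n = 4) in the QZ1-lo population, a log2 fold change of 3.14 (SE 0.36, adjusted p = 0.000305, edgeR). Without each library in turn, its log2 fold change lay between 2.80 and 3.45. Dpp4 (Entrez Gene 13482) had 69.5 ± 11.2 CPM (SD, n = 4) and 31.6 ± 4.96 CPM (SD, n = 4), a log2 fold change of 1.14 (SE 0.16, adjusted p = 0.000738, edgeR). With library size only, the Dpp4 value was 0.66 (adjusted p = 0.0737). Every QZ1-hi library was above every QZ1-lo library for both genes (exact permutation test, two-sided p = 0.0286). Fap (Entrez Gene 14089) was counted 165 times over the QZ1-hi libraries and 41 times over the QZ1-lo libraries, with 2.32 ± 2.24 CPM (SD, n = 4) and 0.378 ± 0.292 CPM (SD, n = 4). Its log2 fold change was 2.601 (SE 0.87), and its adjusted p of 0.0629 did not pass the threshold in edgeR. The populations overlapped for Fap, with 3 of the 4 QZ1-hi libraries above all QZ1-lo libraries (exact permutation test, two-sided p = 0.0571). DESeq2's Wald test called Fap at an adjusted p of 0.0104, and limma-voom gave 0.160. Exons of Dpp4 overlap another gene on the opposite strand.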

In vitro screening, targeted small molecule inhibition, or specific knockout of individual enzyme targets could help identify the serine protease(s) that cleave S1 in the Eml4-Alk model. Parallel functional studies, in particular in tumor-derived organoids or vascularized co-culture systems, may help determine the specific contributions of candidate serine proteases to vascular remodeling and angiogenesis in ALK+ lung cancer.

This work establishes AZPs as an activity-based cellular tag for sorting individual cells based on endogenous protease activity. Administration of AZPs in vivo, followed by tissue dissociation and FACS, enabled isolation of cells exhibiting a specific pattern of protease activity. By coupling this assay to immunostaining and RNA-seq, we demonstrate that activity-based cell sorting can enable multimodal characterization across the activity, protein, and gene expression levels. Probes similar in concept to AZPs could extend activity-based cell sorting to other classes of enzymes. In addition, integrating activity-based cell sorting with large-scale omics measurements and machine learning could inspire single-cell multiomics that ends at the level of actuated biological function. We envision that the ability to sort cells by enzymatic activity could yield insights into enzymatic dysregulation in disease, enable multimodal approaches to characterize biological systems, and inform diagnostic and therapeutic interventions.

Our results demonstrate that protease activity directly complements measurements of protein and transcript abundance, and that this multimodal profiling enables discovery-based functional characterization of the TME. By applying our activity-based profiling methods to the Eml4-Alk model of NSCLC, we discovered aberrant serine protease activity that is specific to the tumor vasculature and rapidly responds to inhibition of an adjacent cancer-cell specific pathway. Through a combination of spatial profiling and scRNA-seq analysis, we found evidence suggestive of increased pericyte coverage within the Eml4-Alk tumor vasculature, potentially mediated by altered paracrine signaling via PDGF and CXCL12. PDGF-expressing endothelial cells can produce CXCL12, a chemokine shown to facilitate recruitment of stromal cells and to promote angiogenesis. This represents one altered function of the Eml4-Alk vasculature, whose dysregulation and angiogenic phenotype can be read out by altered protease activity measured by the sensor S1. Additional investigation into CXCL12 induction and its downstream effects will help determine whether or not chemokine production depends causally on the protease activity, or if it is a parallel altered function of the dysregulated tumor vasculature.

Though mechanistic experiments will be necessary to ascertain whether pericytes are actively recruited into the TME, our findings raise the possibility that S1 cleavage, which is elevated within Eml4-Alk tumors and localizes specifically to the vasculature, could be a result of the coordinated action of intratumoral pericytes and endothelial cells associated with neoangiogenic vessels. Necessary future work to establish tractable ex vivo models, such as vascularized Eml4-Alk tumor organoids or co-culture systems, will in turn enable such functional studies to identify and validate mechanistic targets. Our finding that the functionally aberrant tumor vasculature rapidly responds to targeted therapy motivates exploration of whether anti-angiogenic drugs, which have been clinically approved in combination with cytotoxic chemotherapy or immunotherapy^44–46^, could have additive benefits when combined with molecularly targeted therapeutics like alectinib. Our study in the Eml4-Alk model serves as an example for how our activity profiling methods can be leveraged to spawn and advance hypotheses about the complex crosstalk between cancer and non-cancer cells, though complementary mechanistic and functional work is necessary to validate these hypotheses and establish causal mechanisms.

Finally, the activity-based profiling methods presented here could have utility in precision medicine applications. Precision cancer medicine requires granular information that cannot be accessed by traditional noninvasive imaging approaches, necessitating serial biopsies that carry significant risks and sample only a small fraction of the disease site. The ability to gain high-dimensional biological insight into a disease state with a completely noninvasive test would present an advance towards functional precision medicine^2^. Here, we establish the capacity of noninvasive, multiplexed protease activity nanosensors to query the function and activity of specific intratumoral cell subsets over the course of tumor progression and in response to therapy. Given the modularity of this approach, high-throughput screening^47–49^ and generative machine learning^50^ methods could optimize activity sensors to target orthogonal axes of cancer biology. For instance, activity sensors that detect angiogenesis could be administered in combination with probe sets that read out immune invasion or metastasis risk. As a complement to this noninvasive test, a targeted panel of in situ AZPs could be used to molecularly profile individual patient biopsies for indication of signaling pathways or processes active in a patient’s specific tumor. Future work to validate these technologies in humans, through clinical trials or ex vivo assays on human tissue, will be necessary to assess the robustness and clinical utility of these activity-based methods for precision oncology. With thorough validation and clinical testing, protease activity sensors could empower patients and physicians with real-time, high-quality information to personalize treatment decisions, such as rapid prediction of immunotherapy efficacy, surveillance for recurrence after targeted therapy, or discrimination of aggressive versus indolent disease.

In summary, we present an integrated suite of protease activity-profiling methods that form a direct link between noninvasive enzyme sensors, high-resolution spatial profiling, and high-throughput, single-cell analytical methods like flow cytometry and RNA-seq. The modular methods described here can be readily generalized to other cancer types and hold promise for both fundamental biological investigation and translational research. We envision that these methods for profiling protease activity will help facilitate functional characterization of cancer for medical and discovery applications alike.

## Methods

### Eml4-Alk mouse model of non-small-cell lung cancer

All animal studies were approved by the Massachusetts Institute of Technology (MIT) Committee on Animal Care (protocol 0420-023-23) and were conducted in compliance with institutional and national policies. Reporting was in compliance with Animal Research: Reporting In Vivo Experiments (ARRIVE) guidelines. Tumors were initiated in 6-10 week old female C57BL/6J mice (Jackson Labs) by intratracheal administration of 50 *μ*L adenovirus expressing the Ad-EA vector (VQAd Cas9 ALK EML4 072415; Viraquest; 1.5*10^8^ PFU in Opti-MEM with 10 mM CaCl_2_)^25,51^. Throughout the manuscript, these mice are referred to as “Eml4-Alk” mice. Due to the autochthonous nature of the tumor model and a lack of available means to reliably assess lung tumor volume noninvasively, a maximal tumor volume was not directly established for the experiments in this study. Instead, mice were closely monitored to ensure that they did not exhibit signs of morbidity, including weight loss, poor body condition, or labored breathing. Criteria for euthanasia, as dictated by the MIT Committee on Animal Care, was body weight loss of greater than 10%, significant dyspnea, or poor body condition. Animals were monitored daily throughout all studies, and the criteria for euthanasia were not met. Healthy control cohorts consisted of age- and sex-matched mice (i.e., female C57BL/6J, Jackson Labs) that did not undergo intratracheal administration of Ad-EA adenovirus.

### Alectinib treatment

Eml4-Alk mice were randomized to receive either control vehicle or alectinib (MedChemExpress), at 20 mg/kg prepared directly in drug vehicle, daily by oral gavage for 14 consecutive days. Drug vehicle consisted of: 10% (v/v) dimethylsulfoxide (DMSO; Sigma Aldrich), 10% (v/v) Cremophor EL (Sigma Aldrich), 15% (v/v) poly(ethylene glycol)-400 (PEG400; Sigma Aldrich), 15% (w/v) (2-Hydroxypropyl)-*β*-cyclodextrin (Sigma Aldrich). Mice were monitored daily for weight loss and clinical signs. Investigators were not blind with respect to treatment.

### In vivo characterization of activity-based nanosensors

All activity-based nanosensor experiments were performed in accordance with institutional guidelines. Tumor-bearing mice and age-matched controls were administered activity-based nanosensor constructs via intratracheal intubation at 3.5, 5, 5.5, 6, and 7 weeks after tumor induction, with treatment with vehicle control or alectinib beginning at 5 weeks after tumor induction in Eml4-Alk mice and continuing for 2 weeks. Nanosensors for urinary experiments were synthesized by CPC Scientific (Sunnyvale, CA). The urinary reporter glutamate-fibrinopeptide B (Glu-Fib) was mass barcoded for detection by mass spectrometry. Sequences are provided in Table S1. Nanosensors were dosed (50 μL total volume, 20 μM each nanosensor) in mannitol buffer (0.28 M mannitol, 5 mM sodium phosphate monobasic, 15 mM sodium phosphate dibasic, pH 7.0–7.5) by intratracheal intubation. Anesthesia was induced by isoflurane inhalation, and mice were monitored during recovery. For intratracheal instillation, a volume of 50 μL was administered by passive inhalation following intratracheal intubation with a 22G flexible plastic catheter (Exel). Intratracheal instillation was immediately followed by a subcutaneous injection of PBS (200 μL) to increase urine production. Bladders were voided 60 min after nanosensor administration, and all urine produced 60–120 min after administration was collected using custom tubes in which the animals rest upon 96-well plates that capture urine. Urine was pooled and frozen at –80 °C until analysis by liquid chromatography tandem mass spectrometry (LC-MS/MS).

### LC-MS/MS reporter quantification

LC-MS/MS was performed by Syneos Health using a Sciex 6500 triple quadrupole instrument. Briefly, urine samples were treated with ultraviolet irradiation to photocleave the 3-Amino-3-(2-nitro-phenyl)propionic acid (ANP) linker and liberate the Glu-Fib reporter from residual peptide fragments. Samples were extracted by solid-phase extraction and analyzed by multiple reaction monitoring by LC-MS/MS to quantify concentration of each Glu-Fib mass variant. Analyte quantities were normalized to a spiked-in internal standard, and concentrations were calculated from a standard curve using peak area ratio (PAR) relative to the internal standard. Normalization to nanosensor stock concentrations and mean scaling were performed on PAR values to account for mouse-to-mouse differences in activity-based nanosensor inhalation efficiency and urine production.

### Statistical and machine learning analysis of urinary reporter data

Analyses of urinary reporter data were conducted using the analytic pipelines of the Protease Activity Analysis (PAA) package^52^, a publicly available Python package designed to process and visualize enzymatic activity datasets. For all urine experiments, PAR values were normalized to nanosensor stock concentrations and then mean-scaled across all reporters in a given urine sample prior to further statistical analysis. To identify differential urinary reporters, reporters were subjected to unpaired two-tailed *t* test followed by correction for multiple hypotheses using the Holm-Sidak method. *P*_*adj*_ < 0.05 was considered significant. For treatment response classification based on urinary reporter signatures, randomly assigned sets of paired data samples consisting of features (the mean scaled PAR values) and labels (the class membership; for example, Eml4-Alk or healthy) were used to train random forest classifiers with 100 trees. Estimates of out-of-bag error were used for cross-validation, and trained classifiers were tested on randomly assigned, held-out, independent test cohorts. Ten independent train-test trials were run for each classification problem, and classification performance was evaluated with receiver operating curve (ROC) statistics. Classifier performance was reported as the mean area under the curve (AUC) across the ten independent trials.

### AZP peptide synthesis and sequences

All AZPs were synthesized by CPC Scientific (Sunnyvale, CA) and reconstituted in dimethylformamide (DMF) unless otherwise specified. AZP sequences are provided in Table S3.

### In situ zymography with activatable zymography probes

To harvest lung tissue for AZP studies, mice were first euthanized by isoflurane overdose. Lungs were then filled with undiluted optimal-cutting-temperature (OCT) compound (Sakura) through catheterization of the trachea; the trachea was subsequently clamped; and lungs were extracted. Individual lobes were dissected and then immediately embedded and frozen in OCT compound. Cryosectioning was performed at the Koch Institute Histology Core. Prior to staining, slides were air dried, fixed in ice-cold acetone for 10 min, and then air dried. After hydration in PBS (3 × 5 min), tissue sections were blocked in protease assay buffer (50 mM Tris, 300 mM NaCl, 10 mM CaCl_2_, 2 mM ZnCl_2_, 0.02% (v/v) Brij-35, 1% (w/v) BSA, pH 7.5) for 30 min at room temperature. Blocking buffer was aspirated, and solution containing fluorescently labeled AZPs (1 μM each AZP) and a free poly-arginine control (polyR, 0.1 μM) diluted in the protease assay buffer was applied. Slides were incubated in a humidified chamber at 37 °C for 4 h. For inhibited controls, 400 μM AEBSF (Sigma Aldrich), 1 mM marimastat (Sigma Aldrich), or protease inhibitor cocktail (P8340, Sigma Aldrich) spiked with AEBSF and marimastat was added to the buffer at both the blocking and cleavage assay steps. For uninhibited conditions, dimethyl sulfoxide (DMSO) was added to the assay buffer to a final concentration of 3% (v/v). For co-staining experiments, primary antibodies (E-cadherin, AF748, R&D Systems, 4 μg/mL; vimentin, ab92547, Abcam, 0.5 μg/mL; CD31, AF3628, R&D Systems, 10 μg/mL; desmin, ab227651, Abcam, 1.32 μg/mL) were included in the AZP solution. Following AZP incubation, slides were washed in PBS (3 × 5 min), stained with Hoechst (Invitrogen, 5 μg/mL) and the appropriate secondary antibody if relevant (Invitrogen, 1:500), washed in PBS (3 × 5 min), and mounted with ProLong Diamond Antifade Mountant (Invitrogen). Slides were scanned on a Pannoramic 250 Flash III whole slide scanner (3DHistech).

### AZP precleavage characterization

The Z1 AZP (10 μM) was incubated with recombinant fibroblast activation protein (FAP) in FAP assay buffer (50 mM Tris, 1 M NaCl, pH 7.5) overnight at 37 °C to run the cleavage reaction to completion. After precleavage with recombinant FAP, the AZP solution was diluted to a final peptide concentration of 0.1 μM in protease assay buffer. Cognate intact Z1 AZP (1 μM) and precleaved Z1 AZP, each with a free polyR control (0.1 μM), were applied to fresh-frozen Eml4-Alk lung tissue sections (slide preparation described above) and incubated at 37 °C for 4 h. After AZP incubation, slides were washed, stained with Hoechst, mounted, and scanned.

### Immunohistochemistry and immunofluorescence staining

Lungs were excised and either embedded in OCT, as previously described, or fixed in 10% (v/v) formalin and embedded in paraffin. Prior to staining, slides with formalin-fixed, paraffin-embedded sections were subject to deparaffinization and antigen retrieval. Prior to staining, slides with fresh-frozen sections were air dried, fixed in ice-cold acetone for 10 min, air dried, and re-hydrated in PBS. Sections were stained with IgG isotype controls (ThermoFisher) and primary antibodies against vimentin (ab92547, Abcam, 1.0 μg/mL), E-cadherin (AF748, R&D Systems, 4.0 μg/mL), *α*-SMA (ab124964, Abcam, 1.5 μg/mL), CD31 (AF3628, R&D Systems, 10 μg/mL), VE-cadherin (36-1900, Invitrogen, 10 μg/mL), PDGFR*β* (3169, Cell Signaling, 1:100), and desmin (ab227651, Abcam, 1.32 μg/mL), as appropriate. For immunohistochemistry with *α*-SMA, slides were incubated with Rabbit-on-Rodent HRP-Polymer (RMR622, Biocare Medical) at native concentration for 30 min. For immunofluorescence, slides were washed in PBS, incubated with Hoechst (Invitrogen, 5 μg/mL) and the appropriate secondary antibody (Invitrogen, 1:500) for 30 min at room temperature, and washed in PBS. Slides were scanned as previously described.

### Quantification of AZP and immunofluorescence staining

AZP and immunofluorescence staining was quantified in QuPath 0.2.3^53^ and in ImageJ (NIH, v1.53). To perform cell-by-cell analysis, cell segmentation was performed using automated cell detection on the DAPI (nuclear) channel. For quantification of activity inhibition, AZP staining was calculated as a fold change of the mean nuclear AZP signal over the mean nuclear polyR signal. All nuclei within an individual tumor were averaged across that given tumor. Nuclei with a polyR intensity of less than 3 were excluded from analysis. For quantification of AZP intensity based on cell morphology and marker expression, cells were annotated as “vimentin-positive, spindle” if they were spindle-shaped and expressed vimentin; “E-cadherin-positive, cuboidal” if they were cuboidal-shaped and expressed E-cadherin; “vimentin-positive, round” if they were rounded and expressed vimentin. A random forest classifier was trained on all annotated cells (at least 20 cells per class) using multiple cellular features, including nuclear area and eccentricity, and mean cellular fluorescence intensity across all channels. The trained classifier was then applied to all cells across all tumors in the tissue section, and mean cellular fluorescence intensity was quantified. To assess the relationship between Z1 and CD31 staining, cell segmentation was performed as described above, and correlation was assessed between mean cellular Cy5 (Z1) intensity and mean cellular FITC (CD31) intensity. Density plots were generated using the dscatter function in MATLAB (R2019b). For quantification of co-localization, JACoP (Just Another Co-localization Plug-in)^54^ was used to determine pixel intensity-based correlations. Tumors were selected as regions of interest, and thresholds were chosen automatically using the Costes’ method. Co-localization was assessed via the pairwise correlation of pixel intensities within each tumor region of interest.

### In vivo administration of QZ1

QZ1 (Table S3) was reconstituted to 1 mg/mL in water, then reacted with mPEG-Maleimide, MW 2000 g/mol (Laysan Bio), for PEG coupling via maleimide-thiol chemistry. After completion of the reaction, the final compound was purified using high-performance liquid chromatography (HPLC). All reactions were monitored using HPLC connected with mass spectrometry. Characterization of the final compound, QZ1-(PEG2K), using HPLC and MALDI-MS indicated that products were obtained with more than 90% purity and at the expected molecular weight. Eml4-Alk mice (11–12 weeks post tumor induction) and age- and sex-matched C57BL/6J healthy controls (Jackson Labs; 18–22 weeks) were anesthetized using isoflurane inhalation (Zoetis). QZ1-(PEG2K) (4.5 nmoles in 0.9% NaCl) was administered intravenously via tail vein injection. Two hours after probe injection, mice were imaged on an in vivo imaging system (IVIS, PerkinElmer) by exciting Cy5 at 640 nm and measuring emission at 680 nm. Mice were subsequently euthanized by isoflurane overdose followed by cervical dislocation. Lungs were dissected and explanted for imaging via IVIS. Fluorescence signal intensity was quantified using the Living Image software (PerkinElmer, v4).

### Preparation of single-cell suspensions

Eml4-Alk mice (10–12 weeks post tumor induction) and age- and sex-matched C57BL/6J healthy controls (Jackson Labs; 18–22 weeks) were euthanized by isoflurane overdose, and lungs were excised, separated into lobes, and kept in a round cell culture dish (ThermoFisher) on ice. For tumor-bearing lungs, tumors were separated from healthy tissue using forceps and scissors under a dissecting microscope, and the dissected tumors and surrounding tissue were kept in 5 mL Eppendorf tubes (Sigma Aldrich) for preparation into single-cell suspension. Tissue was minced using Noyes spring scissors (Fine Science Tools) until pieces were less than 1 cm in size, with the visual appearance of ground meat. Minced tissue was then treated with digestion buffer, comprised of Hank’s Balanced Salt Solution (HBSS) without Ca^2+^, Mg^2+^ (ThermoFisher) with 2% (v/v) heat-inactivated fetal bovine serum (FBS), supplemented with DNase (Sigma Aldrich, 40 U/mL) and collagenase (Sigma Aldrich, 0.5 mg/mL). Samples were kept on ice during preparation and subsequently incubated at 37 °C for 30 min with end-over-end rotation. Samples were filtered using a 70 μm filter and diluted with RPMI-1640 (ThermoFisher) + 2% (v/v) heat-inactivated FBS. Cell suspension was centrifuged at 625 × *g* for 5 min, and the pellet was resuspended in ACK lysis buffer (ThermoFisher) for 2 min, followed by quenching with FACS buffer (PBS + 2% (v/v) heat-inactivated FBS). Cell suspension was centrifuged, and the supernatant was discarded.

For single cell RNA-seq, CD45+ cell depletion and viability enrichment was performed according to manufacturer’s instructions (StemCell Technologies). For depletion of CD45+ cells, the EasySep™ Mouse CD45 Positive Selection Kit (StemCell Technologies), together with a magnet for holding round-bottom or conical tubes (StemCell Technologies), was used for immunomagnetic positive selection of CD45+ leukocytes from the lung tissue preparation, with the goal of ultimately discarding isolated CD45+ cells. Briefly, target CD45+ cells were labeled with antibodies and magnetic particles, and then separated using the magnet. The supernatant suspension containing unlabeled (i.e., desired CD45- cells) was subsequently transferred into a fresh, clean tube. For viability enrichment, the EasySep™ Dead Cell Removal (Annexin V) Kit (StemCell Technologies), together with a magnet for holding round-bottom or conical tubes (StemCell Technologies), was used for column-free immunomagnetic depletion of apoptotic cells from the lung tissue preparation. Briefly, unwanted apoptotic cells were labeled with Annexin V, antibodies, and magnetic particles. Labeled cells were then magnetically separated from the remainder of the suspension, preserving desired cells that were subsequently transferred into a fresh, clean tube. Approximately 70% of cells from Eml4-Alk and healthy lungs were alive following viability enrichment. Following depletion of CD45+ cells and viability enrichment, FACS sorting was not performed prior to single cell RNA-seq.

### Activity-based cell sorting

Single cell lung suspensions from Eml4-Alk mice administered QZ1 were stained with the following antibodies (catalog number, vendor, clone, fluorophore, dilution): CD44 (563508, BD, IM7, BV605, 1:200), CD105 (564746, BD, MJ7/18, BV786, 1:200), Ly6-A/E (12-5981-81, ThermoFisher, D7, PE, 1:200), CD11b (557657, BD, M1/70, APC-Cy7, 1:200), CD45 (566439, BD, 30-F11, AF488, 1:400), and EpCAM (118216, BioLegend, G8.8, PE-Cy7, 1:200). Cells were stained for 20 min, and DAPI (1:10,000) was added immediately prior to sort. FACS sorting was performed on a FACSAria II (BD). Flow cytometry data was analyzed by the FlowJo software (Treestar). The sort strategy is shown in Fig. S21. At least 100,000 cells from each of the QZ1-hi and QZ1-lo compartments were collected into RPMI-1640 + 2% (v/v) heat-inactivated FBS and pelleted via centrifugation at 300 × *g* for 5 min. Cell pellets were lysed in Trizol (ThermoFisher), and RNA was extracted using RNEasy Mini Kits (Qiagen). Bulk RNA sequencing was performed by the MIT BioMicro Center. Libraries were prepared using the Clontech SMARTer Stranded Total RNAseq Kit (Clontech), precleaned, and sequenced using an Illumina NextSeq500 on an Illumina NextSeq flow cell. Feature counting was performed on BAM files using the Rsubread package in R (v4). Differential expression analysis on QZ1-hi vs QZ1-lo cells was performed using the DESeq2 package in R (v4). GSEA was performed using the clusterProfiler package and visualized using the enrichplot package in R (v4).

### Analysis of Eml4-Alk bulk RNA-seq dataset

Differential expression analysis over the entire transcriptome was performed on a bulk RNA-seq dataset from the Eml4-Alk mouse model of NSCLC, reported by Li et al.^26^, using the DESeq2 package in R (v4). The gene list was subsequently filtered to protease genes for visualization. The Li et al.^26^ dataset is publicly available with GEO accession GSE139349 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139349.

### RNA-seq of Eml4-Alk alveolar organoids

Alveolar type 2 (AT2) organoids were derived from *Trp*53^*fl*/*fl*^*Rosa*26^*LSL*−*Cas*9−2*A*−*eGFP*/+^ (*N* = 2) and *Trp*53^*fl*/*fl*^*Rosa*26^*LSL*−*tdTomato*/+^ (*N* = 1) mice. All source mice were females on a C57BL/6 background, with source *Rosa26* and *Trp53* strains acquired from Jackson Labs. Mice were between 8 and 15 weeks of age at the time of organoid derivation. Organoids were generated according to the protocol described in the work of Naranjo et al.^39^. These organoid lines were then infected with an adenovirus expressing Cre recombinase (Ad5-CMV-Cre) to generate *Trp53*-deficient, TdTomato-expressing (PT) and *Trp53*-deficient, Cas9-expressing (PC) organoids^39^. The Eml4-Alk (EA) inversion was induced in PT organoids using an adenovirus expressing sgRNAs targeting the EA inversion breakpoints and also expressing Cas9^25^. On the other hand, PC organoids were treated with a lentivirus expressing the same sgRNAs and Cre recombinase. PT Eml4-Alk (PTEA) and PC Eml4-Alk (PCEA) cultures were then incubated in media lacking FGF7, HGF, and NOGGIN to enrich for EA mutant cells. Whole RNA was then extracted from PTEA, PCEA, and two PC cultures (grown in full media) using phenol-chloroform extraction with TRIzol (Invitrogen), followed by purification with a RNAeasy MinElute Cleanup Kit (Qiagen). RNA purity was determined by UV-Vis spectrophotometry (NanoDrop) and all samples exhibited 260/280 ratios of greater than 1.98. Bulk RNA sequencing was performed by the MIT BioMicro Center. Libraries were sequenced using an Illumina NextSeq500 on an Illumina NextSeq flow cell with a read length of 75 nucleotides. Feature counting was performed on BAM files using the Rsubread package in R (v4). Differential expression analysis on Eml4-Alk-mutant vs. control PC organoids was performed using the DESeq2 package in R (v4). GSEA was performed using the clusterProfiler package and visualized using the enrichplot package in R (v4).

### Single cell RNA sequencing (scRNA-seq)

scRNA-seq was performed by the MIT BioMicro Center. Following preparation of the single-cell suspension after depletion of CD45+ cells and viability enrichment, single cells were processed using the 10X Genomics Single Cell 3ʹ platform using the Chromium Single Cell 3’ Library & Gel Bead Kit V2 kit (10X Genomics), per manufacturer’s protocol. Briefly, approximately 10,000 cells were loaded onto each channel and partitioned into Gel Beads in Emulsion (GEMs) in the 10x Chromium instrument. No FACS sorting was performed prior to loading on the 10x Chromium instrument. Following lysis of the captured cells, the released RNA was barcoded through reverse transcription in individual GEMs, and complementary DNA was generated and amplified. Libraries were constructed using a Single Cell 3’ Library and Gel Bead kit. The libraries were sequenced using an Illumina NovaSeq6000 sequencer on an Illumina NovaSeq SP flow cell with a read length of 100 nucleotides.

### Single cell RNA-seq data analysis

Raw gene expression matrices were generated for each sample by the Cell Ranger Pipeline (v.3.0.2) coupled with mouse reference version GRCm38. The output filtered gene expression matrices were analyzed by Python software (v.3.9.0) with the Scanpy package (v.1.7.2)^55^. The mean sequencing depth (mean number of raw reads per cell) was 9727 reads per cell for the Eml4-Alk lungs dataset and 15,929 reads per cell for the healthy lungs dataset. Genes expressed in at least three cells in the data and cells with >200 genes detected were selected for further analyses. Low quality cells were removed based on the number of total counts and the percentage of mitochondrial genes expressed. Specifically, cells with fewer than 4000 genes per cell (approximately <15,000 counts per cell) and less than 5% mitochondrial genes were retained, with thresholds selected based on the distribution of genes per cell vs. library size and the distribution of the percentage of counts in mitochondrial genes vs. library size. After removal of low quality cells, gene count matrices were total-count normalized, i.e. library-size normalized, to correct for library size, such that counts became comparable across cells. The gene counts for each cell were normalized by total counts over all genes with a scaling factor of 10,000, such that every cell had the same total of 10,000 after normalization. Normalized counts were log transformed (i.e., $$\log (1+x)$$ where *x* is the number of counts) to stabilize variance and facilitate comparison of relative differences in gene expression. The dataset was additionally filtered to remove cells expressing *Ptprc* (CD45). Features with high cell-to-cell variation were calculated. Principal component analysis (PCA) was conducted on highly variable genes using the scanpy.tl.pca function with default parameters on normalized and scaled data (Fig. S13). A k-nn neighborhood graph was computed over the PCA representation of the data, using the scanpy.pp.neighbors function with default parameters. The neighborhood graph was subsequently embedded via uniform manifold approximation and projection (UMAP) for dimensionality reduction, and cells were clustered in the UMAP embedding space using the Louvain algorithm with resolution 0.25. Cell types were annotated based on expression of known lung cell type marker genes (Table S4) curated from the literature^34,35^. All analyses and visualizations were implemented in Python with support from Scanpy^55^.

### Statistics and reproducibility

PCA and machine learning classification of activity-based nanosensor data was performed in Python (v.3.9.0) using the Protease Activity Analysis (PAA) package^52^. Differential gene expression analysis for bulk RNA-seq data was performed in R. scRNA-seq data analysis was performed in Python (v.3.9.0) using the Scanpy (v.1.7.2) package^55^. All remaining statistical analyses were conducted in Prism 9.0 (GraphPad). Sample sizes, statistical tests, and p-values are specified in figure legends.

Activity-based nanosensor, scRNA-seq, Eml4-Alk organoid, and activity-based cell sorting experiments were repeated twice with similar results. All other experiments (including AZP, immunohistochemistry, and immunofluorescence staining experiments) were repeated three times with similar results. Details on the reproducibility of representative images are provided in the relevant figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Source data to generate figures and tables are provided in publicly accessible repositories and in supplementary files. The Li et al.^26^ Eml4-Alk RNA-seq dataset is publicly available with GEO accession GSE139349 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139349. New RNA-seq and scRNA-seq data generated in this study are publicly available with GEO accession number GSE191079 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191079. The remaining data are available within the article as a supplementary source data file as well as on Zenodo under 10.5281/zenodo.6969494^56^. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Multiscale profiling of protease activity in cancer
**Source:** Nat Commun. 2022 Oct 3;13:5745. doi: 10.1038/s41467-022-32988-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for: Multiscale profiling of protease activity in cancer**

Ava P. Amini<sup>1-4†</sup>, Jesse D. Kirkpatrick<sup>1,2†</sup>, Cathy S. Wang<sup>1,5</sup>, Alex M. Jaeger<sup>1</sup>, Susan Su<sup>1,6</sup>, Santiago Naranjo<sup>1,7</sup>, Qian Zhong<sup>1</sup>, Christina M. Cabana<sup>1,7</sup>, Tyler Jacks<sup>1,7</sup>, Sangeeta N. Bhatia<sup>1,2,8-12\*</sup>

<sup>4</sup>Microsoft Research New England, Cambridge, MA, USA

<sup>†</sup>These authors contributed equally to this work.

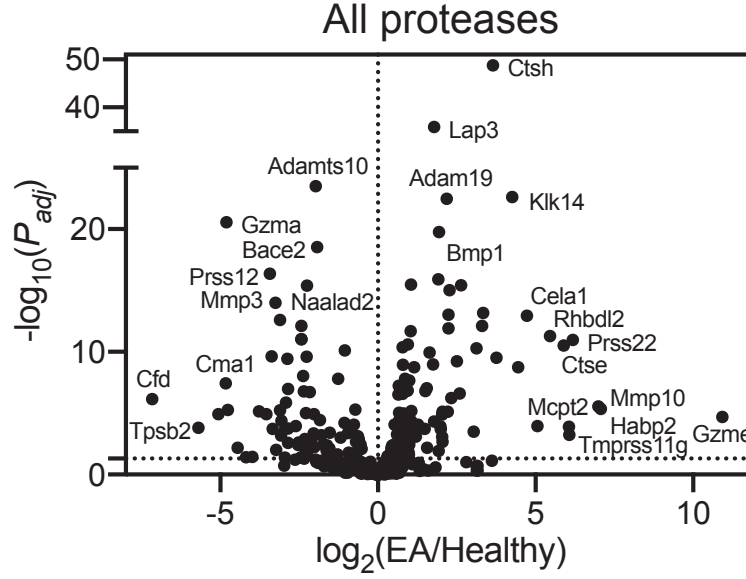

Figure S1: **Proteases are differentially expressed in the Eml4-Alk mouse model of NSCLC.** An existing bulk RNA-seq dataset from the Eml4-Alk model [26] was analyzed to identify endoproteases differentially expressed between Eml4-Alk mice (EA) and healthy controls (Healthy). Each point represents one protease gene. Significance was calculated by Wald test followed by adjustment for multiple hypotheses using the Benjamini-Hochberg correction. Dotted line is at  $P_{adj} = 0.05$ .

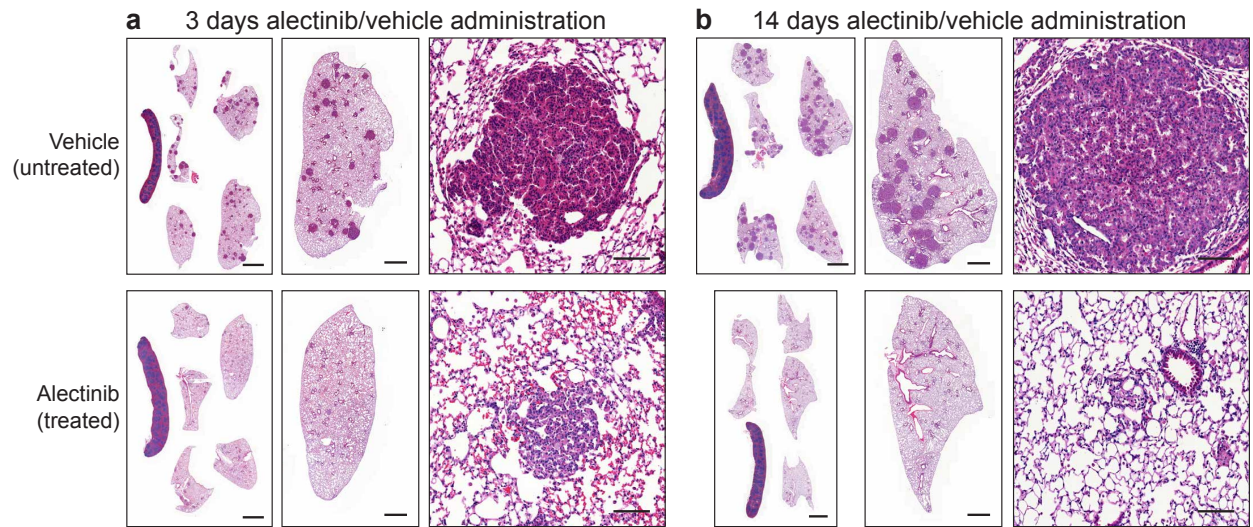

**Figure S2: Alectinib treatment induces tumor regression in the Eml4-Alk model.** (a, b) Images of representative lung sections and tumors (4 whole-lung sections per group; 5 lobes per lung set; 10-20 tumor regions per lobe) from vehicle control (untreated) and alectinib treated-mice, 3 days (a) and 14 days (b) post initiation of alectinib or vehicle administration. Scale bars = 2 mm, 1 mm, 100  $\mu\text{m}$  for all lobes, single lobe, and individual tumors, respectively.

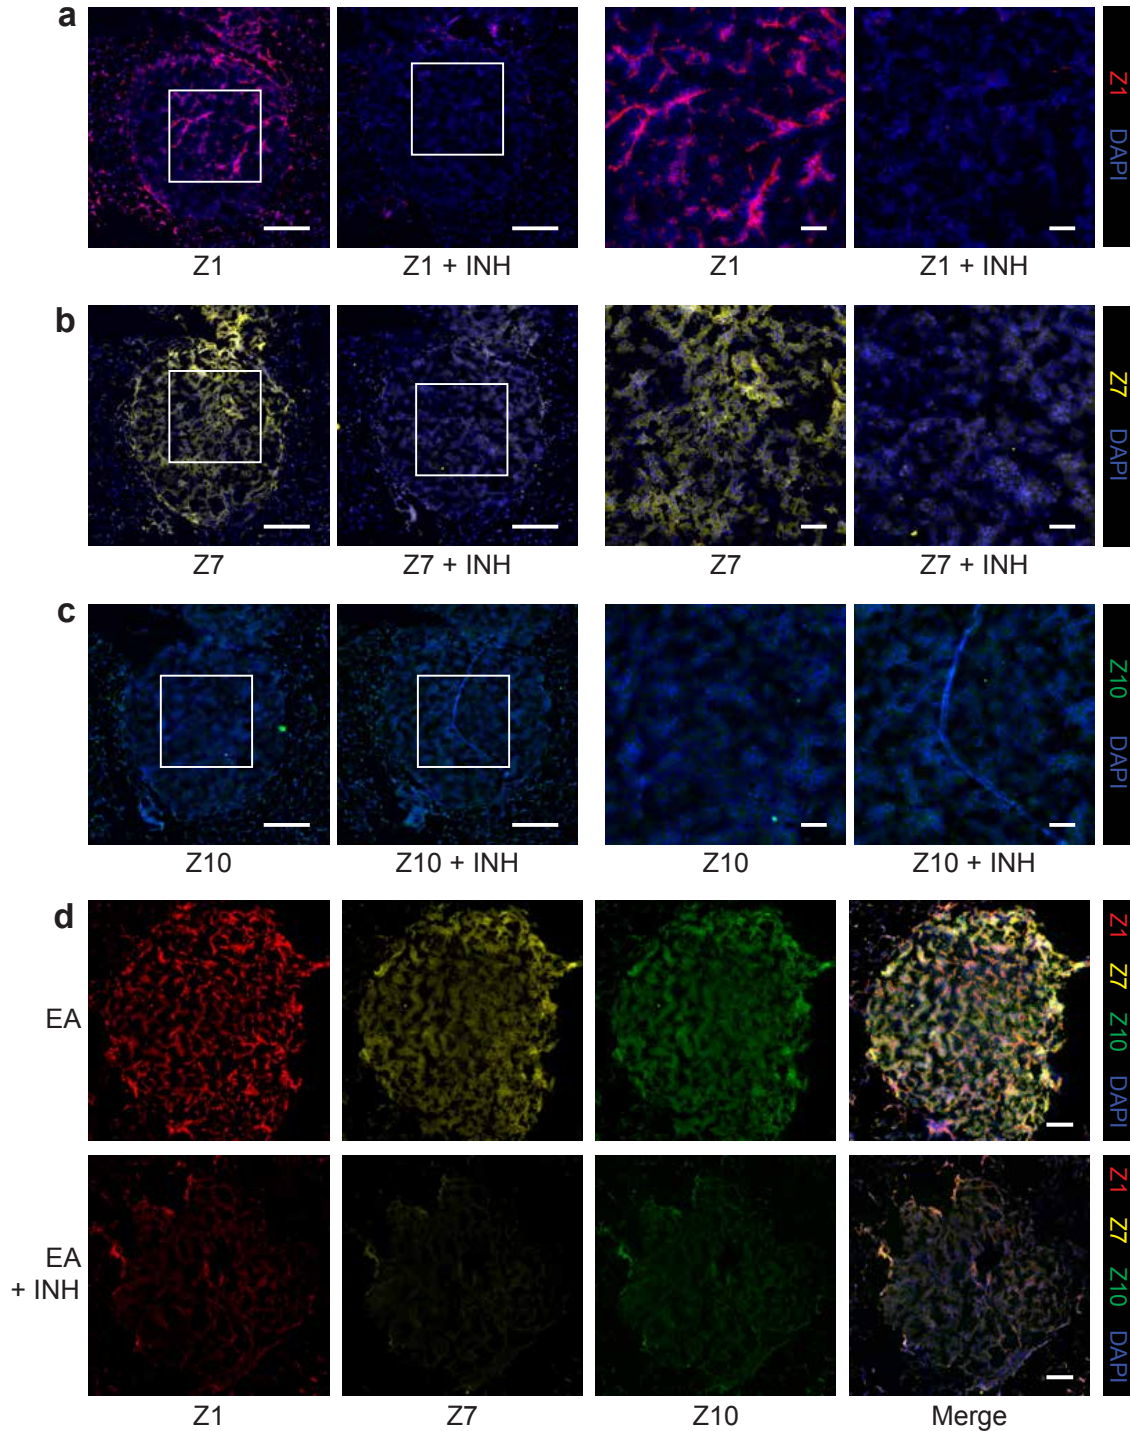

**Figure S3: AZPs nominated from *in vivo* profiling label Eml4-Alk tumors in a protease-dependent manner.** (a-c) Individual application of Z1 (a, red), Z7 (b, yellow), or Z10 (c, green), either alone or with broad-spectrum protease inhibitors (+ INH), to Eml4-Alk lung tissue sections. Sections were counterstained with DAPI (blue). Boxes show regions in higher magnification images on right. Scale bars = 200  $\mu\text{m}$ , 50  $\mu\text{m}$  (lower and higher magnification, respectively). Tumors shown are representative of all tumors in assayed tissue, with 7-10 tumors per lung tissue section. (d) Application of a multiplexed AZP cocktail of Z1 (red), Z7 (yellow), and Z10 (green), either uninhibited (EA) or with broad-spectrum protease inhibitors (EA + INH), to Eml4-Alk lung tissue sections. Scale bars = 100  $\mu\text{m}$ .

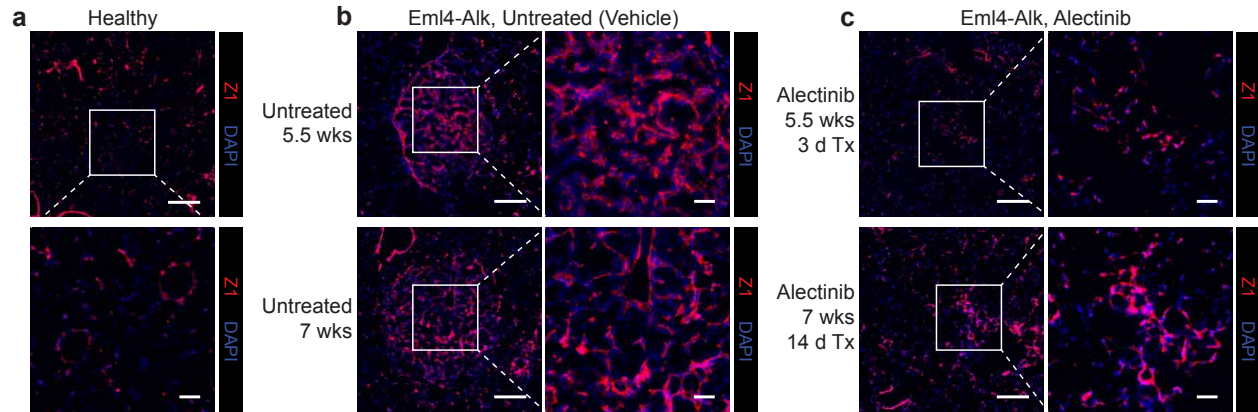

**Figure S4: Z1 labeling of Eml4-Alk tumors is abrogated by treatment with alectinib.** (a) Staining of representative section from healthy lungs with Z1 (red). (b) Staining of representative tumor regions from untreated Eml4-Alk mice at 5.5 (top) and 7 (bottom) weeks post tumor induction. (c) Staining of representative tumor regions from alectinib-treated Eml4-Alk mice at 5.5 (top) and 7 (bottom) weeks post tumor induction, corresponding to 3 (top) and 14 (bottom) days post initiation of alectinib treatment. All sections were counterstained with DAPI (blue). Scale bars = 200  $\mu\text{m}$ , 50  $\mu\text{m}$  (lower and higher magnification, respectively). Tumors shown are representative of all tumors in assayed tissue, with 7-10 tumors per lung tissue section.

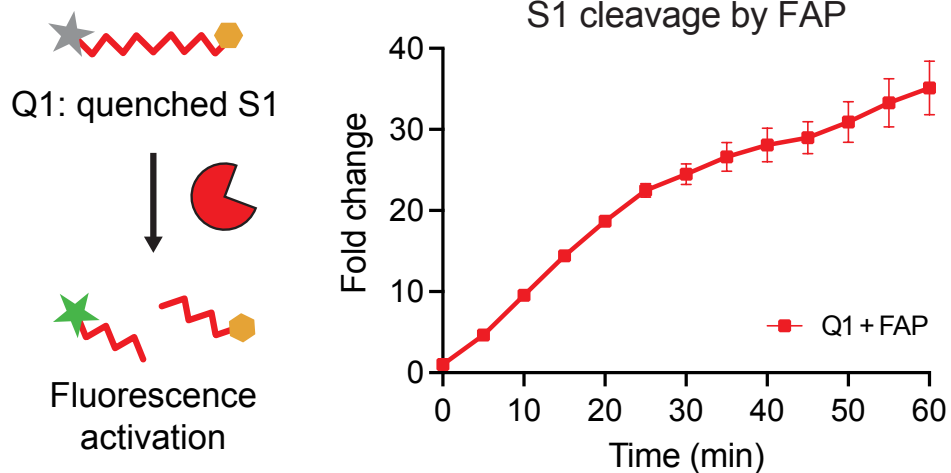

Figure S5: **Fibroblast activation protein (FAP) cleaves S1 *in vitro*.** The quenched probe Q1, incorporating the substrate S1, was incubated with recombinant FAP, and fluorescence activation was monitored over time (n = 2 replicates; mean  $\pm$  s.d.).

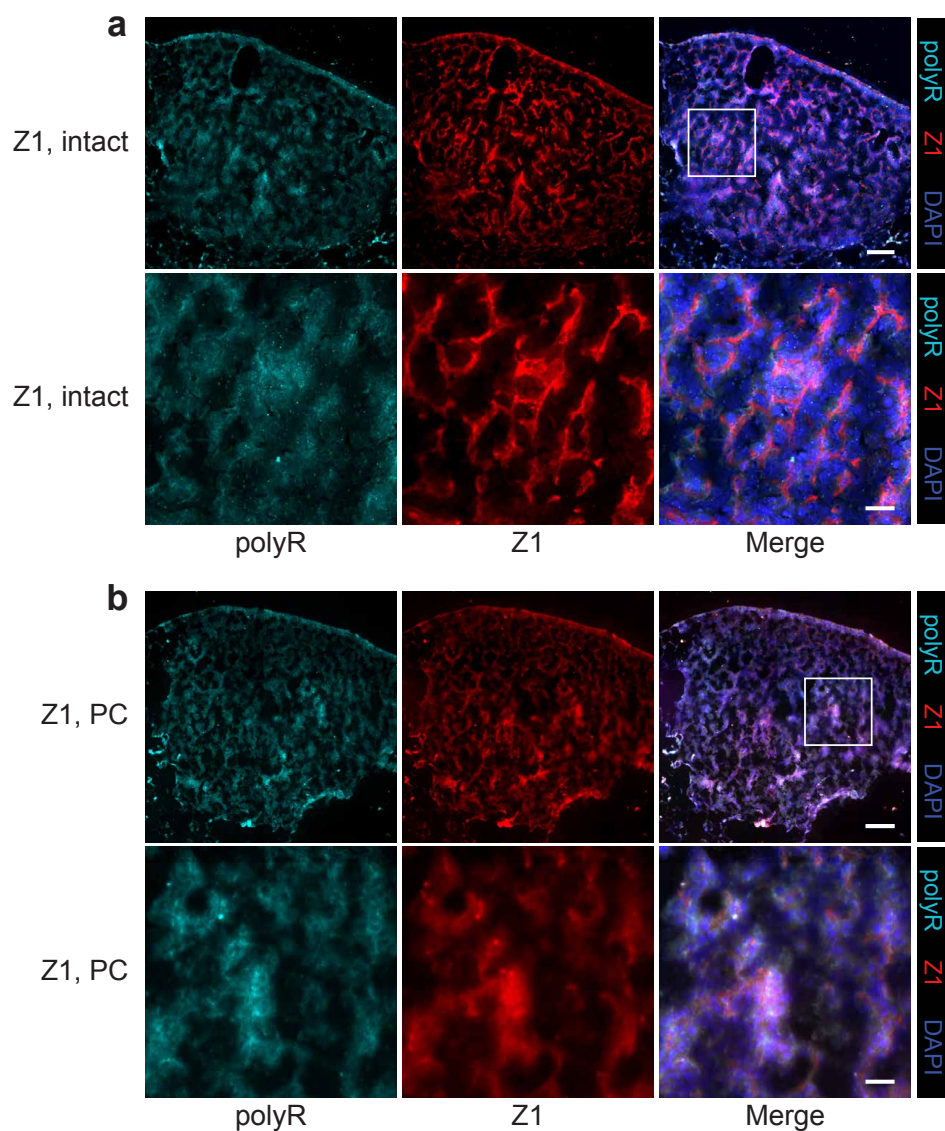

Figure S6: **Z1 localization pattern is not due to nonspecific binding.** (a, b) Tissue labeling and localization of intact (a) or FAP-precleaved Z1 (PC; b), together with free polyR control (cyan), within Eml4-Alk tumors. Probes were incubated at 37° C for 4 hours to allow cleavage of intact Z1 by endogenous, tissue-resident proteases. Scale bars = 100  $\mu\text{m}$ , 25  $\mu\text{m}$  (lower and higher magnification, respectively). Tumors shown are representative of all tumors in assayed tissue, with 7-10 tumors per lung tissue section.

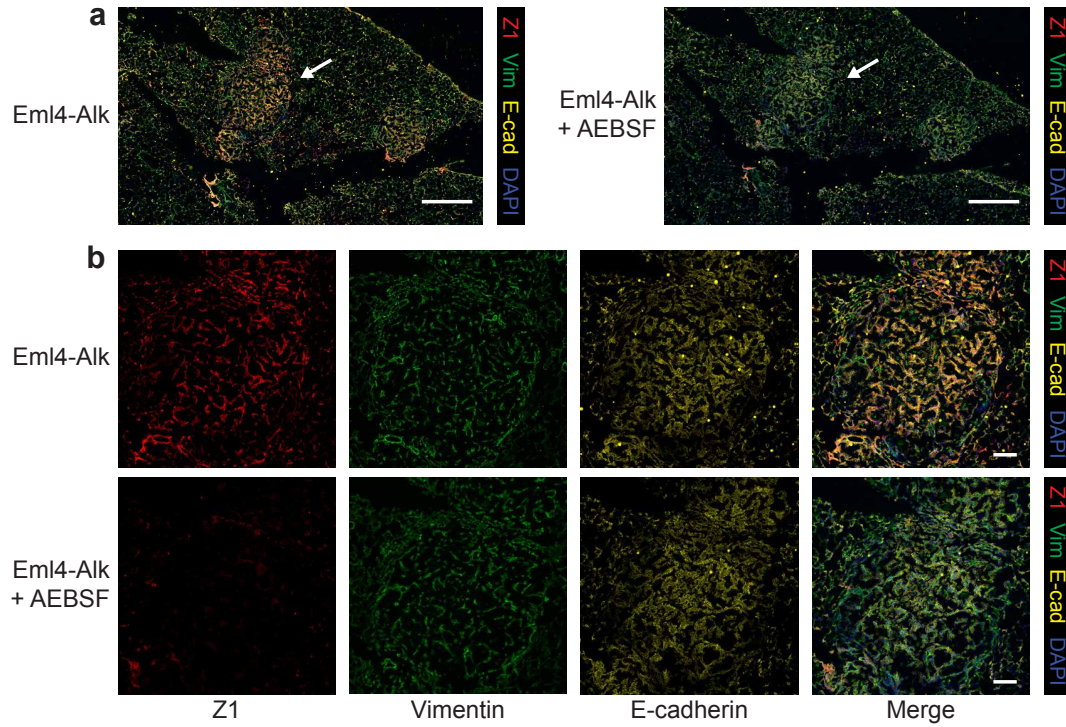

Figure S7: **Z1 staining is abrogated by serine protease inhibitor in tissues co-stained for vimentin and E-cadherin.** (a) Staining of Eml4-Alk lungs with Z1 (red), together with the mesenchymal marker vimentin (green) and the epithelial marker E-cadherin (yellow), with or without the serine protease inhibitor AEBSF. Scale bars = 500  $\mu\text{m}$ . (b) Z1, vimentin, and E-cadherin staining in representative Eml4-Alk tumor regions, indicated by arrows in (a). Scale bars = 100  $\mu\text{m}$ . Tumors shown are representative of all tumors in assayed tissue, with 7-10 tumors per lung tissue section.

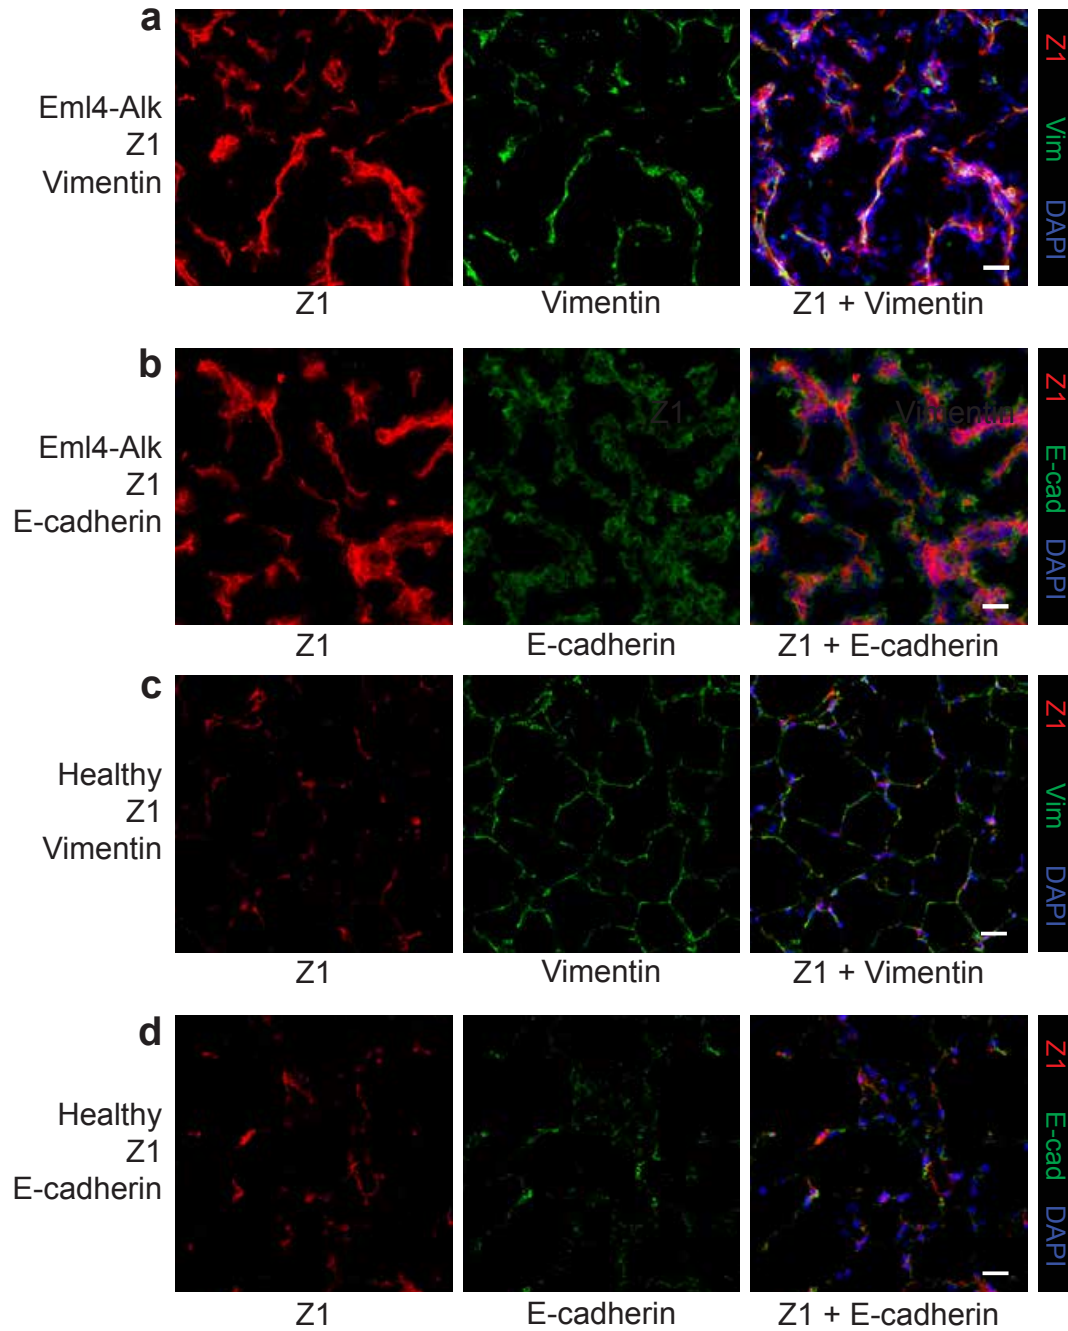

**Figure S8: Z1 localization pattern aligns closely with vimentin.** (a) Co-staining of representative Eml4-Alk tumor region with Z1 (red) together with vimentin (green). (b) Co-staining of representative Eml4-Alk tumor region with Z1 (red) together with E-cadherin (green). (c) Co-staining of healthy lungs with Z1 (red) together with vimentin (green). (d) Co-staining of healthy lungs with Z1 (red) together with E-cadherin (green). Scale bars = 25  $\mu$ m. Tumors shown are representative of all tumors in assayed tissue, with 7-10 tumors per lung tissue section. Representative healthy regions are representative of four independent healthy lung sections assayed.

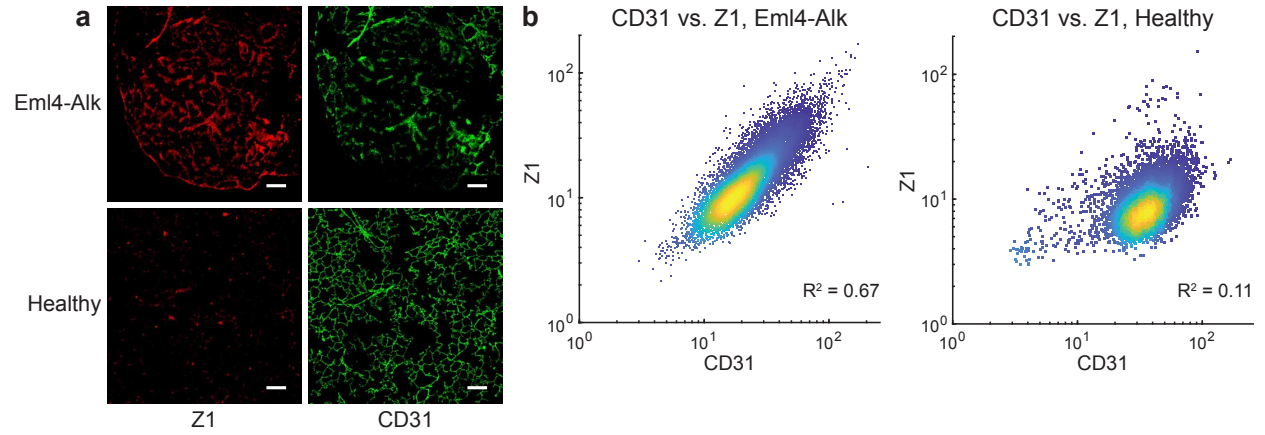

**Figure S9: Z1 staining correlates with CD31 staining in Eml4-Alk tumors.** (a) Application of Z1 (red) to lung tissue sections from Eml4-Alk and healthy control mice, together with the endothelial marker CD31 (green). Scale bars = 100  $\mu\text{m}$ . Tumors shown are representative of all tumors in assayed tissue, with 7-10 tumors per lung tissue section. Representative healthy regions are representative of four independent healthy lung sections assayed. (b) Cell-by-cell quantification and correlation of Z1 and CD31 fluorescence intensity in Eml4-Alk (left) and healthy (right) lung tissue sections ( $R^2 = 0.67$ ,  $R^2 = 0.11$  for Eml4-Alk and healthy, respectively).

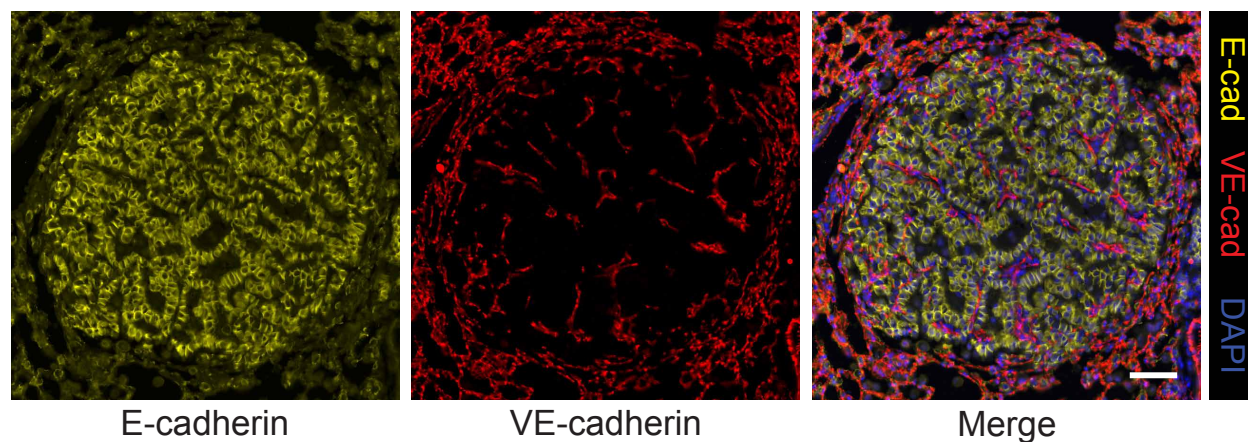

Figure S10: **Eml4-Alk tumors stain positively for E-cadherin and VE-cadherin.** Immunofluorescence staining for E-cadherin (yellow) and the endothelial marker VE-cadherin (red) in formalin-fixed, paraffin-embedded Eml4-Alk lung tissue sections, with images from a representative tumor shown. Sections were counterstained with DAPI (blue). Scale bar = 50  $\mu$ m. Tumors shown are representative of all tumors in assayed tissue, with approximately 20-30 tumors per lung tissue section.

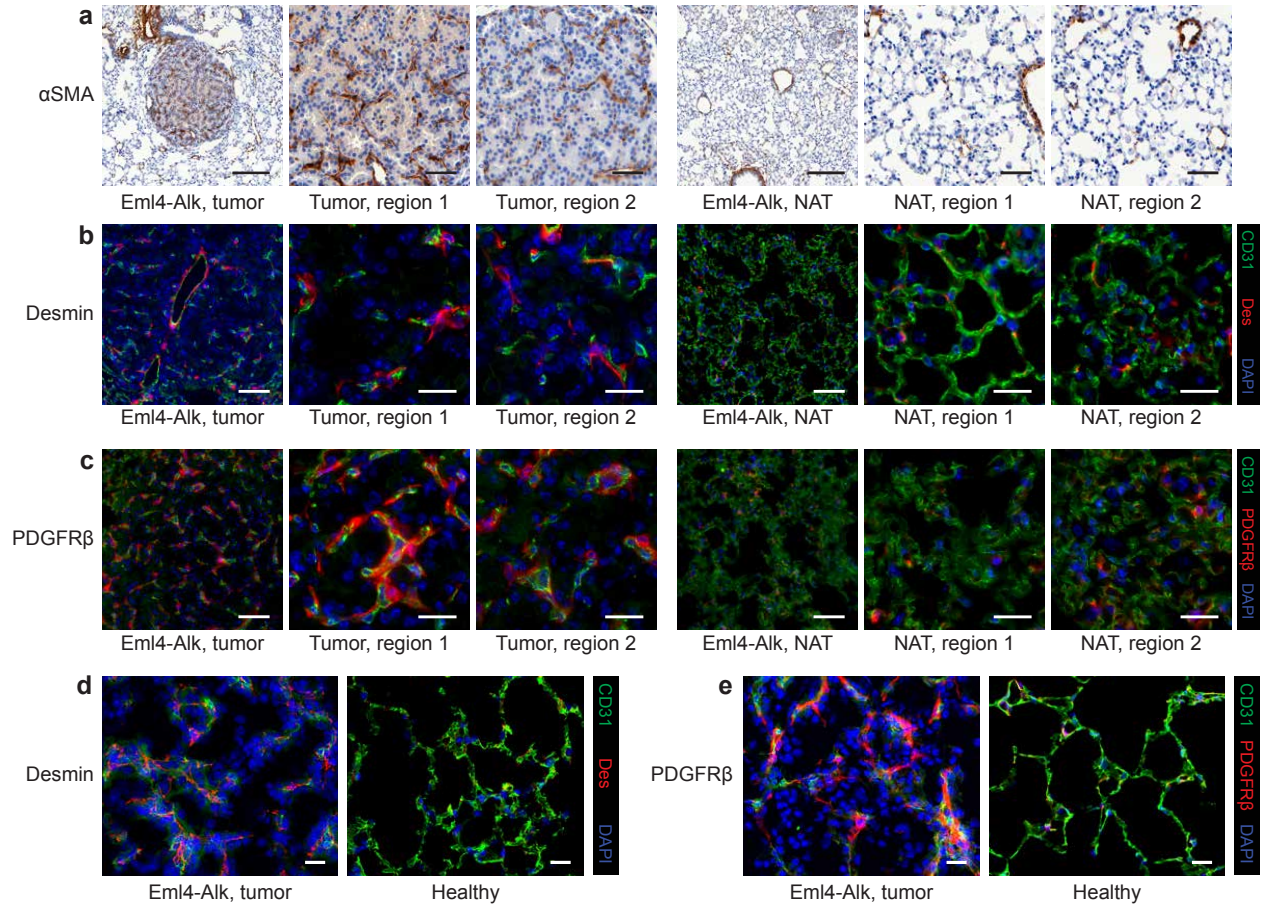

**Figure S11: Pericyte markers localize in close proximity to endothelial markers in Eml4-Alk tumors.** (a) Immunohistochemical staining for  $\alpha$ -smooth muscle actin ( $\alpha$ SMA) in representative Eml4-Alk tumor and normal adjacent tissue (NAT) regions. Scale bars = 200  $\mu$ m (left columns per group), 50  $\mu$ m (center and right columns per group). (b, c) Immunofluorescence staining for the endothelial cell marker CD31 (green) with each of the pericyte markers desmin (red, b) and PDGFR $\beta$  (red, c) in representative Eml4-Alk tumor and NAT regions. Sections were counterstained with DAPI (blue). Scale bars = 50  $\mu$ m (left columns per group), 20  $\mu$ m (center and right columns per group). (d, e) Immunofluorescence staining for the endothelial cell marker CD31 (green) with each of the pericyte markers desmin (red, d) and PDGFR $\beta$  (red, e) in representative Eml4-Alk tumor and healthy lung regions. Sections were counterstained with DAPI (blue). Scale bars = 20  $\mu$ m. Tumors shown are representative of all tumors in assayed tissue, with 7-10 tumors per lung tissue section. Representative normal adjacent regions are representative across four independent Eml4-Alk lung sections assayed.

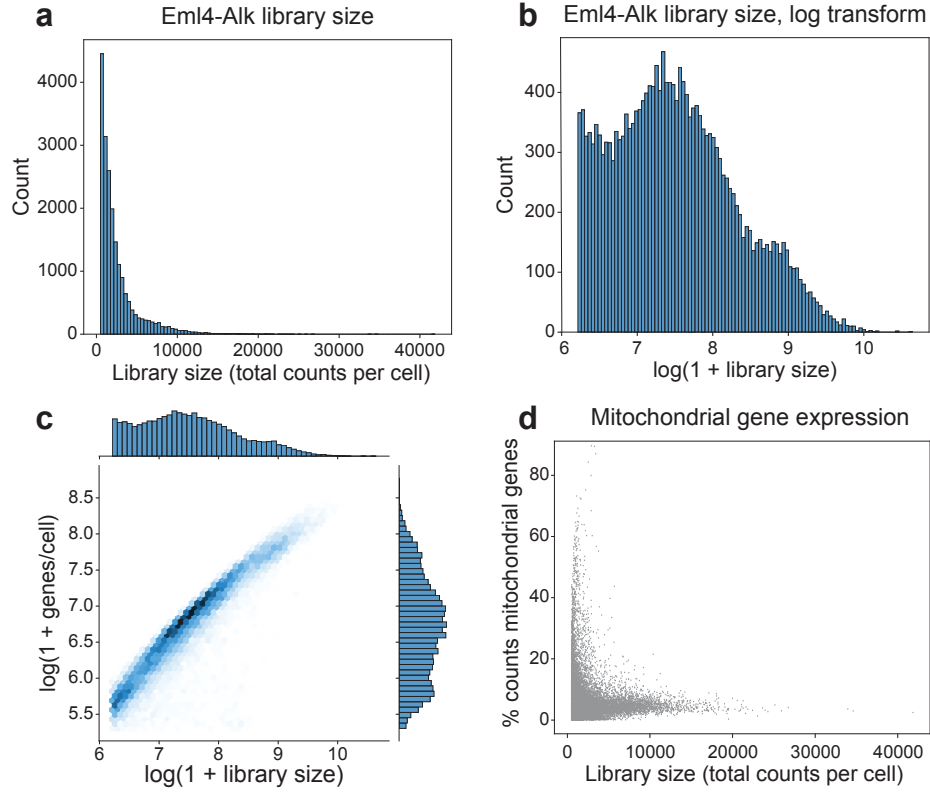

Figure S12: **Quality control metrics for scRNA-seq dataset of Eml4-Alk lungs.** **(a-b)** Distribution of library size (total counts per cell) prior to normalization, displayed as either total counts (a) or log transformed (b). **(c)** Distribution of the library size (total counts per cell) against the number of unique genes per cell, both log transformed. **(d)** Distribution of the library size (total counts per cell) against the distribution of mitochondrial gene expression per cell, expressed as a percentage. Metrics computed for a pooled sample of  $N = 3$  mice;  $n_{EA} = 20,055$  cells.

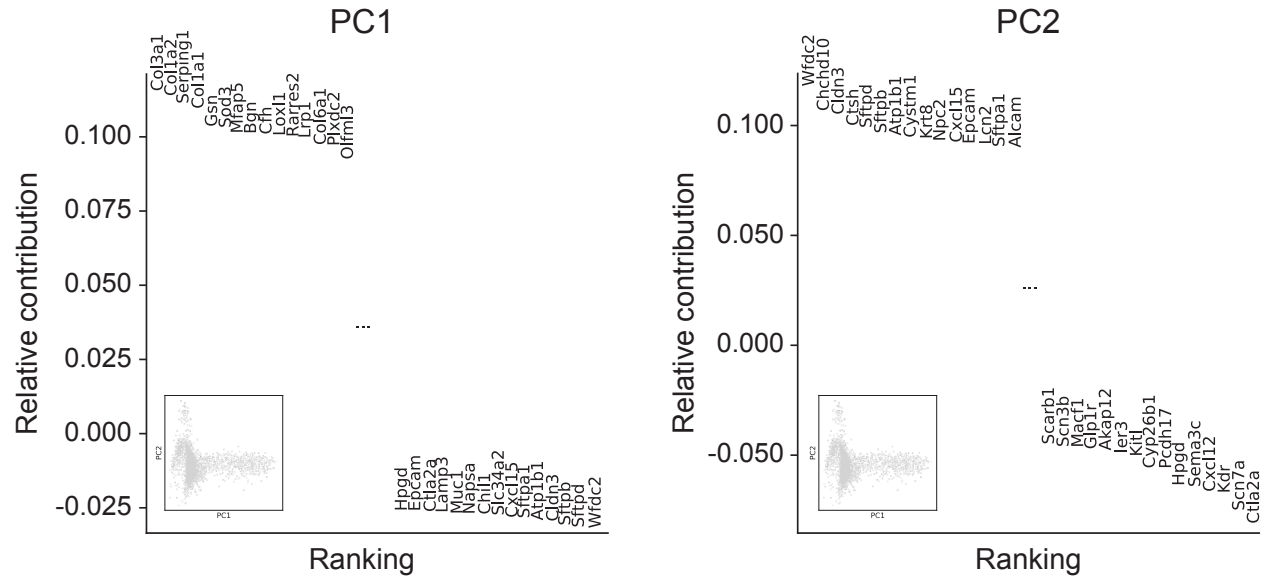

Figure S13: **Principal component gene rankings for Eml4-Alk lung scRNA-seq dataset.** Gene loadings and projection (inset) of the first two principal components for principal component analysis (PCA) of dataset of single cells from Eml4-Alk lungs (pooled sample of N = 3 mice;  $n_{EA} = 8,127$  cells).

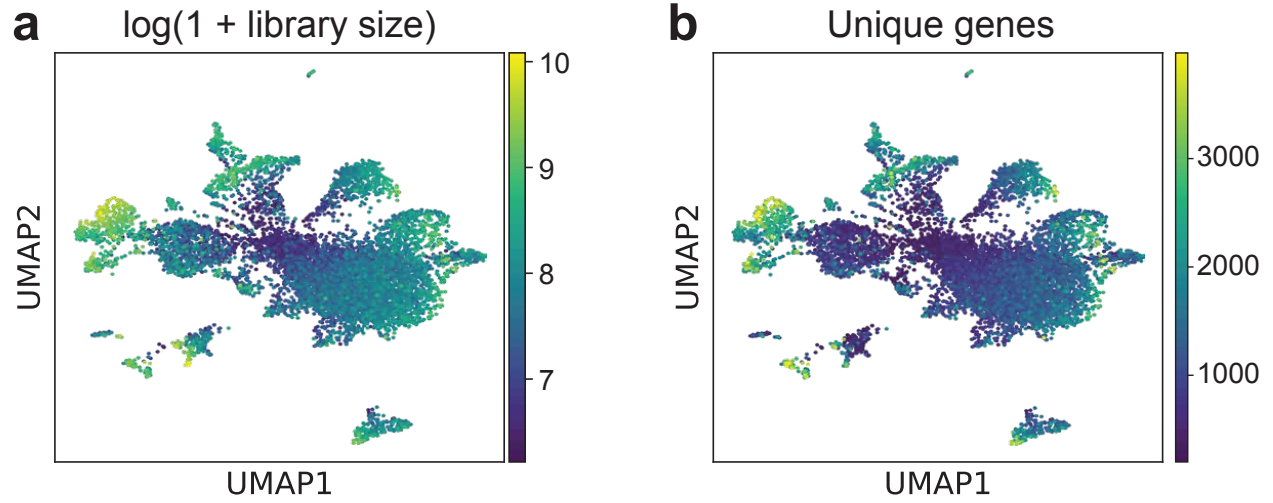

Figure S14: **Distributions of library size and number of genes expressed in Eml4-Alk scRNA-seq dataset.** (a-b) UMAP of dataset of single cells from Eml4-Alk lungs (pooled sample of  $N = 3$  mice;  $n_{EA} = 8,127$  cells), colored by library size (total counts, log-transformed; a) or number of unique genes (b). Individual dots correspond to individual cells.

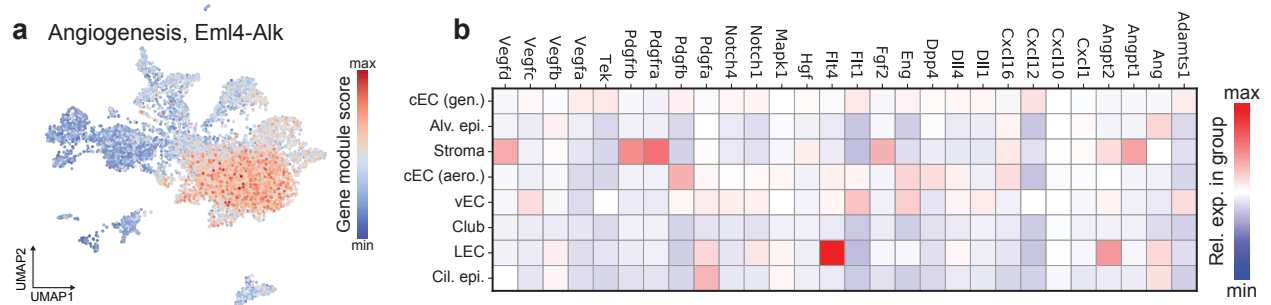

**Figure S15: Multiple cell populations in Eml4-Alk tumors express genes associated with angiogenesis.** (a) Collective expression score for angiogenesis gene module mapped onto UMAP of cells from Eml4-Alk lungs (pooled sample from  $N = 3$  mice;  $n_{EA} = 8,127$  cells). (b) Relative expression levels of individual genes in angiogenesis module, standardized across cell type clusters in Eml4-Alk lungs. Matrix plot is colored by mean expression values for a given gene, averaged across all cells in a cluster.

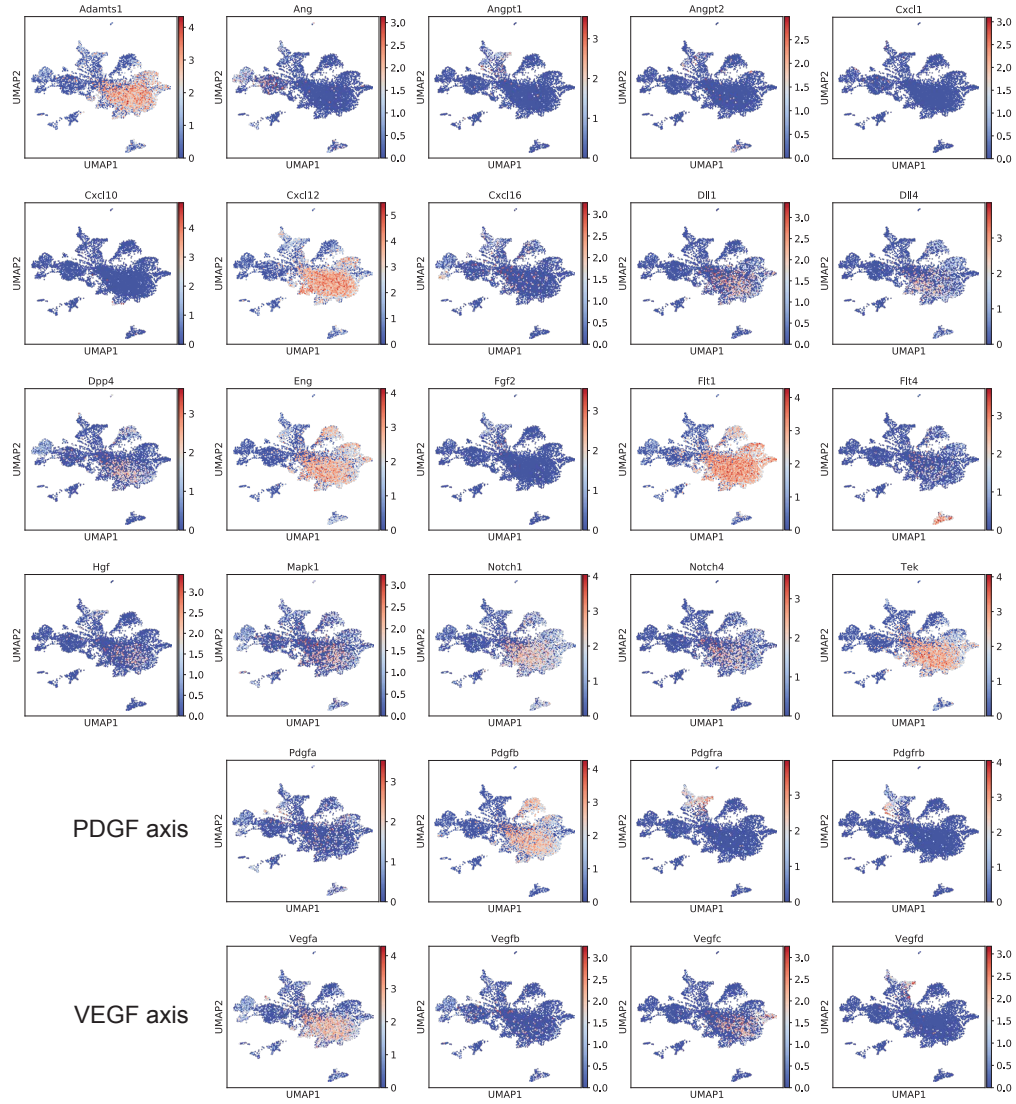

Figure S16: **Expression levels of angiogenesis module genes across the cellular landscape of Eml4-Alk lungs.** Expression of individual genes in the angiogenesis module (Fig. S15) was mapped onto the UMAP of cells from Eml4-Alk lungs (pooled sample from  $N = 3$  mice;  $n_{EA} = 8,127$  cells).

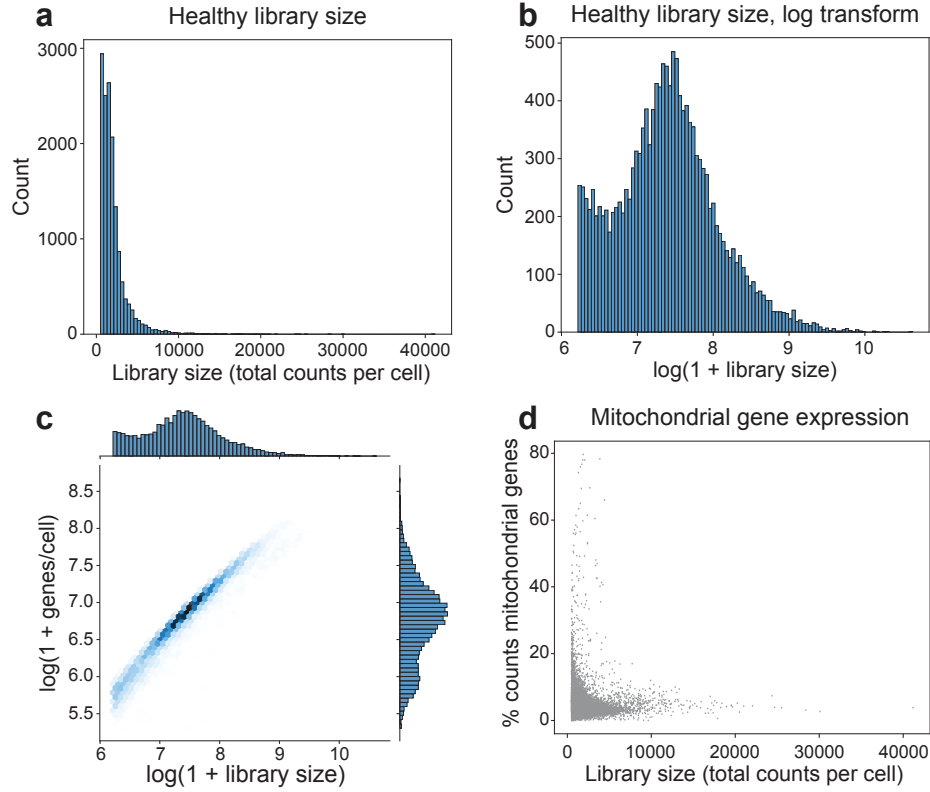

Figure S17: **Quality control metrics for scRNA-seq dataset of healthy lungs.** (a,b) Distribution of library size (total counts per cell) prior to normalization, displayed as either total counts (a) or log transformed (b). (c) Distribution of the library size (total counts per cell) against the number of unique genes per cell, both log transformed. (d) Distribution of the library size (total counts per cell) against the distribution of mitochondrial gene expression per cell, expressed as a percentage. Metrics computed for a pooled sample of  $N = 3$  mice;  $n_H = 14,817$  cells.

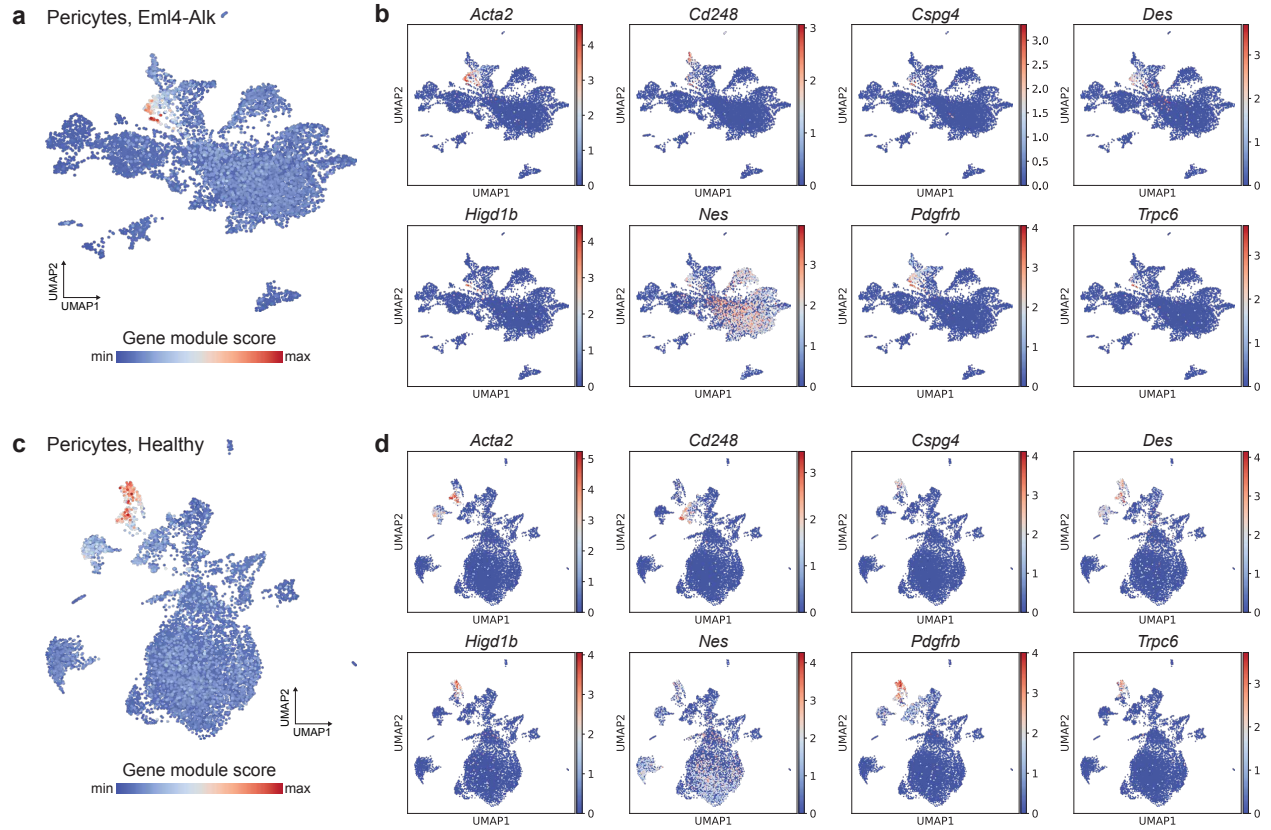

**Figure S18: Distribution of pericyte marker genes in Eml4-Alk and healthy lungs.** (a) Collective expression score for pericyte marker gene module mapped onto the UMAP of cells from Eml4-Alk lungs (pooled sample from  $N = 3$  mice;  $n_{EA} = 8,127$  cells). (b) Relative expression levels of individual pericyte marker genes mapped onto the UMAP of cells from Eml4-Alk lungs. (c) Collective expression score for pericyte marker gene module mapped onto the UMAP of cells from healthy lungs (pooled sample from  $N = 3$  mice;  $n_H = 10,254$  cells). (d) Relative expression levels of individual pericyte marker genes mapped onto the UMAP of cells from healthy lungs.

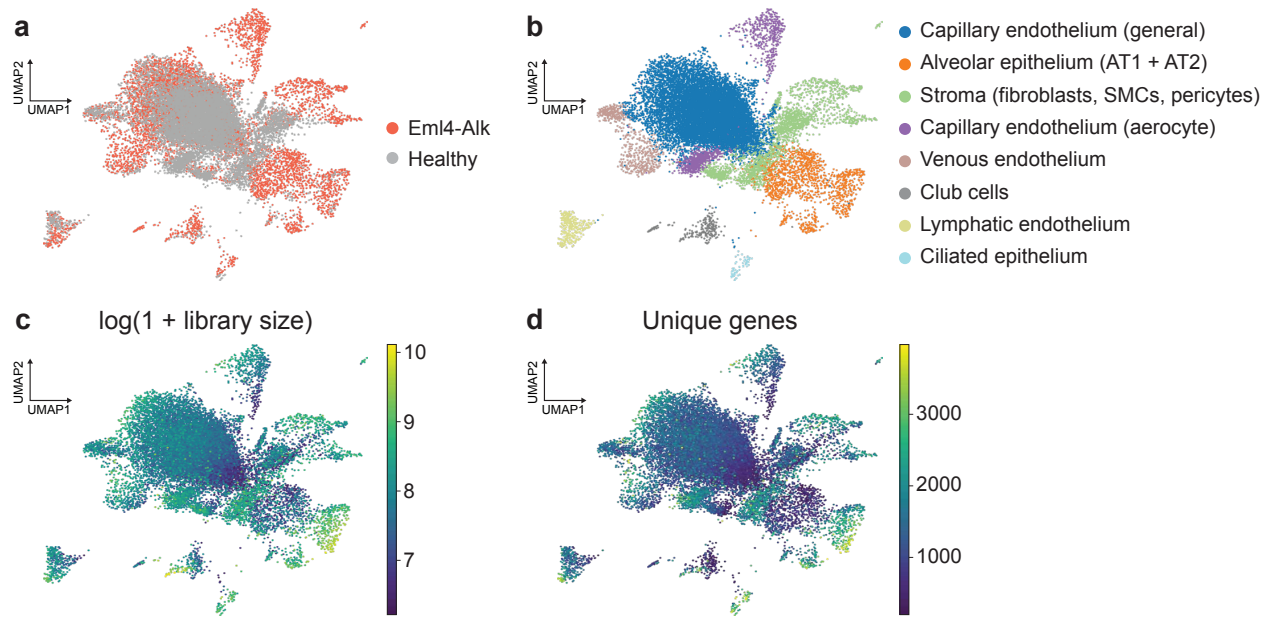

**Figure S19: Integrated comparison of single cell transcriptomic landscapes of Eml4-Alk and healthy lungs.** (a-d) UMAP of integrated dataset of single cells from Eml4-Alk and healthy lungs (pooled samples of  $N = 3$  mice per condition;  $n = 18,381$  cells total with  $n_{EA} = 8,127$  and  $n_H = 10,254$  cells from Eml4-Alk and healthy lungs, respectively). UMAP is colored by condition of origin (a), inferred cell type (b), library size (total counts, log-transformed; c), or number of unique genes (d). Individual dots correspond to individual cells.

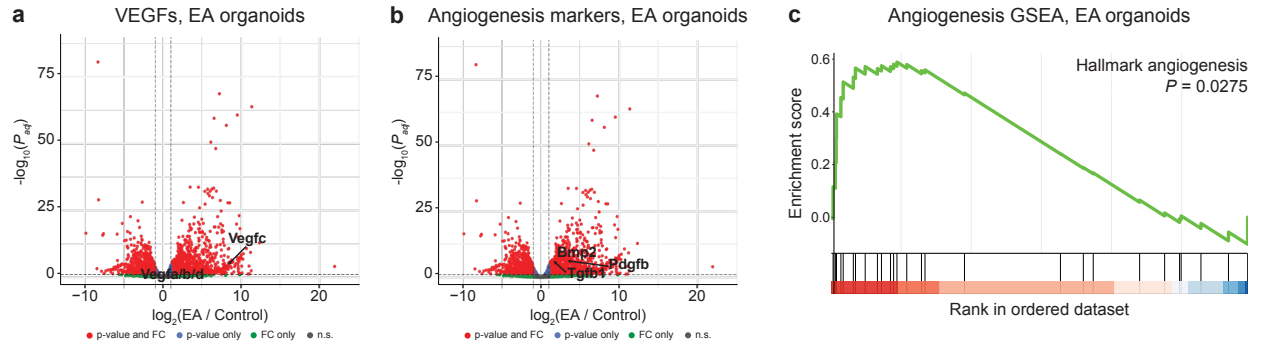

**Figure S20: Eml4-Alk-mutant alveolar organoids exhibit upregulation of genes associated with angiogenesis.** (a,b) Differential gene expression analysis, filtered for Vegf genes (a) and select angiogenesis markers (b), comparing the Eml4-Alk (EA) and control *p53*<sup>-/-</sup> alveolar organoid populations (n = 6 organoids per condition). Each point represents one gene. Significance was calculated by Wald test followed by adjustment for multiple hypotheses using the Benjamini-Hochberg correction. Dotted line is at  $P_{adj} = 0.01$ . (c) Gene set enrichment analysis (GSEA) plot showing enrichment of angiogenesis hallmark genes in Eml4-Alk organoids relative to control organoids (n = 6 organoids per condition).

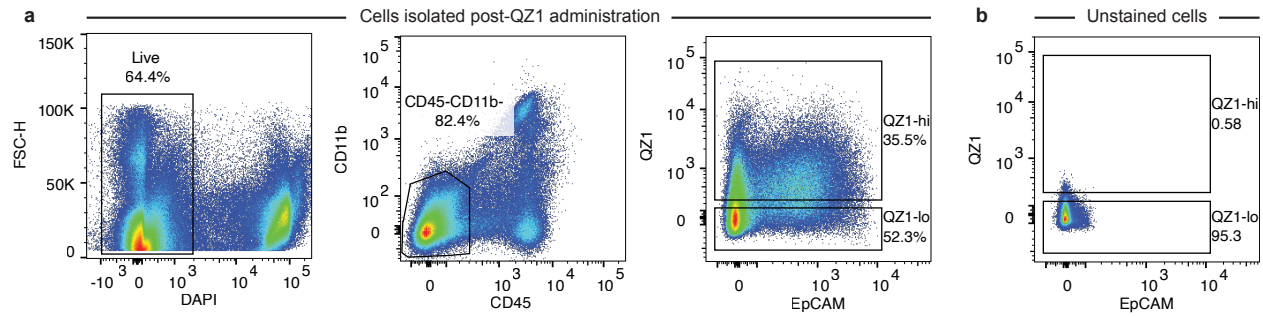

Figure S21: **Gating strategy for activity-based cell sorting.** (a) For activity-based cell sorting on the basis of QZ1 signal, cells were first sorted on the basis of viability by gating on DAPI signal. All non-hematopoietic cells were isolated by gating on CD45 negativity and CD11b negativity. Finally, cells were sorted for signal from the QZ1 activity probe into QZ1-high (QZ1-hi) and QZ1-low (QZ1-lo) populations by gating signal against EpCAM. (b) Gates for QZ1 signal, derived from distributions of QZ1 signal intensity in cells isolated following QZ1 administration (a), applied to unstained cells in lungs from mice not administered QZ1.

**a** QZ1 vs CD44 in CD45-/CD11b-

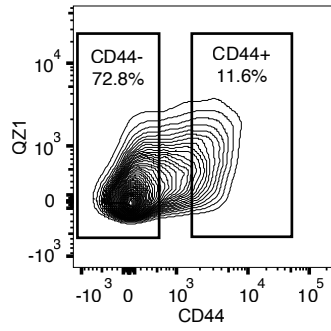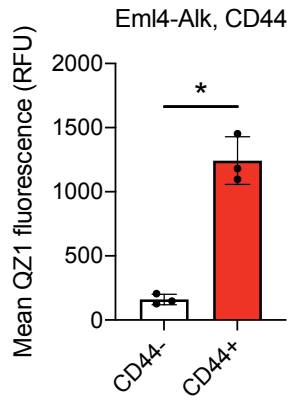

**b** QZ1 vs CD105, CD45-/CD11b-

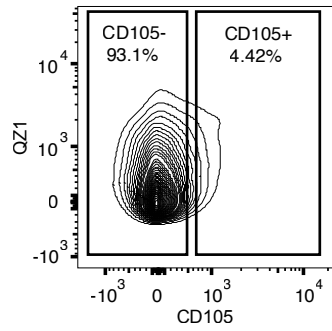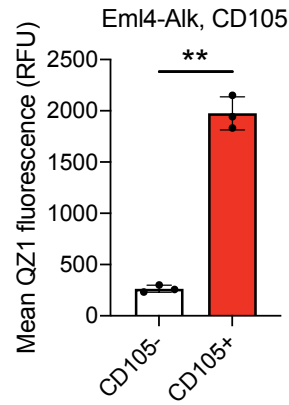

**c** QZ1 vs Ly-6A/E in CD45-/CD11b-

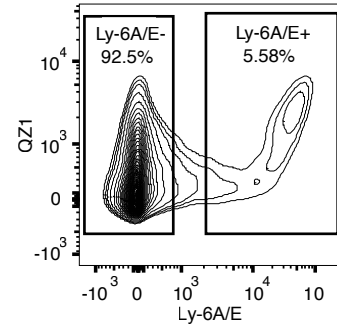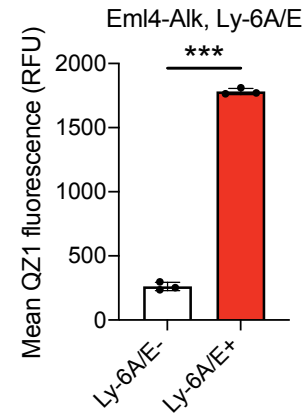

Figure S22: **QZ1 signal in Eml4-Alk tumors is increased in cell populations positive for mesenchymal markers.** (a-c) Flow cytometry plot (top) and quantification (bottom) of Cy5 (QZ1) fluorescence intensity in CD45-, CD11b- cells from Eml4-Alk lungs, gated by the cell surface markers CD44 (a), CD105 (b), and Ly-6A/E (c) (n = 3 biological replicates; mean  $\pm$  s.d.; paired two-sided t-test, \* $P$  = 0.0120 for CD44, \*\* $P$  = 0.00285 for CD105, \*\*\* $P$  = 0.000374 for Ly-6A/E).

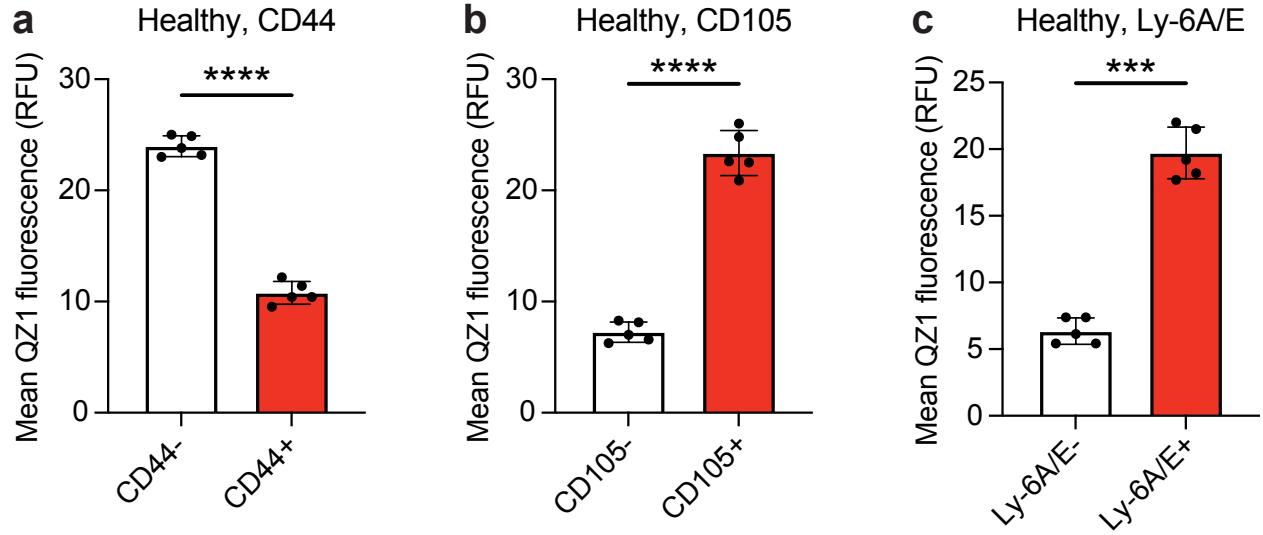

Figure S23: **Cells positive for mesenchymal markers in healthy lungs exhibit variable QZ1 labeling.** (a-c) Quantification of Cy5 (QZ1) fluorescence intensity in CD45<sup>-</sup>, CD11b<sup>-</sup> cells from healthy lungs, gated by the cell surface markers CD44 (a), CD105 (b), and Ly-6A/E (c) (n = 3 biological replicates; mean  $\pm$  s.d.; paired two-sided t-test, \*\*\*\* $P < 0.0001$  for CD44, \*\*\*\* $P < 0.0001$  for CD105, \*\*\* $P = 0.0002$  for Ly-6A/E).

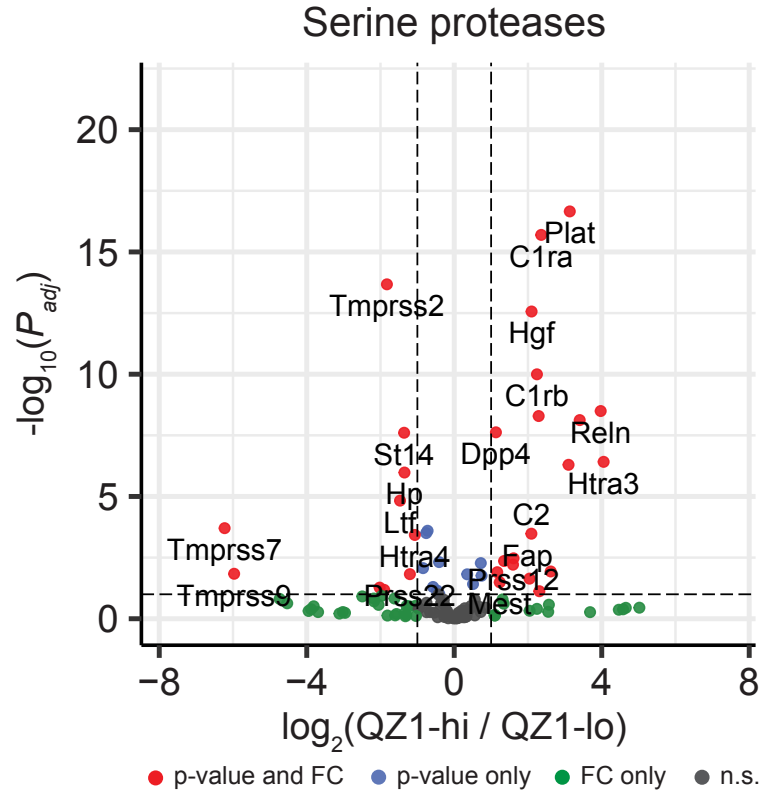

Figure S24: **Serine proteases are differentially expressed with respect to QZ1 labeling.** Differential gene expression analysis, filtered for serine proteases, comparing the QZ1-hi and QZ1-lo sorted populations from Eml4-Alk lungs. Each point represents one protease gene. Significance was calculated by Wald test followed by adjustment for multiple hypotheses using the Benjamini-Hochberg correction. Dotted line is at  $P_{adj} = 0.01$ .

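Of the 19 serine proteases labeled in Fig. S24, 16 changed in the figure's direction at an adjusted p under 0.05 (edgeR). The remaining genes were Fap, Mest and Tmprss9. The paper drew the figure from these same data, so the number is not an independent test. The figure's legend puts its line at an adjusted p of 0.01, which C2 (0.02), Prss12 (0.0247) and Prss22 (0.0448) did not pass in edgeR. In DESeq2, Fap (0.0104), Prss22 (0.0126), Mest (0.0272) and Tmprss9 (0.0138, with no filter) did not pass this line, while C2 (0.000344) and Prss12 (0.00287) did. Among the proteases higher in QZ1-hi, Htra3 (Entrez Gene 78558) had the largest log2 fold change, 4.05 (SE 0.60), with 48.2 ± 29.2 CPM (SD, n = 4) in QZ1-hi and 2.91 ± 2.30 CPM (SD, n = 4) in QZ1-lo. Reln had a log2 fold change of 3.96 (SE 0.69), Hgf of 2.11 (SE 0.25), C2 of 2.104 (SE 0.54) and Prss12 of 1.61 (SE 0.44). C1ra and C1rb had log2 fold changes of 2.37 (SE 0.26) and 2.25 (SE 0.30), but share 48.0% and 59.2% of their 50-base stretches with each other, so that their counts are not independent. C2 shares 38.7% of its stretches with an overlapping gene model, Gm20547. Mest had a log2 fold change of 1.24 (SE 0.43, adjusted p = 0.0693, edgeR) and an adjusted p of 0.0272 in DESeq2. Among the proteases lower in QZ1-hi, Tmprss2 (Entrez Gene 50528) had 12.3 ± 2.48 CPM (SD, n = 4) in QZ1-hi and 43.4 ± 9.94 CPM (SD, n = 4) in QZ1-lo, a log2 fold change of -1.82 (SE 0.20, adjusted p = 0.000278, edgeR). St14, Hp and Ltf had log2 fold changes of -1.35 (SE 0.21), -1.34 (SE 0.24) and -1.46 (SE 0.29), and Htra4 of -1.06 (SE 0.23). Prss22 was near the threshold, at -1.19 (SE 0.37, adjusted p = 0.0448, edgeR), with overlap between the populations (exact permutation test, two-sided p = 0.0571). Its call was lost with limma-voom (adjusted p = 0.0757), without a filter on low counts (adjusted p = 0.0521), and in 6 of the 8 fits that each left out one library. The call of Prss12 was lost with library size only (adjusted p = 0.0763) and in 5 of these 8 fits, and that of C2 in 3 of them. Tmprss7 had no counts in QZ1-hi and between 14 and 23 counts in each QZ1-lo library. Tmprss9 also had no counts in QZ1-hi and from 0 to 41 in the QZ1-lo libraries, and the filter on low counts removed it. Tests with no filter gave adjusted p of 0.0521 for Tmprss9 in edgeR and 0.0138 in DESeq2, the latter chosen after the data were seen. The number of proteases called was 18 with DESeq2, 15 with limma-voom and 14 with library size only.

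**Figure D2:**
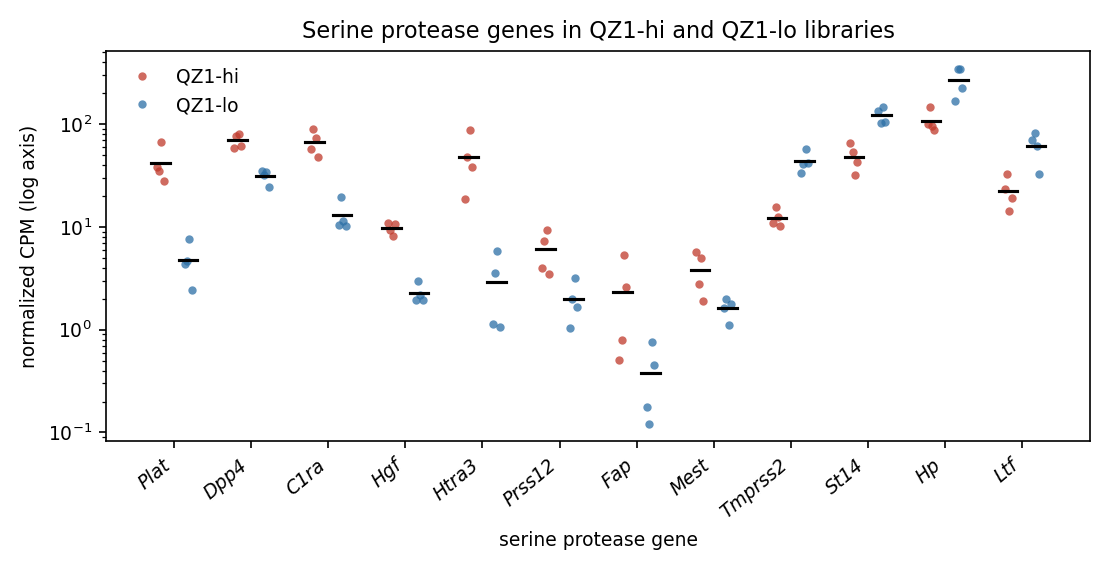
TMM-scaled CPM (vertical log axis) of serine proteases labeled in Fig. S24, in each of the 8 libraries. Points are libraries and bars are means over 4 libraries, with no error bars drawn. Plat has means of 42.0 CPM in QZ1-hi and 4.77 CPM in QZ1-lo, and the Fap points of the populations overlap.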

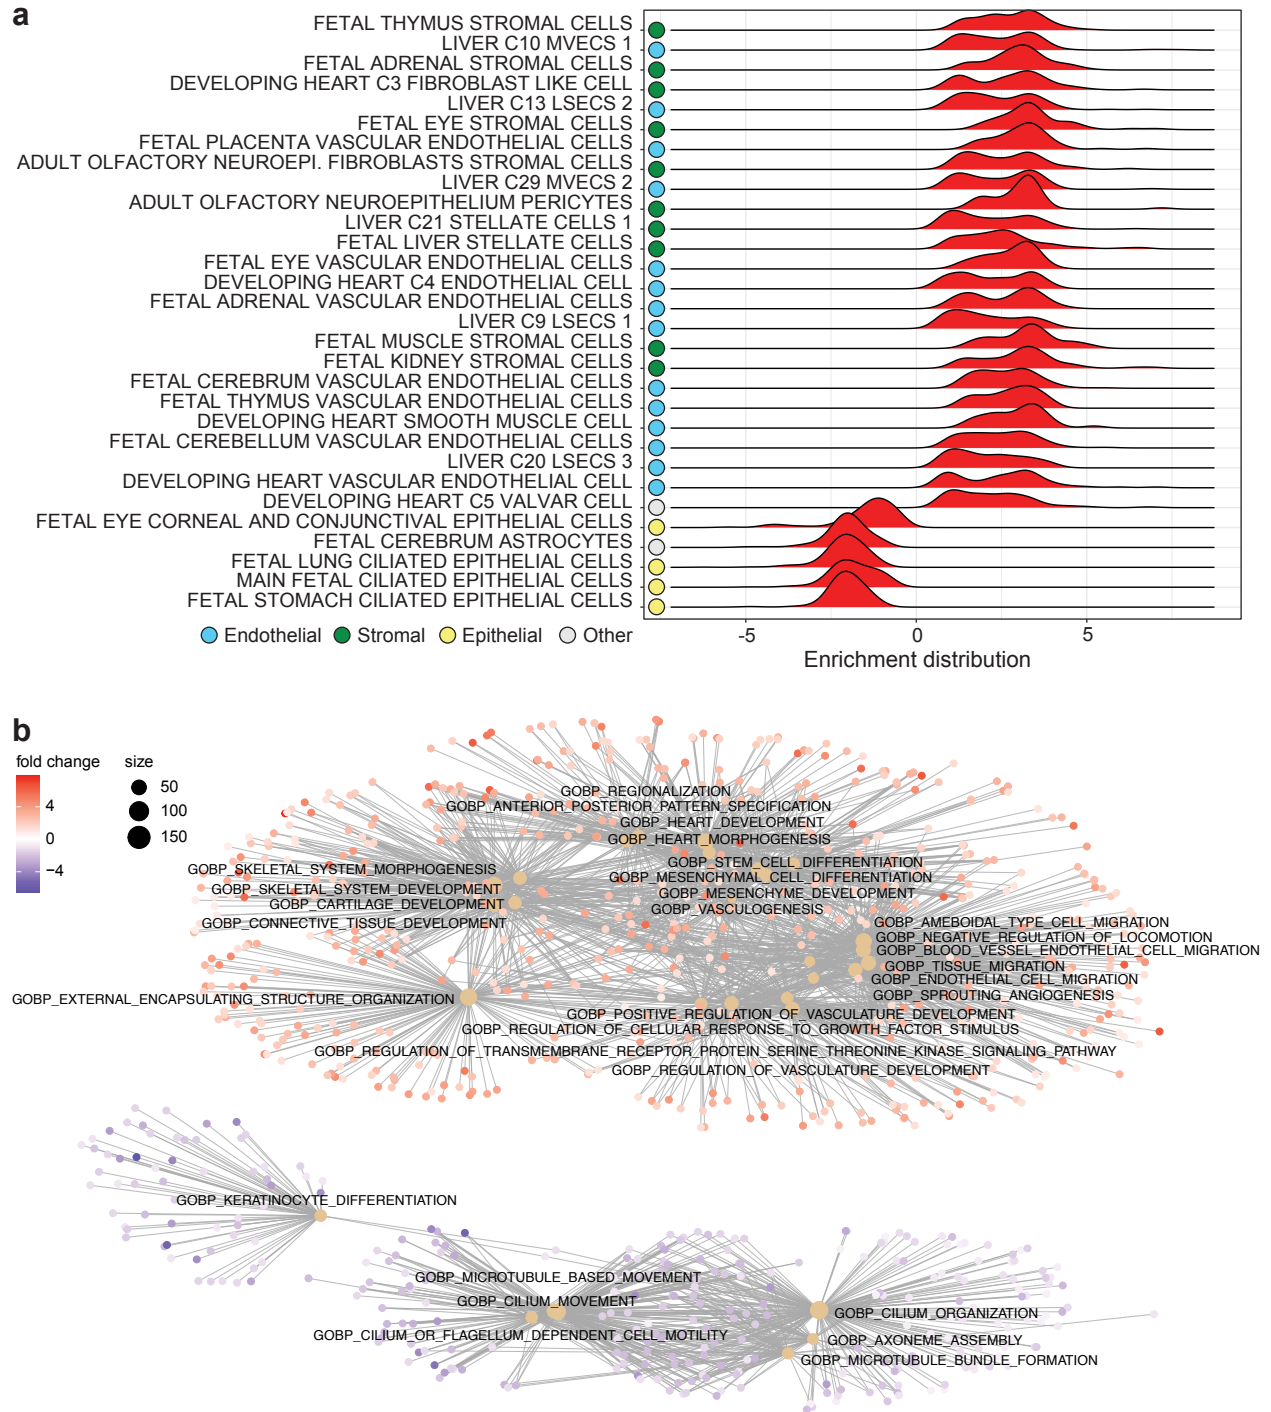

Figure S25: **QZ1-hi cells are enriched for gene sets associated with endothelial cells, stromal cells, and angiogenesis.** (a) Gene set enrichment analysis for cell type-specific expression modules based on a ranked list of differentially expressed genes from QZ1-hi and QZ1-lo populations isolated via activity-based cell sorting. (b) Enrichment map of functional gene ontology (GO) modules from Fig. 7G. Mutually overlapping gene sets are clustered together, while non-overlapping gene sets are distanced and clustered separately.

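Gene families defined by their symbols were also tested. They do not stand for the vascular and mesenchymal modules that the paper's text names. Of the families tested with fgsea, 7 passed an adjusted p of 0.05. Collagens had an NES of 1.96 (adjusted p = 1.72e-05), with 24 of 34 genes higher in QZ1-hi, 17 of them called by edgeR, and 10 lower. Hox genes had an NES of 1.92 (adjusted p = 8.27e-06), with 9 of 9 genes higher and 5 called. ADAMTS proteases had an NES of 1.89 (adjusted p = 0.000187), with 15 of 16 genes higher and 9 called. The families of motile cilia were lower: axonemal dynein heavy chains had an NES of -2.21 (adjusted p = 5.02e-07), cilia and flagella associated proteins of -2.57 (adjusted p = 7.28e-13) and tektins of -1.72 (adjusted p = 0.000303). All 15 dynein genes were lower in QZ1-hi. For each of these 6 families, the mean log2 CPM did not overlap between the populations (exact permutation test, two-sided p = 0.0286), and the call held under every alternative that could test them, which left out Hox genes where at least 10 counts were required in every library. The transmembrane serine proteases, with 4 genes tested, had an NES of -1.61 (adjusted p = 0.0143), which was lost with no filter on low counts (adjusted p = 0.460) and in 6 of the 8 fits that each left out one library. Matrix metalloproteinases (NES 1.49, adjusted p = 0.0768), keratins (NES -1.57, adjusted p = 0.0569), granzymes (NES -1.53, adjusted p = 0.0555), HtrA proteases (NES 1.07, adjusted p = 0.561), ADAM proteases (NES -0.748, adjusted p = 0.806), Prss serine proteases (NES 0.951, adjusted p = 0.650) and kallikreins (NES 0.764, adjusted p = 0.806) did not pass. The mean log2 CPM did not overlap between the populations for the transmembrane serine proteases (difference -1.52), matrix metalloproteinases (difference 1.08) and HtrA proteases (difference 1.05; exact permutation test, two-sided p = 0.0286 each). Keratins passed when ranked by the signed root of the F statistic (adjusted p = 0.00411), with library size only (adjusted p = 0.00271), with no filter (adjusted p = 0.000494), with camera (adjusted p = 0.00511) and in 2 of the 8 fits that each left out one library. Granzymes passed with the DESeq2 ranking (adjusted p = 0.0415), with library size only (adjusted p = 0.00461) and in 2 of the 8 fits, and matrix metalloproteinases with library size only (adjusted p = 0.0461) and in 1 of the 8 fits. The scores of the ADAM, Prss and kallikrein families changed sign under at least one alternative. Of the 35 splits of the libraries into 4 and 4, 10 gave at least 7 families, the real split included, and the splits with 2 QZ1-hi libraries on each side gave at most 3.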

| Name | Reporter                                | Photolabile group | Substrate                | Nanocarrier            |
|------|-----------------------------------------|-------------------|--------------------------|------------------------|
| PP01 | e(+2G)(+6V)ndneeGFFsAr                  | ANP               | GGPQGIWGQC               | PEG-8 <sub>40kDa</sub> |
| PP02 | eG(+6V)ndneeGF(+1F)s(+1A)r              | ANP               | GGPVGLIGC                | PEG-8 <sub>40kDa</sub> |
| PP03 | e(+3G)(+1V)ndneeGFFs(+4A)r              | ANP               | GGPVPLSLVMC              | PEG-8 <sub>40kDa</sub> |
| PP04 | e(+2G)Vndnee(+2G)FFs(+4A)r              | ANP               | GGPLGLRSWC               | PEG-8 <sub>40kDa</sub> |
| PP05 | eGVndnee(+3G)(+1F)Fs(+4A)r              | ANP               | GGPLGVRGKC               | PEG-8 <sub>40kDa</sub> |
| PP06 | e(+2G)(+6V)ndnee(+3G)(+1F)(+1F)s(+1A)r  | ANP               | GGfPRSGGGC               | PEG-8 <sub>40kDa</sub> |
| PP07 | eG(+6V)ndnee(+3G)(+1F)Fs(+4A)r          | ANP               | GGLGPKGQTGC              | PEG-8 <sub>40kDa</sub> |
| PP08 | e(+3G)(+1V)ndneeG(+10F)FsAr             | ANP               | GGSGRSANAKGC             | PEG-8 <sub>40kDa</sub> |
| PP09 | eGVndneeGF(+10F)s(+4A)r                 | ANP               | GGKPISLISSGC             | PEG-8 <sub>40kDa</sub> |
| PP10 | e(+2G)(+6V)ndneeG(+10F)(+1F)s(+1A)r     | ANP               | GGILSRIVGGGC             | PEG-8 <sub>40kDa</sub> |
| PP11 | e(+3G)(+1V)ndnee(+2G)(+10F)Fs(+4A)r     | ANP               | GGSGSKIIGGGC             | PEG-8 <sub>40kDa</sub> |
| PP12 | eGVndneeG(+10F)(+10F)sAr                | ANP               | GGPLGMRGGC               | PEG-8 <sub>40kDa</sub> |
| PP13 | e(+2G)(+6V)ndnee(+3G)(+10F)(+1F)s(+4A)r | ANP               | GGP-(Cha)-G-Cys(Me)-HAGC | PEG-8 <sub>40kDa</sub> |
| PP14 | e(+3G)(+1V)ndnee(+2G)(+10F)(+10F)sAr    | ANP               | GGAPFEMSAGC              | PEG-8 <sub>40kDa</sub> |

Table S1: **Reporter and substrate sequences for *in vivo* activity-based nanosensors.** Lowercase letters: d-amino acids; ANP: 3-Amino-3-(2-nitro-phenyl)propionic acid; Cha: 3-Cyclohexylalanine; Cys(Me): methyl-cysteine

|                            | Eml4-Alk, Vehicle | Eml4-Alk, Alectinib |
|----------------------------|-------------------|---------------------|
| 3 days treatment (5.5 wks) | 19                | 18                  |
| 7 days treatment (6 wks)   | 13                | 12                  |
| 14 days treatment (7 wks)  | 14                | 14                  |
| <b>Total</b>               | <b>46</b>         | <b>44</b>           |
| <i>Train</i>               | 23                | 22                  |
| <i>Test</i>                | 23                | 22                  |

Table S2: **Composition of cohorts for random forest classification.** Cohort numbers used to train and test random forest classifiers applied in Fig. 2g. Time points designate days post-treatment initiation and weeks post-tumor induction. Individual samples across the three time points were randomly selected for train or test cohorts per independent classification trial, according to a 50-50 split between train and test cohorts.

| Name  | Sequence                                              | Readout                           |
|-------|-------------------------------------------------------|-----------------------------------|
| Z1    | UeeeeeeeeXGGPQGIWGQGrrrrrrrrX-k(Cy5)                  | Fluorescence (in situ)            |
| Z7    | UeeeeeeeeXGGLGPKGQTGGrrrrrrrrX-k(Cy3)                 | Fluorescence (in situ)            |
| Z10   | UeeeeeeeeXGILSRIVGGGrrrrrrrrX-k(FAM)                  | Fluorescence (in situ)            |
| QZ1   | (QSY21)-eeeeeeee-c(PEG2K)-oGGPQGIWGQG-rrrrrrrr-k(Cy5) | Fluorescence (in vitro / in vivo) |
| polyR | rrrrrrrrX-k(Cy7)                                      | Fluorescence (in situ)            |
| S1    | GGPQGIWGQC                                            | Cleavage motif                    |

Table S3: **Peptide sequences for activatable zymography probes.** Lowercase letters: d-amino acids; QSY21-Cy5: FRET pair, with Cy5 as fluorophore and QSY21 as quencher; PEG2K: (poly)ethylene-glycol, MW 2000 g/mol; o: 5-amino-3-oxopentanoyl; U: succinoyl; X: 6-aminoheptanoyl

| Annotated cell type label         | Marker genes                                               |
|-----------------------------------|------------------------------------------------------------|
| Capillary endothelium (general)   | <i>Cd36, Cd93, Gpihbp1, Plvap, Ptprb</i>                   |
| Capillary endothelium (aerocytes) | <i>Car4, Ednrb, Fibin, Prx</i>                             |
| Venous endothelium                | <i>Amigo2, Slc6a2, Vegfc</i>                               |
| Lymphatic endothelium             | <i>Mmrn1, Pdpn, Pecam1, Prox1, Thyl</i>                    |
|                                   |                                                            |
| Alveolar epithelium: AT1 & AT2    | Annotated based on AT1 & AT2 marker genes                  |
| Alveolar type 1                   | <i>Ager, Cdh1, Epcam, Hopx, Pdpn</i>                       |
| Alveolar type 2                   | <i>Aqp5, Cdh1, Epcam, Etv5, Muc1, Nkx2-1, Sftpb, Sftpc</i> |
| Club cells                        | <i>Cckar, Cdh1, Epcam, Scgb1a1, Scgb3a2</i>                |
| Ciliated epithelium               | <i>Ccdc78, Cdh1, Epcam, Fam183b, Foxj1</i>                 |
|                                   |                                                            |
| Stroma                            | Annotated based on below marker genes                      |
| Pericyte                          | <i>Acta2, Cspg4, Des, Higd1b, Nes, Pdgfrb, Trpc6</i>       |
| Adventitial fibroblast            | <i>Entpd2, Pi16, Serpinf1</i>                              |
| Alveolar fibroblast               | <i>Fgfr4, Slc7a10, Slc38a5</i>                             |
| Matrix fibroblast                 | <i>Colla2, Colla1, Fn1, Tcf21</i>                          |
| Myofibroblast                     | <i>Aspn, Fgf18, Pdgfra, Rgs2, Wif1</i>                     |
| Mesothelial                       | <i>Msln, Upk3b, Wt1</i>                                    |
| Smooth muscle                     | <i>Acta2, Cnn1, Tagln</i>                                  |

Table S4: Marker genes used to annotate cell types in scRNA-seq data from Eml4-Alk and healthy lungs.

|               | Cap. endothelium (general) |                         | Stroma                 |                        | Cap. endothelium (aerocyte) |                        | Ciliated epithelium    |           |
|---------------|----------------------------|-------------------------|------------------------|------------------------|-----------------------------|------------------------|------------------------|-----------|
| Gene          | $\log_2(\text{EA/WT})$     | $P_{adj}$               | $\log_2(\text{EA/WT})$ | $P_{adj}$              | $\log_2(\text{EA/WT})$      | $P_{adj}$              | $\log_2(\text{EA/WT})$ | $P_{adj}$ |
| <i>Pdgfa</i>  | 0.578                      | $8.29 \times 10^{-1}$   | 0.07840                | 1.00                   | 1.670                       | $3.85 \times 10^{-1}$  | 0.999                  | 1.00      |
| <i>Pdgfb</i>  | 0.676                      | $1.39 \times 10^{-25}$  | 0.824                  | 1.00                   | 0.835                       | $1.77 \times 10^{-11}$ | 10.331                 | 1.00      |
| <i>Pdgfra</i> | -0.396                     | 1.00                    | -0.0295                | 1.00                   | -0.145                      | 1.00                   | 11.335                 | 1.00      |
| <i>Pdgfrb</i> | -1.776                     | 1.00                    | 0.178                  | 1.00                   | -7.183                      | 1.00                   | 0.000                  | 1.00      |
| <i>Cxcl12</i> | 1.453                      | $1.73 \times 10^{-195}$ | 1.542                  | $5.77 \times 10^{-19}$ | 1.537                       | $1.32 \times 10^{-2}$  | 11.335                 | 1.00      |

Table S5: PDGF signaling genes are differentially expressed in scRNA-seq data from Eml4-Alk and healthy lungs. Differential gene expression analysis was conducted on scRNA-seq data from cells within each of the indicated cell compartments, and results were filtered for genes from the PDGF signaling axis. Significance was calculated by the Wilcoxon rank-sum two-sided test with Benjamini-Hochberg correction.

# Supplementary material for: Multiscale profiling of protease activity in cancer
**Source:** Nat Commun. 2022 Oct 3;13:5745. doi: 10.1038/s41467-022-32988-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Activatable zymography probe and immunofluorescence staining was quantified in QuPath (Bankhead 2017, v.0.2.3) and in ImageJ (NIH, v1.53). Signal for IVIS imaging was collected using the Living Image software (PerkinElmer, v4). Flow cytometry data was quantified in FlowJo (BD, v10).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | <p>Activatable zymography probe and immunofluorescence staining was quantified in QuPath (Bankhead 2017, v.0.2.3) and in ImageJ (NIH, v1.53). For quantification of co-localization, JACoP (Just Another Co-localization Plug-in) in ImageJ (NIH, v1.53) was used to determine pixel intensity-based correlations.</p> <p>Fluorescence signal intensity for IVIS images was quantified using the Living Image software (PerkinElmer, v4). Flow cytometry data was quantified in FlowJo (BD, v10), and staining density plots were generated using the dscatter function in MATLAB (R2019b).</p> <p>Analysis of bulk RNA-seq data was performed in R (v4). Specifically, feature counting was performed on BAM files using the Rsubread package. Differential expression analysis was performed using the DESeq2 package in R (v4). GSEA was performed using the clusterProfiler package and visualized using the enrichplot package.</p> <p>All analyses and machine learning classification of activity-based nanosensor data was performed in Python (v.3.9.0) using the protease activity analysis package, published in Soleimany et al., ACS Omega 2022, and available at <a href="https://github.com/avaamini/protease_activity_analysis">https://github.com/avaamini/protease_activity_analysis</a>. scRNA-seq data analysis was performed in Python (v.3.9.0) using the scanpy (v.1.7.2) package.</p> <p>All remaining statistical analyses were conducted in Prism 9.0 (GraphPad). Sample sizes, statistical tests, and p-values are specified in figure</p> |

legends.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data to generate figures and tables are provided in publicly accessible repositories and in supplementary files. The Li et al. Eml4-Alk RNA-seq dataset is available with GEO accession GSE139349 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139349>). New RNA-seq and scRNA-seq data generated in this study are publicly available with GEO accession number GSE191079 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191079>). The remaining data are available within the article as a supplementary source data file as well as on Zenodo under DOI 10.5281/zenodo.6969494 (<https://doi.org/10.5281/zenodo.6969494>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size is indicated in the figure legend for each experiment. No sample-size calculations were performed. Sample sizes were chosen based on results from prior work and preliminary experiments. Namely, for in vivo activity-based nanosensor experiments, sample sizes were chosen based on the prior works of Kirkpatrick et al., Science Translational Medicine 2020, and Anahitar et al., PNAS 2022; for in situ activatable zymography probe and immunofluorescence experiments, sample sizes were chosen based on the prior work of Soleimany et al., Cancer Research 2021. Preliminary experiments were also used to choose sample sizes. Sample size was determined to be adequate based on the magnitude and consistency of measurable differences between groups.

Data exclusions

No data was excluded for both in vitro and in vivo experiments.

Replication

Activity-based nanosensor, scRNA-seq, Eml4-Alk organoid, and activity-based cell sorting experiments were repeated twice with similar results. All other experiments (including AZP, immunohistochemistry, and immunofluorescence staining experiments) were repeated three times with similar results. Details on the reproducibility of representative images are provided in the relevant figure legends.

Randomization

For in vivo experiments, groups were established upon tumor induction. All mice analyzed were sex- and age-matched.

Blinding

Investigators were not blinded to the groups and treatments during experiments. Due to the longitudinal nature of the in vivo experiments and the administration of treatments longitudinally, investigators were required to know the identity and treatment cohort for individual mice throughout the experiment. For in vitro and in situ experiments, these studies were conducted with knowledge of the conditions and samples being assayed, as is standard in the life sciences and required by the nature of the assay. Data reported for all experiments are not subjective but based on the quantitative assays described.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

For immunofluorescence and immunohistochemistry, IgG isotype controls (ThermoFisher) were used at the relevant concentrations. Primary antibodies, vimentin (ab92547, Abcam, 1.0 ug/mL), E-cadherin (AF748, R&D Systems, 4.0 ug/mL), alpha-SMA (ab124964, Abcam, 1.5 ug/mL), CD31 (AF3628, R&D Systems, 10 ug/mL), VE-cadherin (36-1900, Invitrogen, 10 ug/mL), PDGFRbeta (3169, Cell Signaling, 1:100), and desmin (ab227651, Abcam, 1.32 ug/mL). For immunofluorescence, species-appropriate secondary antibodies (Invitrogen) were used at 1:500 dilution. For immunohistochemistry, Rabbit-on-Rodent HRP-Polymer (RMR622, Biocare Medical) was used at native concentration.

For flow cytometry, single cell lung suspensions from Eml4-Alk mice administered QZ1 were stained with the following antibodies (catalog number, vendor, clone, fluorophore, dilution): CD44 (563508, BD, IM7, BV605, 1:200), CD105 (564746, BD, MJ7/18, BV786, 1:200), Ly6-A/E (12-5981-81, ThermoFisher, D7, PE, 1:200), CD11b (557657, BD, M1/70, APC-Cy7, 1:200), CD45 (566439, BD, 30-F11, AF488, 1:400), and EpCAM (118216, BioLegend, G8.8, PE-Cy7, 1:200).

### Validation

Antibodies were validated via comparison to IgG isotype controls or compensation controls for IF/IHC and flow cytometry experiments, respectively. This involved staining consecutive sections or replicate samples, respectively, with IgG isotype or compensation controls, respectively. In comparison to these controls, antibodies were validated based on inspection of signal relative to signal isotype or compensation controls, following confirmation that isotype or compensation controls did not exhibit real signal. Further validation information was provided by the manufacturer, namely through knockout validation, Western blot validation, and IF/IHC validation on samples with known target expression.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Female C57BL/6J mice (Jackson Labs) were used for all studies. Tumors were initiated in 6-10 week old female C57BL/6J mice by chromosomal rearrangement of the Eml4 and Alk genes, induced by intratracheal administration of 50 uL adenovirus expressing the Ad-EA vector (VQAd Cas9 ALK EML4 072415; Viraquest). These mice are referred to as 'Eml4-Alk' mice in the manuscript. Animals were monitored daily throughout all studies. Healthy control cohorts consisted of age- and sex-matched mice, female C57BL/6J from Jackson Labs, that did not undergo intratracheal administration of Ad-EA adenovirus.

Mice were housed in an MIT on-premise animal facility with a 12/12 light-dark cycle, temperature range of 70 +/- 2 degrees Fahrenheit, and humidity range of 30-70%.

### Wild animals

The study did not involve wild animals.

### Reporting on sex

Female C57BL/6J mice (Jackson Labs) were used for all studies.

### Field-collected samples

The study did not involve field-collected samples.

### Ethics oversight

All animal studies were approved by the Massachusetts Institute of Technology (MIT) committee on animal care (MIT protocol 0420-023-23) in accordance with institutional and national policies. Reporting was in compliance with Animal Research: Reporting In Vivo Experiments (ARRIVE) guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Eml4-Alk mice (10–12 weeks post tumor induction) and age- and sex-matched C57BL/6J healthy controls (Jackson Labs; 18–22 weeks) were euthanized by isoflurane overdose, and lungs were excised, separated into lobes, and kept in a round cell culture dish (ThermoFisher) on ice. For tumor-bearing lungs, tumors were separated from healthy tissue using forceps and scissors under a dissecting microscope, and the dissected tumors and surrounding tissue were kept in 5 mL Eppendorf tubes (Sigma Aldrich) for preparation into single-cell suspension. Tissue was minced using Noyes spring scissors (Fine Science Tools) until pieces were less than 1 cm in size, with the visual appearance of ground meat. Minced tissue was then treated with digestion buffer, comprised of Hank's Balanced Salt Solution (HBSS) without Ca<sup>2+</sup>, Mg<sup>2+</sup> (ThermoFisher) with 2% (v/v) heat-inactivated fetal bovine serum (FBS), supplemented with DNase (40 U/mL, Sigma Aldrich) and collagenase (0.5 mg/mL, Sigma Aldrich). Samples were kept on ice during preparation, and subsequently incubated at 37°C for 30 minutes with end-over-end rotation. Samples were filtered using a 70 µm filter and diluted with RPMI-1640 (ThermoFisher) + 2% heat-inactivated FBS. Cell suspension was centrifuged at 625 g for 5 minutes and the pellet was resuspended in ACK lysis buffer (ThermoFisher) for 2 minutes, followed by quenching with FACS buffer (PBS + 2% (v/v) heat-inactivated FBS). Cell suspension was centrifuged and supernatant was discarded.

Instrument

FACSAria II (BD)

Software

FlowJo (BD, v10)

Cell population abundance

For each population (QZ1-hi and QZ1-lo), approximately 100,000 cells were collected. The purity of the fractions were not directly assessed, as our approach was agnostic to the specific cell populations within each fraction. Downstream analysis with bulk RNA sequencing revealed that the QZ1-hi population was enriched for endothelial cells and pericytes, while the QZ1-lo population was enriched for epithelial cells.

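For epithelial cells, the markers of the paper's Table S4 did not all move together. Club cell genes had a mean log2 CPM of 5.33 ± 0.54 (SD, n = 4) in QZ1-hi and 7.22 ± 0.31 (SD, n = 4) in QZ1-lo, a difference of -1.89. Scgb1a1 (Entrez Gene 22287), a club cell gene, had 415 ± 254 CPM (SD, n = 4) and 2160 ± 991 CPM (SD, n = 4), a log2 fold change of -2.38 (SE 0.41, adjusted p = 0.00227, edgeR). Foxj1, a gene of ciliated cells, had a log2 fold change of -2.07 (SE 0.29), Cdh1 of -1.34 (SE 0.18), Nkx2-1 of -0.90 (SE 0.19) and Ager, a gene of alveolar type 1 cells, of -0.76 (SE 0.18). The alveolar type 1 list differed by -0.64 in mean log2 CPM, without overlap between the populations (exact permutation test, two-sided p = 0.0286). The alveolar type 2 list differed by -0.42 with overlap (exact permutation test, two-sided p = 0.114). Within that list, Sftpc (Entrez Gene 20389) was higher in QZ1-hi, with 4064 ± 1120 CPM (SD, n = 4) against 2371 ± 443 CPM (SD, n = 4), a log2 fold change of 0.78 (SE 0.21, adjusted p = 0.0231, edgeR). Its call was lost with library size only (0.37, adjusted p = 0.371) and in 3 of the 8 fits that each left out one library. Sftpb had a log2 fold change of 0.39 (SE 0.23, adjusted p = 0.290, edgeR), which was -0.0186 with library size only. Eml4 and Alk, the genes joined in the tumor cells, had log2 fold changes of -0.16 (SE 0.18) and 0.05 (SE 0.37), and the sign for Alk changed with library size only (-0.43). Gene counts cannot tell the fused transcript from the normal transcripts.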

Gating strategy

The complete gating strategy is included in the manuscript supplement (Figure S21). FSC-H vs DAPI was used to gate on all live cells (DAPI < 2x10<sup>3</sup> RFU). CD11b vs CD45 was then used to isolate all non-hematopoietic cells (gated on CD45 < 300 RFU and CD11b < ~200 RFU). Finally, QZ1 (Cy5) was used to sort QZ1-hi vs QZ1-lo cells. QZ1-hi cells had Cy5 fluorescence > ~300 RFU, while QZ1-lo cells had Cy5 fluorescence < ~100 RFU.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

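RNA from cells sorted out of Eml4-Alk lungs was measured by bulk RNA-seq in 8 libraries, 4 of the QZ1-hi population and 4 of the QZ1-lo population, as named by the sample labels. The authors deposited raw counts per gene, made with Rsubread from aligned reads and not normalized, for 27179 genes listed by Entrez Gene identifier. They tested their own comparison with DESeq2's Wald test and Benjamini-Hochberg adjustment, and gene sets with clusterProfiler. The values were checked to be whole numbers with totals that differ between libraries. The other experiments of the paper, including imaging, in vivo sensors, tissue staining and single-cell RNA-seq, were not analysed here.

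Of the identifiers, 25293 were given a symbol and 1886 had none. Of 180 listed genes, 1 could not be matched (Hbb-bt). Total counts ranged from 18380918 to 26847938 per library, and a level of 3 counts, the floor used here, corresponds to between 0.0894 and 0.179 CPM. Reads without molecular identifiers are not independent molecules, so floors cover counting error only.

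Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the filterByExpr filter with its default minimum count of 10 and minimum total count of 15, and the quasi-likelihood test of QZ1-hi against QZ1-lo over 15583 genes. P values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The common dispersion was 0.113. The SE of a log2 fold change was taken as its size divided by the square root of the F statistic. A fold change against a population whose libraries all had 3 counts or fewer was replaced by a lower bound computed against that floor. Group means of single values were compared by two-sided exact permutation tests over all 70 assignments of the libraries, whose smallest p is 0.0286. Gene sets were tested with fgsea 1.28.0 on genes ranked by log2 fold change, with at least 3 genes per set for the marker sets, blood cell sets and families and with 15 to 500 genes for Reactome pathways, and adjusted within each collection. Marker sets were joined from the lists of Table S4, and families were defined by gene symbol. Shared sequence was measured as the share of a gene's exonic stretches of 50 bases that also occur in another gene of GRCm38.p6 with GENCODE M21.

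The genes named in the text were limited by a rule set before the data were examined: the genes that the paper's text on this experiment, Fig. 7e, Fig. 7f or Fig. S24 name, the genes of the marker lists, and the 5 genes with the largest log2 fold change in each direction among those called without overlap between the populations. Which of these the text names was chosen after the data were seen. Lyz2, of an added list, is outside this rule and was named after its values were seen.

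The procedure was tested on simulated data with 15583 genes, of which 200 were changed. edgeR called 121 of the changed genes (60.5%) and 3 unchanged genes, DESeq2 called 143 and 31, and limma called 114 and 2, with no call of the wrong sign. A simulated raised set had an adjusted p of 2.96e-14 in fgsea and an unchanged set 0.0939.

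The alternatives set before the data were examined were DESeq2 1.42.0 with its Wald test, limma 3.58.1 (voom with sample quality weights), DESeq2 size factors in edgeR, scaling by library size only, no filter on low counts, at least 10 counts in every library, robust shrinkage, an adjusted p under 0.01, and each library left out in turn. For gene sets, other rankings and limma's camera test were also tried. Removing mitochondrial and ribosomal RNA genes, DESeq2 with no filter, the alternatives for Reactome pathways, and added lists of alveolar type 2, alveolar type 1 and airway genes were chosen after the data were seen. No pairing of libraries by mouse was used, because neither the labels nor the paper give one.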

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

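The tests in this part were chosen only after the results were seen.

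Single libraries stood apart from the other 3 of their population for 8 of the 273 groups of 4 libraries examined, with a gap to the nearest library, as a share of the whole range, above Dixon's critical value for 4 libraries. By chance, 13.6 groups would be expected, so the number of such groups is not above chance. Groups in which every library had 3 counts or fewer were not tested. In QZ1-hi, library 4595 was high for the mean of capillary aerocyte genes (gap 0.915 of the range) and for Angpt1 (0.859), library 4597 was high for Eml4 (0.872) and library 4593 was high for Scgb1a1 (0.894). In QZ1-lo, library 4596 was low for the mean of the ADAM proteases (0.95) and high for C1qtnf2 (1, with 4 counts against 0 in each other library), library 4594 was high for C1ra (0.837) and library 4598 was low for Barx2 (0.96). No library had more than 2 of them. No biological explanation was tested for these libraries, since the labels give no property that differs between libraries of the same population.

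RNA of leukocytes, which the sort gates against by CD45 and CD11b, and RNA of red cells and platelets were found in every library. The paper does not report on them. The lowest count in a library was 1684 for Ptprc, 13733 for Chil3, 1013 for Hba-a1 and 63 for Itga2b, all far above the floor of 3 counts. Of the sequence of Chil3, 26.9% is shared with other genes, and of Hba-a1 72.3%. RNA released from other cells is a candidate explanation. Hba-a1, from cells without a nucleus, was present at 1013 counts or more in each library. Red cells that passed the gates would also leave these counts, so they cannot tell whether RNA was released. Leukocytes that passed the gates would also leave Ptprc counts and cannot be told apart from released RNA. In an unpaired comparison, the levels did not separate the populations for Ptprc (exact permutation test, two-sided p = 1), Chil3 (p = 0.6) or Hba-a1 (p = 0.171), but did for Itga2b, a platelet gene called higher in QZ1-hi (log2 fold change 1.60, adjusted p = 0.00505, exact permutation test, two-sided p = 0.0286), and edgeR with library size only called Hba-a1 lower in QZ1-hi (adjusted p = 0.000738). The levels varied widely between libraries of the same population, and a difference within mice would not show in this comparison.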

How the results depend on the processing

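Alternatives set before the data were examined are those named in the processing summary, and others are marked as chosen after the data were seen. No paired analysis was possible because neither the paper nor the labels say which libraries came from the same mouse. Single-gene results cover the genes that the text names.

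The numbers of genes higher and lower stayed within 1.5 times the reported counts under DESeq2 (1812 and 1606), limma-voom (1697 and 1289), DESeq2 size factors (1513 and 1312), no filter (1555 and 1233), at least 10 counts (1314 and 1190) and robust shrinkage (1509 and 1294). Of the 1540 higher and 1280 lower genes, DESeq2 shared 1533 and 1278. Without each library in turn, the range was 1136 to 1506 higher and 938 to 1201 lower. Removal of mitochondrial and ribosomal RNA genes, chosen after the data were seen, gave 1544 and 1276. Scaling by library size only gave 882 genes higher and 2509 lower, and 1721 lower by over 1 log2 unit, of which the higher genes shared 857 and the lower genes 1280 with the reported ones. It moved the median log2 fold change of all genes to -0.44, so that log2 fold changes under this scaling are lower throughout. Library size includes mitochondrial genes, which took up 56.0% ± 10.1 (SD, n = 4) of the counts in QZ1-hi and 41.9% ± 8.50 (SD, n = 4) in QZ1-lo. A larger share of them lowers every other gene under this scaling. At an adjusted p under 0.01, 902 genes were higher and 665 lower.

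The number of vasculature markers was 14 to 17 and that of serine proteases 14 to 18 under the alternatives set before the data were examined that kept all libraries and the threshold, and 16 to 17 and 13 to 16 without each library in turn. The endothelial, pericyte, stromal, epithelial and ciliated sets kept their direction and passed under every alternative run, with NES ranges without each library in turn of 1.90 to 2.09, 1.57 to 1.65, 1.87 to 2.04, -1.96 to -1.71 and -1.74 to -1.64. The number of families was 5 to 10. The number of Reactome pathways was 34 to 49 over alternatives chosen after the data were seen. Of the blood cell sets, 3 passed, but 0 passed when ranked by the signed root of the F statistic (2 at an unadjusted p under 0.05), 1 with no filter, which was mast cells and none of the 3, and 1 with camera, which was platelets, and 1 to 3 without each library in turn.

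The sign changed for results near no difference. For ADAM proteases, the NES was 0.834 when ranked by the F statistic, 0.815 with at least 10 counts, and -1.02 to 0.724 without each library in turn. For kallikreins it was -0.832 with library size only, -0.958 with no filter, and -0.760 to 0.906 without each library in turn. For Prss serine proteases it was -0.825 with library size only and -1.03 with no filter. For B cells it was -0.681 with library size only and -0.940 to 1.01 without each library in turn, for macrophages -0.580 to 1.51 without each library in turn, and for pan-leukocyte genes 0.543 with no filter and -1.05 to 0.847 without each library in turn. Hox genes, granzymes, transmembrane serine proteases and B cells had too few genes to test with at least 10 counts in every library.

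Among single genes, the log2 fold change of Pdgfb was 0.0254 with limma-voom and -0.21 to 0.15 without each library in turn. That of Ptprc was -0.12 with limma-voom, -0.49 with library size only and -0.30 to 0.26 without each library in turn. Alk was -0.43 with library size only and -0.20 to 0.45 without each library in turn, Chil3 -0.11 and -0.0686 to 0.75, and Sftpb -0.0186 with library size only. With library size only, Ptprc, Alk, Chil3 and Sftpb fell by about as much as the median of all genes, which went from 0.02 to -0.44. The cause of the other changes was not tested. For the 89 named genes tested, 746 of 779 comparisons with alternatives that kept all libraries were the same, 13 were weaker, 14 stronger and 6 reversed. Without each library in turn, 662 of 712 were the same, 31 weaker, 7 stronger and 12 reversed. Over all 167 listed genes tested, 1383 of 1467 and 1211 of 1336 were the same, and 25 and 38 reversed.

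Depth limits the genes near 3 counts, for which lower bounds are given, and Fap, whose counts ranged down to 3 in a QZ1-lo library.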

Differences from the paper's values

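The adjusted p of Ntrk2 differed from the paper's. Its negative log10 was 4.92 here, against the paper's value of about 71 in Fig. 7e, read by eye. Of the alternatives set before the data were examined, DESeq2's Wald test, the test that the paper's methods name, gave 72.7, and none of the others closed the gap. DESeq2 with no filter on low counts, an alternative chosen after the values were seen, gave 71.9.

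For Plat, the negative log10 of the adjusted p was 3.52 here, against the paper's value of about 17 in Fig. S24, read by eye. DESeq2's Wald test gave 16.6 and none of the other alternatives set before the data were examined closed the gap. DESeq2 with no filter on low counts, chosen after the values were seen, gave 16.8. All 29 log2 fold changes read from Fig. 7e, Fig. 7f and Fig. S24 were within the SE of the values here. The paper's values come from the same counts, while the SE reflects the spread between libraries and was 0.87 for Fap. This is therefore a loose check.

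The paper's text lists Fap among the serine proteases overexpressed in the QZ1-hi population, and its log2 fold change here was 2.601 with an adjusted p of 0.0629. Over the alternatives, the adjusted p of Fap ranged from 0.0104 to 0.263. It was called with DESeq2 (0.0104), without QZ1-hi library 4591 (0.038), without QZ1-lo library 4596 (0.0484) and with DESeq2 with no filter, chosen after the values were seen (0.0114). Mest, labeled in Fig. S24, had a log2 fold change of 1.24 and an adjusted p of 0.0693, and was called with DESeq2 (0.0272), with at least 10 counts in every library (0.0493), without QZ1-hi library 4597 (0.0311) and with DESeq2 with no filter, chosen after the values were seen (0.0317). Over the alternatives, its adjusted p ranged from 0.0272 to 0.21. Tmprss9, also labeled in Fig. S24, was removed by the filter on low counts, had an adjusted p of 0.0521 in edgeR with no filter, and was called with DESeq2 with no filter, chosen after the values were seen (0.0138).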

Other observations

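The tests of the mitochondrial share, the alveolar type 2 genes, library 4596, the platelet genes, the largest decreases and the immediate early genes were chosen only after the results were seen.

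Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many genes higher, as many lower, as many changed by over 1 log2 unit in either direction, as many vasculature markers and as many serine proteases. Every other split gave 0 for each of these. Those splits have libraries of both populations on each side, so the difference between the populations counts as spread within a side. The 0 counts therefore cannot tell how many genes chance alone would give. For gene sets more splits reached the real number. As many marker sets were called in 13 of the 35 splits, as many families in 10, as many blood cell sets in 13 and as many Reactome pathways in 4, the real split included, each more than 1 in 20. Apart from the real split, those for marker sets (12), families (9) and Reactome pathways (3) had 3 of the 4 QZ1-hi libraries on one side, so that they keep part of the real contrast. Among the 18 splits with 2 QZ1-hi libraries on each side, the largest numbers were 4 marker sets, 3 families and 9 Reactome pathways, against 5, 7 and 41 in the real split. For the blood cell sets, 8 of these 18 splits gave as many as the real split.

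Differences in depth did not account for the genes called. With every library thinned to 8749446 counts outside mitochondrial genes and ribosomal RNA, 2796 genes were called, 1496 of the 1540 higher and 1207 of the 1280 lower genes among them. The log2 fold change did not follow gene length across 15101 genes (Spearman correlation 0.0242, where genes are not independent replicates). The share of counts on mitochondrial genes had a mean of 56.0% in QZ1-hi and 41.9% in QZ1-lo. It did not separate the populations in an unpaired comparison (exact permutation test, two-sided p = 0.114). That test cannot show that the share was the same, and scaling by library size only depends on it. A batch could not be tested, since the labels give none.

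The lists of alveolar type 2 genes did not move together. The list of Table S4 was lower in QZ1-hi (a difference of -0.42 in mean log2 CPM, exact permutation test, two-sided p = 0.114), with 5 of 8 genes lower, 4 of them called. The called genes were Cdh1 and Epcam, which are in every epithelial list of that table, and Aqp5 and Nkx2-1. Sftpc, Sftpb and Etv5 were higher, of which Sftpc was called. In a list of further alveolar type 2 genes, chosen after the data were seen, 9 of 10 were higher, 2 of them called, and 1 was lower. Its mean log2 CPM differed by 0.32 (exact permutation test, two-sided p = 0.0286), but without Lyz2, a gene also expressed by macrophages, by 0.31 with overlap (exact permutation test, two-sided p = 0.0857). A list of airway genes differed by -1.67 (exact permutation test, two-sided p = 0.0286). Scaling by library size only moved the difference of the further list to -0.15 (exact permutation test, two-sided p = 0.6), so the sign of that list depends on the scaling. Its gap over the airway list was 2 with TMM scaling and 1.99 with library size only (exact permutation test, two-sided p = 0.0286 each). A scaling moves both lists alike, so the scaling does not account for this gap. The gap cannot tell whether the further list itself rose, and that rise cannot be told apart from an effect of the scaling. RNA released from alveolar type 2 cells was not ruled out. Against the macrophage list, which the sort gates against, the further list without Lyz2 differed by -0.07 (exact permutation test, two-sided p = 1), but the macrophage list itself varied too much between libraries (difference 0.37, exact permutation test, two-sided p = 0.457) for this to show a shared shift. The other blood cell lists moved in both directions, platelets by 1.84, B cells by 0.22, mast cells (1 gene tested) by 0.14, pan-leukocyte genes by -0.03, neutrophils by -0.55, T and innate lymphoid cells by -1.17 and red cells by -1.45.

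QZ1-lo library 4596 had higher endothelial genes than the other QZ1-lo libraries. Over the other QZ1-lo libraries, its endothelial genes reached 11.4% of the QZ1-hi level, its stromal genes 7.53% and all genes higher in QZ1-hi 7.12% (medians over genes). Cells of the QZ1-hi population in this library could account for this, as could a real difference between the lungs sampled, and the paper states that purity was not assessed.

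Platelet genes were higher in QZ1-hi, by 1.84 in mean log2 CPM (exact permutation test, two-sided p = 0.0286), with Ppbp at a log2 fold change of 2.51, Itga2b at 1.60, Pf4 at 1.51 and Gp9 at 1.63, of which Gp9 was not called (adjusted p = 0.271) and the call of Pf4 was lost with library size only (log2 fold change 1.07, adjusted p = 0.1) and in 3 of the 8 fits that each left out one library. With library size only, the difference was 1.40 (exact permutation test, two-sided p = 0.0286). The platelet list rose over the mean of the macrophage, neutrophil and pan-leukocyte lists by 1.91 (exact permutation test, two-sided p = 0.029), so blood cell RNA in general does not account for it. Platelets bound to cells of the QZ1-hi population are a hypothesis that may explain this and was not tested, and the set's own call (NES 1.51, adjusted p = 0.0143) was lost with no filter on low counts (adjusted p = 0.11), with the ranking by the F statistic (adjusted p = 0.136) and without QZ1-lo library 4592 (adjusted p = 0.0578). Over the blood cell lists, red cell genes had an NES of -1.61 (adjusted p = 0.00188) and T and innate lymphoid cell genes of -1.81 (adjusted p = 0.00621), but their means overlapped between the populations (exact permutation test, two-sided p = 0.229 and 0.0571). That comparison was unpaired, so a difference within mice would not show in it. The calls of both the red cell and the T and innate lymphoid cell sets were lost with the ranking by the F statistic (adjusted p = 0.0911 each), with no filter (adjusted p = 0.0838 each) and with camera (adjusted p = 0.0731 and 0.0598).

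The 5 largest decreases all belong to genes with a summed count under 10 in QZ1-hi (5 of 5). Genes picked for the largest decrease have few counts in QZ1-hi by that choice, so this cannot tell whether few counts set their order. A list of 10 genes that respond to dissociation differed by 0.49 in mean log2 CPM with overlap (exact permutation test, two-sided p = 0.114), so it did not separate the populations in an unpaired comparison. A difference within mice would not show in such a comparison, so a dissociation response was not ruled out. All 10 genes were higher in QZ1-hi, of which 5 were called (Fos, Fosb, Jun, Egr1 and Ier2). The mean of these 5 differed by 0.83, and by 0.351 with library size only, but they were picked because they were called, so neither value tests the pattern, which cannot be told apart from an effect of the scaling.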
